# PSI Photoinhibition and Changing CO_2_ Levels Initiate Retrograde Signals to Modify Nuclear Gene Expression

**DOI:** 10.3390/antiox12111902

**Published:** 2023-10-24

**Authors:** Mehmet Kılıç, Ville Käpylä, Peter J. Gollan, Eva-Mari Aro, Eevi Rintamäki

**Keywords:** chloroplast retrograde signaling, FeS clusters, photoinhibition, photosystem I, redox imbalance

## Abstract

Photosystem I (PSI) is a critical component of the photosynthetic machinery in plants. Under conditions of environmental stress, PSI becomes photoinhibited, leading to a redox imbalance in the chloroplast. PSI photoinhibition is caused by an increase in electron pressure within PSI, which damages the iron–sulfur clusters. In this study, we investigated the susceptibility of PSI to photoinhibition in plants at different concentrations of CO_2_, followed by global gene expression analyses of the differentially treated plants. PSI photoinhibition was induced using a specific illumination protocol that inhibited PSI with minimal effects on PSII. Unexpectedly, the varying CO_2_ levels combined with the PSI-PI treatment neither increased nor decreased the likelihood of PSI photodamage. All PSI photoinhibition treatments, independent of CO_2_ levels, upregulated genes generally involved in plant responses to excess iron and downregulated genes involved in iron deficiency. PSI photoinhibition also induced genes encoding photosynthetic proteins that act as electron acceptors from PSI. We propose that PSI photoinhibition causes a release of iron from damaged iron–sulfur clusters, which initiates a retrograde signal from the chloroplast to the nucleus to modify gene expression. In addition, the deprivation of CO_2_ from the air initiated a signal that induced flavonoid biosynthesis genes, probably via jasmonate production.

## 1. Introduction

Photosynthesis uses solar energy to split water molecules in photosystem (PS) II on the lumenal side of the thylakoid membrane and transfers the electrons through the photosynthetic electron transport chain (PETC) to PSI, which reduces NADP^+^ in chloroplast stroma. Electron transport through the PETC simultaneously pumps protons from the stroma into the thylakoid lumen, which activates ATP synthesis by ATP synthase. ATP and NADPH energize CO_2_ fixation in the Calvin–Benson–Bassham (CBB) cycle and other metabolic pathways in the chloroplast. During photosynthetic electron transport, reactive oxygen species (ROS) are generated as by-products in PSII and PSI, especially under stress conditions. ROS, if not properly scavenged, can cause oxidative stress, but they also operate as retrograde signals that help plants to acclimate to stressful conditions [1,2]. Alternatively, electrons can also be redirected from PSI back to the PETC via cyclic electron flow (CEF), thereby strengthening the photosynthetic control mechanism and balancing the electron transport process.

Both photosystems are prone to photoinhibition, which can induce damage to the PS reaction centers, particularly in changing environmental conditions of their natural growth habitats. Under stress conditions, photoinhibition mostly impacts PSII, which in turn protects PSI from photodamage [3,4]. In chilling-sensitive plants such as cucumber, PSI photoinhibition (PSI-PI) occurs under illumination at low (4 °C) temperatures [5,6]. The degradation and replacement of the damaged PSI complex with newly synthesized PSI subunits take considerably longer than the repair of damaged PSII, which has its own dedicated repair mechanisms [3,6,7].

Upon illumination, the charge separation in PSI produces an oxidized electron donor, P700^+^, and a reduced primary electron acceptor, A_0_^−^, a chlorophyll a molecule that further transfers the electron to phylloquinone (A_1_). To compensate for the loss of an electron, the oxidized P700^+^ is reduced by plastocyanin (PC) on the lumenal side of the thylakoid membrane. A_1_ donates the electron to an iron–sulfur (FeS) cluster, FeS_X_, and then via FeS_A_ and FeS_B_ to stromal soluble ferredoxin (FD). The FeS clusters of PSI are susceptible to damage by reactive oxygen species (ROS) under stress conditions, caused by a lack of sufficient oxidized stromal electron acceptors upon excessive electron arrival from PSII [8,9]. The donation of electrons from over-reduced PSI to O_2_ leads to the production of superoxide (O_2_^•−^), which is converted into hydrogen peroxide (H_2_O_2_). H_2_O_2_ reacts with FeS clusters, leading to PSI photoinhibition and the formation of hydroxyl radicals through the Fenton reaction [10,11,12]. Hydroxyl-radical-induced damage has been shown to target the PSI core subunits PsaA and PsaB [9,13,14].

Irreversible PSI damage and a long repair process impact the redox state in chloroplasts, which may initiate a signaling cascade from the chloroplast to the nucleus to modulate gene expression for the protection and readjustment of chloroplast functions. In addition to extensively investigated chloroplast retrograde signaling during photomorphogenic development [15,16], several other chloroplast signaling pathways initiated by ROS, hormones, sugars, or redox imbalances within PETC and its electron sinks have been shown to operate in chloroplasts and relay information to adjust nuclear gene expression and initiate stress responses in plant leaves [17,18]. Besides ROS, redox imbalances in chloroplasts also lead to the generation of reactive electrophile species (RES), which can initiate signals via reactions with cellular proteins and lipids. Photosynthetic light reactions generate singlet oxygen (^1^O_2_), mainly in PSII, and PSI produces O_2_^•−^, which can be converted to H_2_O_2_ with a longer lifetime. In addition to the generation of ROS in photosynthetic light reactions, photorespiration also produces H_2_O_2_ in peroxisomes, and this reaction is enhanced by decreasing the CO_2_ concentration. The production of ROS by the PETC can trigger the synthesis of oxylipins, such as 12-oxo-phytodienoic acid (OPDA) and jasmonic acid (JA). OPDA is a type of RES and can oxidize lipids and proteins due to its reactive cyclopentane ring [19,20]. OPDA is detoxified by glutathionylation but can also be enzymatically converted to JA [21]. OPDA and JA have been shown to initiate signals that modify gene expression in the nucleus [22,23].

The likelihood of PSI photoinhibition can be mitigated by several mechanisms that reduce electron pressure within PSI, either by downregulating electron flow to the donor side of PSI or by increasing the capacity on the acceptor side. Such protective mechanisms in the former case include PSII photoinhibition, non-photochemical quenching (NPQ), and the photosynthetic control of electron transport through cytochrome b6f, while the latter includes CEF, the water–water cycle, the CBB cycle, and photorespiration [8,24], with the CBB cycle being the major sink for electrons from PSI. Therefore, we hypothesized that increasing the CO_2_ concentration upon PSI photoinhibition (PSI-PI) treatment could protect PSI against damage by providing more electron sinks, whilst decreasing the CO_2_ concentration would expose PSI to greater damage and originate a retrograde signal from chloroplasts to the nucleus to alleviate the consequences of PSI damage. To this end, we tested whether the putative production of ROS on the PSI acceptor side, oxidized lipids via the production of OPDA and JA, or damage to the FeS clusters in PSI could initiate a signaling cascade to change nuclear gene expression toward the photoprotection of PSI.

## 2. Materials and Methods

### 2.1. Growth Conditions and Light Treatments

Wild-type *Arabidopsis thaliana* (Columbia ecotype) was grown in a mixture of soil/vermiculite (2:1) under an 8 h photoperiod at 100 µmol photons m^−2^ s^−1^ (GL) with POWERSTAR HQI-T 400 W/D metal halide lamps (OSRAM GmbH, Munich Germany) as the light source at 23 °C and 60% relative humidity. Six-week-old plants were used for experiments. Plants were moved from growth conditions to the treatment chamber at 11 a.m. and were allowed to stabilize for 10 min in chamber conditions prior to the specific PSI-PI light treatment. A single PSI-PI treatment cycle [25] consisted of 30 s of growth light followed by three repeated cycles of 5 s of red light (660 nm, 35 µmol photons m^−^^2^ s^−1^) and 1 s of intense white light (1000 µmol photons m^−^^2^ s^−^^1^) using programmable LED lamps (Heliospectra, Göteborg, Sweden). The PSI-PI cycles were repeated for 3 h. Control plants were treated with GL intensity. Plants were subjected to PSI-PI treatment or to GL at CO_2_ concentrations of 0 ppm, 100 ppm, 400 ppm, and 1000 ppm using an air-tight chamber (Figure 1). 

### 2.2. Biophysical Measurements

The Dual-PAM-100 (Walz, Effeltrich, Germany) was used to simultaneously measure the chlorophyll a fluorescence and P700-oxidation signal in detached leaves. Before the measurements, the leaves were incubated in darkness for 20 min. The photochemical efficiency of PSII was recorded as a ratio of variable to maximum fluorescence (Fv/Fm). The maximum oxidation of P700 (Pm) was determined after far-red illumination, followed by a saturating pulse. The fraction of open PSII reaction centers in the lake model (qL) was determined following the methodology outlined by Kramer et al. [26]. The calculation involved estimating the minimum fluorescence in light (F0’) using the approach proposed by Oxborough et al. [27]. Statistical significance between different samples was tested using a one-way ANOVA with the post hoc Tukey HSD Calculator (https://astatsa.com/OneWay_Anova_with_TukeyHSD/ accessed on 1 November 2022).

For the determination of the quantum yields of photosystems, the leaves were subsequently illuminated at 25, 50, 100, and 500 μmol photons m^−2^ s^−1^ for 3 min before the measurements. The yield of functional PSI centers (Y(I)), the yield of the donor-side limitation (Y(ND)), and the yield of the acceptor-side limitation (Y(NA)) were calculated by normalizing the Pm for each leaf sample using the average Pm value of the GL samples at 400 ppm CO_2_ as a reference Pm (PmR). This normalization procedure effectively eliminates the contribution of damaged PSI reaction centers to Y(I), Y(ND), and Y(NA) [28]. The photochemical quantum yield of PSII (Y(II)), the yield of non-photochemical quenching (Y(NPQ)), and the yield of nonregulated energy dissipation (Y(NO)) were calculated following the methodology proposed by Genty et al. [29].

### 2.3. RNA Isolation, Sequencing, and Data Analyses

The seventh plant leaf was used for RNA extraction with four biological replicates. RNA was isolated using an innuPREP plant RNA isolation kit (Analytik Jena) according to the manufacturer’s instructions. The total RNA was then converted to cDNA with the Biorad iScript cDNA Synthesis Kit according to their instructions. The cDNA samples were sent to the BGI Europe Genomic Center (Copenhagen, Denmark) for sequencing. 

The raw sequence reads from each replicate were quantified with Salmon (v0.12) [30] software using *Arabidopsis thaliana* genome assembly TAIR10 cDNA sequences for the index. The transcript-level estimates from the Salmon software output were imported using ‘tximport’ R package (v3.16) and subsequently aggregated to the gene level [31]. Analyses of differential gene expression were carried out with the Bioconductor DESeq2 R package (v3.16) [32]. Genes with combined read counts lower than 10 were eliminated before differential expression analyses were performed. Genes with −1 ≥ log 2 (FC) ≥ 1 were selected for gene enrichment analyses. Gene enrichment analysis was performed with http://geneontology.org/ (accessed on 10 January 2023) software [33,34,35]. The gene lists for heatmaps were compiled manually based on GO terms or the published literature, and the heatmaps were created using the Pheatmap R package (v1.0.12). 

### 2.4. Sugars and Starch Analysis

The eighth leaves from the *Arabidopsis thaliana* plants were harvested, flash-frozen in liquid N_2_, and then ground with a bead beater for measurements of starch, sucrose, D-fructose, and D-glucose. Measurements were carried out with Megazyme total starch and Sucrose/D-Fructose/D-Glucose assay kits (K-SUFRG; Megazyme, Wicklow, Ireland) according to the manufacturer’s instructions. Statistical significance between different samples was tested using a one-way ANOVA with the post hoc Tukey HSD Calculator (https://astatsa.com/OneWay_Anova_with_TukeyHSD/ accessed on 1 May 2023).

### 2.5. Stomatal Aperture Measurement

Four leaves per PSI-PI treatment were detached from the plants and immediately imprinted on Affinis Precious Polyvinylsiloxane resin (Coltene, Cuyahoga Falls, OH, USA). The resulting negative imprints of the bottom side of each leaf were coated with quick-dry nail polish, and the thin transparent layers were observed under a microscope. From each leaf, approximately 40 stomata were imaged at 40× magnification using the EVOS M5000 Imaging System (Thermo Fischer Scientific, Waltham, MA, United States). The width and length of stomatal apertures were measured using ImageJ software (Fiji, v2.9.0), and the stomatal aperture index (SAI) was calculated as width per length. 

## 3. Results

### 3.1. Susceptibility of PSI to Specific Photoinhibition Treatment Is Almost Independent of CO_2_ Concentration

As summarized in Figure 1, plants were exposed to either the PSI-PI treatment, which induces PSI photoinhibition, or to GL for three hours at a CO_2_ concentration of 0 ppm, 100 ppm (low), 400 ppm (atmospheric), or 1000 ppm (high). After the treatments, leaves were harvested for the analyses of gene expression (RNA-Seq), sugar quantity, and stomatal aperture, as well as for the determination of photosynthetic parameters after 20 min of dark incubation. Measurements of PSII fluorescence parameters and the maximum oxidation of PSI were recorded at atmospheric CO_2_. The PSI-PI treatment reduced the PSI oxidation capacity by about 50% at all CO_2_ concentrations tested (Figure 2). Interestingly, the absence of CO_2_ did not exacerbate PSI photoinhibition, and 1000 ppm CO_2_ concentration did not protect PSI from photoinhibition (Figure 2A). The PSI-PI treatment caused only a slight decrease in the Fv/Fm of PSII (Figure 2B) and an approximately 20% decrease in qL (Figure 2C) at all CO_2_ conditions.

Plants exposed to either the PSI-PI or GL treatment at different CO_2_ concentrations were subjected to measurements of the quantum yields of PSI and PSII at different light intensities (Figure 3). The quantum yields of PSI, indicative of PSI photochemistry (Y(I)), were calculated for the remaining functional PSI centers after the PSI-PI treatment (see Materials and Methods). The quantum yields of functional PSI centers were approximately 50% lower in PSI-PI-treated plants measured at light intensities of 0, 50, and 100 µmol photons m^−^*^2^* s^−1^ in comparison to control plants without PSI-PI treatment (Figure 3A). Under high light, Y(I) of PSI-PI-exposed plants did not differ from that of control plants (Figure 3A). As expected, the acceptor-side limitation (Y(NA)) of the functional PSI centers in PSI-PI plants was substantially higher in all conditions compared to control plants (Figure 3A). PSI-PI treatment induced an approximately 50% decrease in PSII photochemistry (Y(II)) and corresponding increases in nonregulated energy dissipation (Y(NO)) and regulated energy dissipation (Y(NPQ)) in plants illuminated at light intensities of 50 and 100 µmol photons m^−^*^2^* s^−1^, whereas only minor differences in Y(II), Y(NO) and Y(NPQ) were detected between PSI-PI-treated and control leaves at 0 and 500 µmol photons m^−^*^2^* s^−1^ (Figure 3B). These results indicated that the PSI-PI treatment impaired the light energy utilization of the PETC under light intensities, limiting photosynthesis. Importantly, however, changes in CO_2_ concentration had very little effect on the quantum yields of PSI and PSII in both GL- and PSI-PI-treated plants.

### 3.2. Effects of Combined PSI-PI and Different CO_2_ Treatments on Carbohydrate Accumulation and Stomatal Opening

To analyze the effect of PSI photoinhibition on the accumulation of photosynthetic carbon metabolites in leaves, we measured the starch, fructose, glucose, and sucrose contents, as well as the stomatal aperture, in GL- and PSI-PI-treated leaves. 

Compared to GL plants, PSI-PI treatment did not significantly reduce the accumulation of glucose or fructose in leaves exposed to atmospheric or lower CO_2_ concentrations, whereas PSI-PI-treated leaves had significantly higher amounts of these sugars at a high CO_2_ of 1000 ppm (Figure 4A,B). The amount of sucrose was slightly, but not significantly, lower in PSI-PI-treated leaves compared to GL plants (Figure 4C). PSI-PI treatment had no effect on starch accumulation in leaves exposed to 0 or 100 ppm CO_2_, whereas about 40 to 50% reduction in starch content was observed in PSI-PI-treated plants at 400 and 1000 ppm CO_2_ (Figure 4D).

As it has been reported that leaf stomatal closure responds to CO_2_ concentrations [36], we made leaf imprints and calculated the stomatal aperture index (width/length), which is indicative of stomatal conductance, after GL or PSI-PI exposure to various CO_2_ concentrations (Figure S1). The stomatal aperture index was slightly but significantly higher in PSI-PI leaves in the absence of CO_2_. At 1000 ppm CO_2_, the stomatal aperture was significantly lower in both the control and PSI-PI-treated leaves compared to all other conditions.

### 3.3. Differential Gene Expression Induced by Exposure of Plants to PSI-PI Treatment and Different CO_2_ Concentrations

#### 3.3.1. Changes in Gene Expression Induced by Varying CO_2_ Concentrations

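Leaves of wild-type Arabidopsis (Col-0) were sequenced after 3 h in air with 0, 100, 400 or 1000 ppm CO2, either in growth light (GL) or under the PSI-PI treatment, with 4 biological replicates in each of the 8 groups. The authors quantified the reads with Salmon against the TAIR10 cDNA sequences, summed them per gene with tximport and deposited normalized counts for 21525 genes listed by locus identifier. Of these values, 95.0% were not whole numbers, and the median ratio of a sample to the geometric mean over all samples was 1.0093 in each of the 32 samples. The deposited values therefore already carry a size-factor normalization, no further factor was applied, and the whole reads behind them were not recovered. Normalized counts summed to between 18494378 and 31211055 per sample, and the size of the smallest steps between values gives approximately 19301088 to 24396046 reads per sample. Values were transformed as log2 of the normalized count plus 1. This tends to make the fold changes of genes with low counts smaller than a ratio of means. The 21469 genes with at least 10 normalized counts over all samples together were compared between groups with limma in 1 model of all 8 groups, with a mean-variance trend, two-sided tests and Benjamini-Hochberg adjustment within each contrast. DEGs were genes with an absolute log2 fold change of at least 1 and an adjusted p under 0.05. Salmon divides reads that match several transcripts between them, so the values of near-identical paralogs are less certain than those of single genes.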

First, we focused on differentially expressed genes (DEGs) in leaves exposed to CO_2_ reduction and elevation relative to atmospheric CO_2_ (Figure 5A–D). 

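In GL-treated leaves, 2182 genes were DEGs at 0 ppm CO2 relative to 400 ppm (963 upregulated and 1219 downregulated), and in PSI-PI-treated leaves there were 1004 (497 and 507). Of the 3650 genes called in at least 1 of the 3 CO2 contrasts in GL-treated leaves, 326 (8.9%) were called in at least 2, and in PSI-PI-treated leaves 108 of 1986 (5.4%). The 4 values at 0 ppm lay entirely above or below the 4 values at 400 ppm for 32.0% of the tested genes in GL-treated leaves and 16.3% in PSI-PI-treated leaves, where chance gives 2.86%. Leaving out each replicate in turn gave 1855 to 2621 DEGs in GL-treated leaves and 641 to 1584 in PSI-PI-treated leaves. Of the alternatives that kept both thresholds, fitting only the 8 samples of a contrast moved the counts most, to 287 DEGs at 0 ppm in PSI-PI-treated leaves. The replicates carry the numbers 1 to 4 in every group, and the deviations of same-numbered leaves from their group means correlated across genes with a mean r of 0.123 between 0 and 400 ppm in GL-treated leaves and -0.012 in PSI-PI-treated leaves, where genes are not independent replicates. With the replicate number as a block, the counts were 2199 and 1028 DEGs.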

Abnormal CO_2_ concentrations caused major changes in gene expression relative to 400 ppm CO_2_, with only 10% overlap between the CO_2_ treatments in GL-treated plants (Figure 5A,B) and 7% overlapping genes between the CO_2_ treatments in PSI-PI-treated plants (Figure 5C,D). A minority (21% at 0 and 100 ppm; 7% at 1000 ppm) of the genes were differentially expressed in both the GL- and PSI-PI-treated plants (Figure S2).

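At 0 ppm CO2, 472 of the 2714 genes called in either light treatment were DEGs in both (17.4%), and at 1000 ppm 12 of 137 (8.8%). These shares count genes past the thresholds in each treatment separately, and with each of the 32 leaves left out in turn the share at 1000 ppm lay between 5.2% and 19.0%.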

The deprivation of CO_2_ from the air induced a large number of DEGs with high fold-changes (log2 > 4) (Table S1). 

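In GL-treated leaves, 15 genes were upregulated with a log2 fold change above 4 at 0 ppm CO2, 4 at 100 ppm and 2 at 1000 ppm. In PSI-PI-treated leaves these numbers were 11, 1 and 1. AT1G73010 was upregulated at 0 ppm in PSI-PI-treated leaves, with 95.9 ± 41.2 normalized counts (SD, n = 4) at 0 ppm and 2.90 ± 2.90 at 400 ppm, a log2 fold change of 4.81 (adjusted p = 2.72e-08 from limma). The strongest decrease in GL-treated leaves was that of AT2G10940, from 14104 ± 3599 normalized counts at 400 ppm to 192 ± 208 at 0 ppm, a log2 fold change of -7.20 (adjusted p = 8.51e-06 from limma).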

Interestingly, many of these genes were upregulated in both GL- and PSI-PI-treated leaves (Table S1), indicating that the response was specifically related to CO_2_ removal. Furthermore, the most highly induced genes included many involved in the biosynthesis of secondary metabolites (flavonoids, anthocyanins) derived from phenylalanine (Table 1). 

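Of the 15 genes above this fold change at 0 ppm in GL-treated leaves, 8 were also upregulated DEGs in PSI-PI-treated leaves, and of the 11 in PSI-PI-treated leaves 9 were also upregulated in GL-treated leaves. At any fold change past the threshold, 197 genes were upregulated at 0 ppm in both. A test of whether the response to PSI-PI treatment differed between 0 and 400 ppm, which is the same as whether the response to 0 ppm differed between the light treatments, called 643 genes at an adjusted p under 0.05 in limma (235 with a positive and 408 with a negative difference). This count is over all tested genes and not over the highly induced ones. Random sign changes of the residuals of whole leaves gave as many genes in 5 of 100 draws, the real grouping included. An accidental division of the leaves is therefore left open for the genes this test called at 0 ppm. For DFR of Table 1 the difference was -1.655 (SE 2.297, adjusted p = 0.763 from limma). From the genes upregulated under both light treatments, the paper concludes that this response was specifically tied to the removal of CO2.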

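The 20 genes of Table 1 had a median log2 fold change of 2.55 at 0 ppm CO2 in GL-treated leaves (range 1.29 to 7.30) and 2.70 in PSI-PI-treated leaves (1.14 to 6.71). DFR, GSTF12 and MYB90 were the 3 genes with the highest log2 fold changes among the upregulated DEGs in GL-treated leaves, and MYB90, DFR and GSTF12 were the 3 highest in PSI-PI-treated leaves.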

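Of the 20 genes in Table 1, 19 were upregulated DEGs at 0 ppm CO2 in GL-treated leaves and 16 in PSI-PI-treated leaves. Adjusting over these 20 genes alone gave 20 and 17, although the list consists of the paper's own calls and this shows no stability. MYB75 was the gene not called in GL-treated leaves (AT1G56650, log2 fold change 2.33, SE 1.03, adjusted p = 0.0814 from limma). In PSI-PI-treated leaves AT5MAT, CHIL, GL3 and TTG2 were not called, with log2 fold changes between 1.14 and 2.88 and adjusted p between 0.102 and 0.216 from limma. Without replicate 2 of the GL-treated leaves at 0 ppm 14 of the 19 genes were still called, and without each of the other 3 leaves 18 to 19. Without replicate 1 of the PSI-PI-treated leaves 5 of the 16 were still called, and without each of the other 3 leaves 12 to 16. Counting genes called anew, 20 of the 20 were called without replicate 1 of the GL-treated leaves and 18 without replicate 4 of the PSI-PI-treated leaves.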

In total, we found 20 upregulated genes involved in flavonoid metabolism in GL- and PSI-PI-treated leaves exposed to 0 ppm CO_2_. 

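DFR (AT5G42800) had 2060.3 ± 3747 (SD, n = 4) normalized counts at 0 ppm CO2 in GL-treated leaves and 1.40 ± 1.62 at 400 ppm, where every leaf was at or under 3. Its log2 fold change was 7.30 (SE 1.62, adjusted p = 0.0011 from limma), and it stayed between 5.75 and 8.72 with each leaf left out in turn. In PSI-PI-treated leaves its normalized counts were 795 ± 1343 at 0 ppm and 2.08 ± 2.97 at 400 ppm, with a log2 fold change of 5.65 (SE 1.62, adjusted p = 0.0154 from limma), but the lowest leaf at 0 ppm lay within the range at 400 ppm and without 1 of the leaves the adjusted p rose to 0.0952. CHS (AT5G13930) had 3314 ± 5319 normalized counts at 0 ppm and 52.3 ± 25.9 at 400 ppm in GL-treated leaves, a log2 fold change of 4.19 (SE 1.09, adjusted p = 0.00415 from limma). In PSI-PI-treated leaves CHS had 1074 ± 1707 and 46.0 ± 48.8 normalized counts, and a log2 fold change of 3.38 (SE 1.09, adjusted p = 0.0285 from limma). Its lowest leaf at 0 ppm lay within the range at 400 ppm under both light treatments. In GL it held 51.4 against 17.8 to 79.7, and in PSI-PI 65.9 against 18.9 to 118.9. The spread between leaves at 0 ppm was larger than the mean for each of these genes, because 1 leaf per light treatment stood far above the others. DFR reached 7678 normalized counts in replicate 2 of the GL-treated leaves against 15.0 to 326 in the rest.

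**Figure D1:**
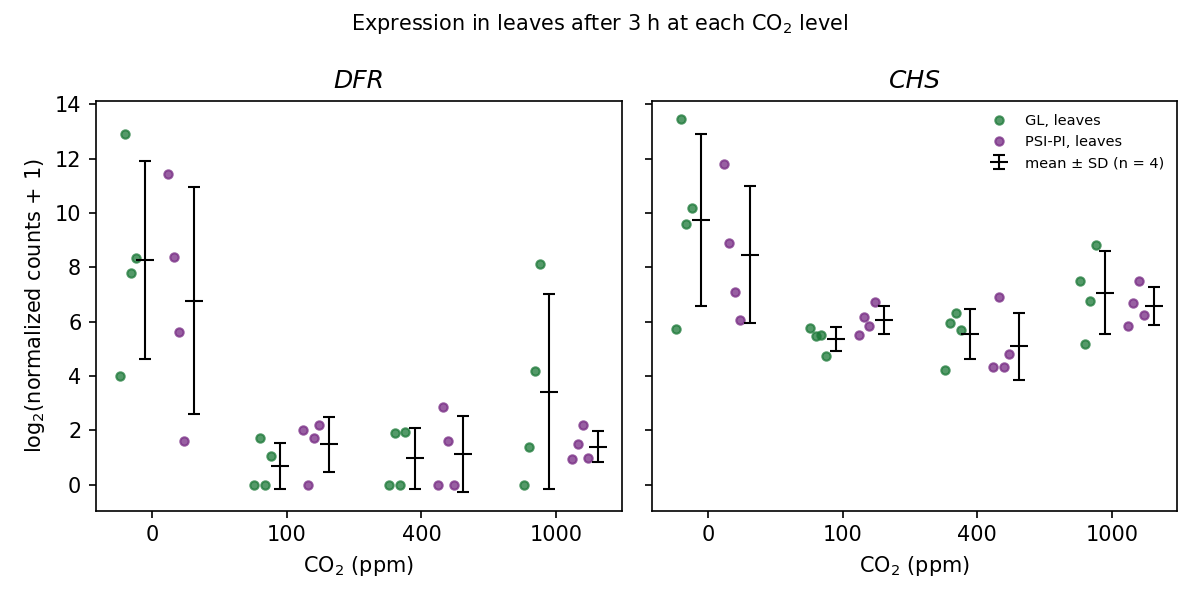
Log2 of normalized counts plus 1 of DFR and CHS in each leaf (points) against the CO2 level in ppm, for GL-treated and PSI-PI-treated leaves, with the mean ± SD of the 4 leaves beside them. At 0 ppm the leaves of DFR spread from 4.00 to 12.91 in GL and from 1.61 to 11.45 in PSI-PI.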

The genes encoding CHALCONE SYNTHASE (CHS) and DIHYDROFLAVONOL 4-REDUCTASE (DFR), key enzymes in flavonoid synthesis [37,38,39], were strongly induced at 0 ppm CO_2_. CHS catalyzes the synthesis of naringenin chalcone, which is converted to narigenin by CHALCONE ISOMERASE (CHI). Naringenin is a precursor to several classes of flavonoids. DFR converts dihydroflavonols to flavan-3-ols, which serve as precursors for the synthesis of anthocyanins. The expression of the other genes encoding enzymes involved in flavonoid biosynthesis (UF3GT, AT5MAT, LDOX) or metabolism (GSTF12) was also upregulated at 0 ppm CO_2_. Accordingly, CO_2_ deprivation induced eight genes encoding MYB transcription factors (Table 1), which have previously been shown to regulate the biosynthesis of flavonoids [37,39,40]. Moreover, the bHLH, WRKY, and NAC transcription factors (TT8, GL3, TTG2, NAM, NAC032) (Table 1) are also involved in the regulation of the expression of flavonoid biosynthesis genes [37,39].

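In GL-treated leaves, GSTF12 (AT5G17220) had a log2 fold change of 6.26 (SE 1.41, adjusted p = 0.00126 from limma) at 0 ppm CO2, and all 4 leaves lay above those at 400 ppm. UF3GT (AT5G54060) changed by 4.74 (SE 1.47, adjusted p = 0.014 from limma), AT5MAT (AT3G29590) by 4.63 (SE 1.26, adjusted p = 0.00572 from limma) and LDOX (AT4G22880) by 4.56 (SE 1.19, adjusted p = 0.00414 from limma). In PSI-PI-treated leaves the log2 fold changes were 5.45 (SE 1.41, adjusted p = 0.00851 from limma) for GSTF12, 4.12 (SE 1.47, adjusted p = 0.0453 from limma) for UF3GT and 4.46 (SE 1.19, adjusted p = 0.00999 from limma) for LDOX. With single leaves left out, the largest adjusted p from limma in PSI-PI-treated leaves was 0.0546 for GSTF12, 0.235 for UF3GT and 0.0682 for LDOX.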

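Of the 8 MYB genes, 7 were upregulated DEGs at 0 ppm CO2 in GL-treated leaves and 8 in PSI-PI-treated leaves. MYB90 (AT1G66390) had 474 ± 553 (SD, n = 4) normalized counts at 0 ppm in PSI-PI-treated leaves and 7.68 ± 15.4 at 400 ppm, with an adjusted p = 7.64e-04 from limma. In GL-treated leaves it had 82.1 ± 95.8 normalized counts at 0 ppm, and at 400 ppm every leaf was at or under 3. MYB2 (AT2G47190) changed by 2.58 (SE 0.37, adjusted p = 1.08e-05 from limma) on the log2 scale in GL-treated leaves, MYB7 (AT2G16720) by 1.29 (SE 0.27, adjusted p = 7.09e-04 from limma) and AT5G56840 by 2.23 (SE 0.35, adjusted p = 2.86e-05 from limma). MYB75, MYB90, MYB113 and MYB114 are close paralogs whose reads the quantification could have divided between them. MYB113 changed by 2.71 (SE 0.87, adjusted p = 0.0175 from limma) and MYB114 by 2.52 (SE 0.75, adjusted p = 0.0107 from limma).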

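TT8 (AT4G09820) rose from 0.46 ± 0.53 normalized counts at 400 ppm to 32.0 ± 50.8 (SD, n = 4) at 0 ppm CO2 in GL-treated leaves, a log2 fold change of 3.38 (SE 0.83, adjusted p = 0.00261 from limma). GL3 (AT5G41315) changed by 2.21 (SE 0.77, adjusted p = 0.0264 from limma) on the log2 scale and TTG2 (AT2G37260) by 2.32 (SE 0.65, adjusted p = 0.00701 from limma). NAM (AT1G52880) and NAC032 (AT1G77450) were DEGs in both light treatments, with log2 fold changes of 1.68 and 1.52 in GL-treated leaves and 1.34 and 1.69 in PSI-PI-treated leaves (adjusted p = 0.00135 and 0.0105 from limma).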

Low CO_2_ (100 ppm) also significantly altered the gene expression, with 1685 DEGs in GL-treated plants and 885 DEGs in PSI-PI-treated plants compared to atmospheric CO_2_ (Figure 5A–D). In contrast to the response to 0 ppm CO_2_, the number of overlapping DEGs between GL and PSI-PE treatments was minimal (Table S1). 

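At 100 ppm CO2, 1750 genes were DEGs in GL-treated leaves relative to 400 ppm (914 upregulated, 836 downregulated) and 996 in PSI-PI-treated leaves (571 upregulated, 425 downregulated). With the replicate number as a block, limma called 1761 and 1003 genes, and the mean r between same-numbered leaves was 0.104 and -0.013. Leaving out single leaves gave 1491 to 1872 DEGs in GL-treated leaves and 794 to 1158 in PSI-PI-treated leaves. The highest fold change in GL-treated leaves was that of AT4G38820, with 90.0 ± 56.1 normalized counts (SD, n = 4) at 100 ppm and 7.70 ± 15.4 at 400 ppm, a log2 fold change of 5.07 (adjusted p = 7.58e-04 from limma). In PSI-PI-treated leaves RALFL32 (AT4G14010) rose most, from 0 normalized counts in all 4 leaves at 400 ppm to 28.6 ± 17.1 at 100 ppm.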

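At 100 ppm, 463 of the 2283 genes called in either light treatment were DEGs in both (20.3%). Of the Table 1 genes, MYB114 alone was called at 100 ppm, in GL-treated leaves and as downregulated (log2 fold change -2.03, SE 0.75, adjusted p = 0.0359 from limma).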

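At 1000 ppm CO2, 50 genes were DEGs in GL-treated leaves (23 upregulated and 27 downregulated) and 99 in PSI-PI-treated leaves (68 and 31). At an unadjusted p under 0.05 with the same fold change threshold there were 376 and 604 genes. These counts varied with single leaves, from 21 to 136 in GL-treated leaves and from 14 to 191 in PSI-PI-treated leaves when each leaf was left out in turn. With the replicate number as a block there were 50 and 109 DEGs, where the mean r between same-numbered leaves was 0.041 and 0.128. FSD1 (AT4G25100) was downregulated under both light treatments, with 3420.4 ± 1133 normalized counts (SD, n = 4) at 1000 ppm and 15428 ± 3299.6 at 400 ppm in GL-treated leaves, a log2 fold change of -2.23 (adjusted p = 7.22e-04 from limma). In PSI-PI-treated leaves its log2 fold change was -1.84 (adjusted p = 0.00477 from limma).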

Elevated (1000 ppm) CO_2_ only slightly altered the gene expression in GL plants compared to atmospheric CO_2_. 

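The median absolute log2 fold change among DEGs in GL-treated leaves was 1.67 at 1000 ppm, 1.46 at 0 ppm and 1.27 at 100 ppm. In PSI-PI-treated leaves the medians were 1.56, 1.40 and 1.39. The largest absolute log2 fold change of a DEG in GL-treated leaves was 5.74 at 1000 ppm, 7.30 at 0 ppm and 5.07 at 100 ppm. In PSI-PI-treated leaves these maxima were 4.27, 6.71 and 4.63. Since every DEG passes an absolute log2 fold change of 1, these medians describe called genes only.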

The fold change in DEGs was also lower than in leaves exposed to 0 and 100 ppm CO_2_ (Table S1).

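In GL-treated leaves, CCS, CSD2, RTFL8, AT3G61900 and AT5G10340 were upregulated DEGs at 0, 100 and 1000 ppm CO2, and AT1G77960 was downregulated at all 3 levels. In PSI-PI-treated leaves, CSD1, CCS, AT1G73010, CSD2 and BCB were upregulated at all 3 levels. CCS and CSD2 were the 2 genes upregulated in all 6 contrasts. RTFL8, AT3G61900, AT5G10340, AT1G77960 and BCB were named here after their values were seen.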

All combinations of CO_2_ and PSI-PI treatments resulted in a very low number of overlapping DEGs. Interestingly, however, the small number of DEGs upregulated in both GL- and PSI-PI-treated leaves at all divergent CO_2_ concentrations included three genes encoding cytosolic and chloroplast COPPER/ZINC SUPEROXIDE DISMUTASE and a COPPER CHAPERONE for copper–zinc superoxide dismutase (Table S1). This suggested that superoxide scavenging may be an important function under the stress induced by changes in CO_2_ concentration.

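CSD2 (AT2G28190), which encodes the chloroplast enzyme, had 1893 ± 463 (SD, n = 4) normalized counts at 400 ppm in GL-treated leaves and 5589 ± 1154, 6375 ± 2289.8 and 6508 ± 2237 at 0, 100 and 1000 ppm. Over the 6 contrasts its log2 fold change lay between 1.57 and 1.93, with adjusted p up to 0.00477 from limma. CCS (AT1G12520), the copper chaperone, had log2 fold changes between 1.09 and 1.59, with adjusted p up to 0.00579 from limma. CSD1 (AT1G08830), which encodes the cytosolic enzyme, was a DEG in 5 of the 6 contrasts. In GL-treated leaves at 1000 ppm it had 3351 ± 733 normalized counts against 1257 ± 177 at 400 ppm, a log2 fold change of 1.40 (SE 0.34, adjusted p = 0.0616 from limma), with all 4 leaves above those at 400 ppm. It was past both thresholds when only the 8 samples were fitted and not with the replicate number as a block. FSD1 (AT4G25100) moved in the opposite direction. It was a downregulated DEG at 0 ppm (-2.04 in GL and -1.69 in PSI-PI) and at 1000 ppm (-2.23 and -1.84).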

#### 3.3.2. PSI-PI Treatment Induced Differential Expression of Unique Genes Involved in Iron Homeostasis and Light Receptor Signaling

Next, we analyzed changes in gene expression induced by PSI photoinhibition by identifying the DEGs in PSI-PI-treated leaves compared to GL-treated leaves at identical CO_2_ concentrations (Figure 5E,F). 

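The PSI-PI treatment alternated growth light of 100 µmol photons m−2 s−1 with red light of 35 µmol photons m−2 s−1 broken by pulses of 1000 µmol photons m−2 s−1 for 3 h. The contrasts between light treatments used the same limma model, filter and thresholds as the CO2 contrasts, with 4 leaves per group. Whether the response to PSI-PI differed between CO2 levels was tested with interaction terms against 400 ppm, called at an adjusted p under 0.05 alone. For gene lists, the mean log2 value of the list's genes in each leaf was compared between groups with an exact two-sided permutation test over the 70 ways to assign 8 leaves to the groups, whose smallest possible p is 0.0286. Over 22 lists and 10 contrasts, that smallest p becomes 0.0952 after Benjamini-Hochberg adjustment, so no list passes 0.05 after adjustment with 4 leaves per group.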

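Between PSI-PI-treated and GL-treated leaves, 288 genes were DEGs at 0 ppm CO2 (218 upregulated, 70 downregulated) and 443 at 100 ppm (272 upregulated, 171 downregulated). Of the 1855 genes called at any CO2 level, 517 (27.9%) were called at more than 1 level and 1338 at a single level. With the replicate number as a block the counts were 297 and 447. The mean r between same-numbered leaves was -0.161 at 0 ppm and -0.104 at 100 ppm, so leaves with the same number were less alike than others. At 0 ppm, leaving out single leaves gave 207 to 444 DEGs, and fitting only those 8 samples gave 28.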

As with the variation in the CO_2_ concentration, the change in gene expression was mainly unique for each CO_2_ level, with only 30% of the total DEGs overlapping. 

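At 400 ppm CO2, 1330 genes were DEGs between PSI-PI-treated and GL-treated leaves (705 upregulated and 625 downregulated), and at 1000 ppm 562 (399 and 163). A block for the replicate number gave 1338 and 579 DEGs, with a mean r between same-numbered leaves of 0.105 and 0.070. With each leaf left out in turn, the counts lay between 1090 and 1383 at 400 ppm and between 447 and 726 at 1000 ppm. The 2 groups at 400 ppm also had the smallest spread between leaves, with a median SD over genes of 0.156 on the log2 scale in GL-treated and 0.187 in PSI-PI-treated leaves, against 0.283 and 0.354 at 0 ppm. Without overlap between the 4 leaves of each treatment were 34.1% of the genes at 400 ppm and 8.2% at 0 ppm.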

Interestingly, the highest number of PSI-PI-induced DEGs was observed in leaves treated with 400 ppm CO_2_. Furthermore, the highest number of overlapping DEGs (10%) was found in leaves treated with 400 ppm and 1000 ppm CO_2_, indicating that elevated CO_2_ less drastically modified leaf metabolism than CO_2_ deprivation, as is also evident in Figure 5A,B.

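Of the 1855 genes, 181 (9.8%) were DEGs at 400 and 1000 ppm CO2 and at no other level, and 856 at 400 ppm alone. The DEGs at 400 ppm changed in the same direction at 1000 ppm for 93.4% of the genes, at 100 ppm for 92.2% and at 0 ppm for 83.8%. Their median log2 fold change in that direction was 0.76 at 1000 ppm, 0.67 at 100 ppm and 0.47 at 0 ppm, where the genes were chosen for their change at 400 ppm. The interaction test against 400 ppm called 0 genes at 1000 ppm (1645 at an unadjusted p under 0.05) and 10 at 100 ppm in limma.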

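At all 4 CO2 levels, 48 genes were DEGs between PSI-PI-treated and GL-treated leaves, 38 upregulated and 10 downregulated. They include 7 of the genes in Table 2, namely FER3, AT3G49160, ENH1 and cHBP1 as upregulated and AT3G56360, FEP1 and AT5G05250 as downregulated, and 7 of the genes in Table 3, namely HY5, HYH, COL2, AFR, AT5G18404, RPGE1 and PIL1. With single leaves left out, 28 to 61 genes were called at all 4 levels, and fitting only the 8 samples of each contrast gave 7. The overlap depends on the 288 DEGs at 0 ppm. There 5 of the 35 ways to divide the 8 leaves, the real one included, gave as many. Both tables list genes that the paper selected from its own calls on these data, so the overlap is not an independent test of enrichment.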

Fifty-nine genes differentially expressed in PSI-PI-treated plants at all CO_2_ concentrations tested contained a high proportion of genes involved in iron (Fe) homeostasis (Table 2). Taking all CO_2_ treatments together, twenty-two genes encoding proteins involved in Fe metabolism were differentially expressed in PSI-PI-treated leaves (Table 2). 

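All 22 genes of Table 2 were DEGs at 1 CO2 level or more. The numbers were 10 at 0 ppm, 10 at 100 ppm, 17 at 400 ppm and 20 at 1000 ppm. Relative to 400 ppm, 3 of the 22 genes were downregulated and 1 upregulated DEGs at 1000 ppm in GL-treated leaves. In PSI-PI-treated leaves 0 were DEGs in that comparison. The number at 1000 ppm therefore also depends on changes in the GL-treated leaves. Adjusted over the 22 genes alone, 12 were upregulated and 7 downregulated at 400 ppm, although for a list of the paper's own calls this shows no stability. At 100 ppm, FER1, FER4 and NEET were not called (adjusted p between 0.0549 and 0.0835 from limma). Fitting only the 8 samples put all 3 past an adjusted p of 0.05, and the replicate number as a block FER1 and FER4, of which FER4 stayed under the fold change threshold.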

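FER1 (AT5G01600) had 16733 ± 8362 (SD, n = 4) normalized counts in PSI-PI-treated and 2929 ± 2017 in GL-treated leaves at 400 ppm CO2, a log2 fold change of 2.71 (SE 0.54, adjusted p = 4.73e-04 from limma). Its log2 fold change was 2.27 at 0 ppm, 1.49 at 100 ppm and 4.27 at 1000 ppm. At each level all 4 PSI-PI-treated leaves lay above the GL-treated leaves. At 1000 ppm FER1 had 462 ± 142 normalized counts in GL-treated and 11896 ± 9650 in PSI-PI-treated leaves. In GL this was a log2 fold change of -2.37 from 400 ppm (adjusted p = 0.045 from limma). The larger response at 1000 ppm thus came with lower GL values and not with higher PSI-PI values. FER3 (AT3G56090) had 2139 ± 681 and 421 ± 180.3 normalized counts at 400 ppm, a log2 fold change of 2.38 (SE 0.43, adjusted p = 1.49e-04 from limma), and was a DEG at every CO2 level. FER4 (AT2G40300) had 1379 ± 109.5 and 623 ± 237 normalized counts at 400 ppm, a log2 fold change of 1.24 (SE 0.28, adjusted p = 0.0017 from limma). At 100 ppm its log2 fold change was 0.85 (SE 0.28, adjusted p = 0.0549 from limma). The 3 genes are paralogs, and reads matching several of them could have been divided between them.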

Genes encoding leaf-type and chloroplast-localized FERRITIN proteins (FER1, 3, and 4) were significantly upregulated in PSI-PI-treated leaves (Table 2). FERs are iron storage proteins that are induced by a local or temporal excess of Fe content in plants [41,42]. In addition to the *FER*s, eleven other Fe metabolism genes were upregulated by PSI-PI treatment (Table 2), including *NEET*, *FRO1*, *6*, and *7*, and *VTL1* and *2* genes, encoding membrane proteins that are involved in the transportation of Fe or FeS clusters between the cytosol and organelles [43,44]. 

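NEET (AT5G51720) had 2048 ± 450.4 (SD, n = 4) normalized counts in PSI-PI-treated and 784 ± 272 in GL-treated leaves at 400 ppm CO2, a log2 fold change of 1.42 (SE 0.39, adjusted p = 0.00691 from limma). FRO1 (AT1G01590) changed by 2.29 (SE 0.34, adjusted p = 1.39e-05 from limma) at 400 ppm and was called at 400 and 1000 ppm. FRO6 (AT5G49730) and FRO7 (AT5G49740), neighbouring paralogs whose reads could be shared, were both DEGs at 1000 ppm (adjusted p = 0.0147 and 4.28e-06 from limma), where FRO6 had 12084 ± 1828 normalized counts in PSI-PI-treated and 4382 ± 1365 in GL-treated leaves and FRO7 changed by 1.96. The interaction test gave FRO7 a smaller response at 0 ppm than at 400 ppm, with a difference of -1.27 (SE 0.35, adjusted p = 0.0403 from limma). For the calls of this test at 0 ppm an accidental division of the leaves is left open. VTL1 (AT1G21140) was a DEG at 100 and 1000 ppm, with 1.10 and 1.45, and VTL2 (AT1G76800) at the same levels with 1.10 and 1.59. At 400 ppm VTL1 changed by 0.61 (SE 0.26, adjusted p = 0.0881 from limma), and VTL2 by 0.92 (SE 0.25, adjusted p = 0.0073 from limma), which is under the fold change threshold.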

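The log2 fold change of cHBP1 (AT1G17100) between PSI-PI-treated and GL-treated leaves at 400 ppm CO2 was 1.84 (SE 0.20, adjusted p = 2.54e-07 from limma), and the gene was a DEG at all 4 levels. cHBP2 (AT2G37970) changed by 1.35 (SE 0.18, adjusted p = 9.82e-06 from limma) at 1000 ppm and was called at 400 and 1000 ppm. cHBP3 (AT1G78450) was a DEG at 400 ppm alone, with 1.57 (SE 0.17, adjusted p = 2.12e-07 from limma), and its response at 0 ppm was smaller by -0.95 in the interaction test (adjusted p = 0.0274 from limma). ENH1 (AT5G17170) changed by 1.03 at 100 ppm to 1.64 at 1000 ppm, and AT3G49160 by 1.31 at 0 ppm to 3.73 at 1000 ppm, and all 4 PSI-PI-treated leaves lay above the GL-treated leaves at each level for these genes.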

The upregulated genes *CYTOSOLIC HEME BINDING PROTEIN1*, *2*, and *3* (*cHBP*) encode tetrapyrrole-binding proteins [45], and the expression of *ENH1* and *AT3G49160* genes has been shown to be downregulated in response to iron deficiency [46,47]. On the other hand, the PSI-PI treatment repressed eight genes previously shown to be induced by Fe deficiency in plants (Table 2). 

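Of the 8 genes repressed in Table 2, 3 were downregulated DEGs at 0 ppm CO2, 3 at 100 ppm, 5 at 400 ppm and 7 at 1000 ppm. FEP1 (AT2G30766) had 233 ± 266 (SD, n = 4) normalized counts in GL-treated and 10.4 ± 5.19 in PSI-PI-treated leaves at 400 ppm, a log2 fold change of -3.89 (SE 0.65, adjusted p = 5.62e-05 from limma). AT3G56360 changed by -2.58 (SE 0.40, adjusted p = 2.06e-05 from limma) at 400 ppm. IRP3 (AT2G14247) had 124 ± 78.7 normalized counts in GL-treated leaves at 1000 ppm, while every PSI-PI-treated leaf was at or under 3 normalized counts, an at least 41.3-fold lower value. BHLH101 (AT5G04150), FEP2 (AT1G47395) and DEFL (AT1G13609) were called at 1000 ppm alone, with log2 fold changes of -2.85, -3.81 and -5.56, and bHLH029 (AT2G28160) at 400 ppm alone, with -1.03 (adjusted p = 0.00124 from limma). A test of the difference between CO2 levels called none of these 8 genes.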

The prominent upregulation of *FER* and Fe transporter genes and the concomitant repression of Fe-deficiency-induced genes in PSI-PI-treated leaves suggest that PSI photoinhibition causes the release of iron from PSI.

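AT5G05250 had 229 ± 239.8 (SD, n = 4) normalized counts in GL-treated and 2.76 ± 1.22 in PSI-PI-treated leaves at 400 ppm CO2, a log2 fold change of -5.49 (SE 0.70, adjusted p = 1.80e-06 from limma), and the largest decrease at 1000 ppm among the genes called at all CO2 levels in Table 2 (-6.25). The GL-treated leaves differed among themselves as well, and replicate 4 at 400 ppm held 584 normalized counts of AT5G05250 against 71.6 in replicate 2. From the upregulation of the FER and Fe transporter genes together with the repression of genes induced by Fe deficiency, the paper proposes that PSI photoinhibition releases iron from PSI.

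**Figure D2:**
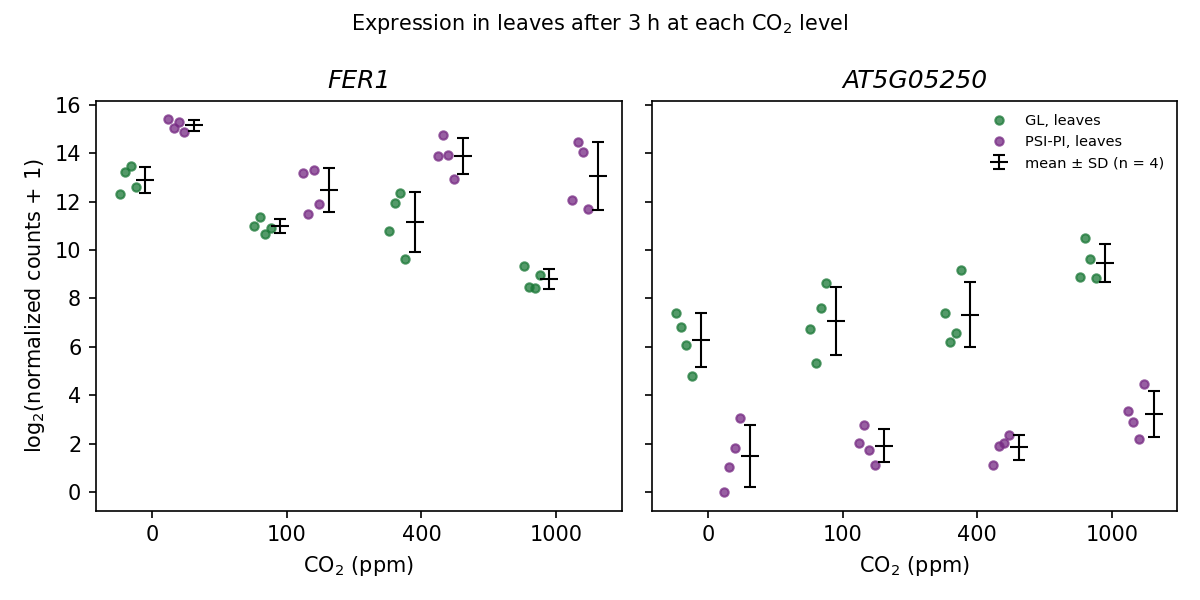
Log2 of normalized counts plus 1 of FER1 and AT5G05250 in each leaf (points) against the CO2 level in ppm, for GL-treated and PSI-PI-treated leaves, with the mean ± SD of the 4 leaves beside them. At 400 ppm the PSI-PI-treated leaves lie between 12.95 and 14.78 for FER1 and between 1.12 and 2.36 for AT5G05250, apart from the GL-treated leaves for each gene.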

The DEGs regulated by PSI-PI treatment also included genes encoding light-signaling components with upregulated (*HY5*, *HYH*, *COL2*, *ARF*, *AT5G18404*, *SIG5*) or repressed (*RPGE1*, *3*, and *4*; *PIL1* and *2*; *SIB1*) expression (Table 3). 

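Of the 12 genes in Table 3, 7 were DEGs at 0 ppm CO2, 9 at 100 ppm, 11 at 400 ppm and 9 at 1000 ppm. Adjusted over the 12 genes alone, 6 were upregulated and 3 downregulated at 0 ppm, where the list is the paper's own calls. HY5 (AT5G11260) had 401 ± 117 (SD, n = 4) normalized counts in PSI-PI-treated and 69.2 ± 9.52 in GL-treated leaves at 400 ppm, a log2 fold change of 2.48 (SE 0.29, adjusted p = 5.05e-07 from limma). HYH (AT3G17609) had 310.1 ± 87.6 and 64.6 ± 22.9 normalized counts, a log2 fold change of 2.26 (SE 0.31, adjusted p = 5.53e-06 from limma). Over the other CO2 levels the log2 fold change lay between 1.88 and 2.01 for HY5 and between 1.70 and 2.56 for HYH.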

HY5 protein acts downstream from light receptors during photomorphogenesis of seedlings (for reviews, see, e.g., [48,49]). HYH is homologous to HY5 [50]. *CONSTANS-LIKE 2* (*CON2*), *ATTENUATED FAR-RED RESPONSE* (*ARF*), and *AT5G18404* belong to the phytochrome (Phy) signaling network [51,52], and SIGMA FACTOR 5 (SIG5) controls chloroplast gene expression [53]. 

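COL2 (AT3G02380) changed by 2.19 (SE 0.28, adjusted p = 1.83e-06 from limma) between PSI-PI-treated and GL-treated leaves at 400 ppm CO2, AFR (AT2G24540) by 2.23 (SE 0.30, adjusted p = 3.54e-06 from limma) and AT5G18404 by 1.54 (SE 0.29, adjusted p = 2.20e-04 from limma), and these 3 genes were DEGs at all 4 CO2 levels. SIG5 (AT5G24120) had 2035 ± 619.9 (SD, n = 4) and 369 ± 92.1 normalized counts at 400 ppm. At 0 ppm it passed the fold change threshold but not the adjusted p, with 1.04 (SE 0.35, adjusted p = 0.066 from limma), although all 4 PSI-PI-treated leaves lay above the GL-treated leaves. With the replicate number as a block it was past both, and when only the 8 samples were fitted it was not.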

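RPGE1 (AT5G02580) had 26.6 ± 9.24 (SD, n = 4) normalized counts in GL-treated and 5.04 ± 3.36 in PSI-PI-treated leaves at 400 ppm CO2, a log2 fold change of -2.35 (SE 0.50, adjusted p = 9.27e-04 from limma). PIL1 (AT2G46970) had 39.5 ± 10.8 and 6.96 ± 2.44 normalized counts, a log2 fold change of -2.37 (SE 0.39, adjusted p = 5.86e-05 from limma). RPGE1 and PIL1 were DEGs at every CO2 level. RPGE3 (AT3G55240) changed by -2.47 (SE 0.41, adjusted p = 5.45e-05 from limma) and was called at 100, 400 and 1000 ppm, while RPGE4 (AT1G10657) and SIB1 (AT3G56710) were called at 400 ppm alone, with -1.28 and -1.51. PIL2 (AT3G62090) was not called at any level, and its log2 fold change was -1.36 (SE 0.49, adjusted p = 0.0768 from limma) at 100 ppm and -0.60 (SE 0.49, adjusted p = 0.405 from limma) at 400 ppm.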

Besides the upregulation of light-signaling components, PSI-PI treatment significantly reduced the expression of genes encoding suppressors of light signaling (Table 3).

#### 3.3.3. PSI-PI Treatment Upregulates Genes Encoding the Components of Cyclic Electron Flow, CBB Cycle, and Photorespiration

The different leaf treatments presented here induced a high number of moderate DEGs (fold change −2 < log2 < 2) (Table S1). 

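Between 70.0% and 90.7% of the DEGs in each of the 10 contrasts had an absolute log2 fold change under 2. At 400 ppm CO2 this held for 1160 of the DEGs between PSI-PI-treated and GL-treated leaves (87.2%), and in GL-treated leaves for 1724 of the DEGs at 0 ppm (79.0%).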

To obtain an overall view of changes in nuclear gene expression, we conducted an enrichment analysis of DEGs to reveal the cellular functions targeted by changes in the CO_2_ concentration or by the PSI-PI treatment. Several pathways related to chloroplast metabolism emerged from the analysis: PETC, sugar metabolism, and ROS and JA signaling (Table S2). To investigate the specific effect of PSI-PI treatment on the expression of photosynthetic genes, we compared the gene expression in PSI-PI-treated leaves with the corresponding result in GL leaves at each CO_2_ concentration (columns 7 to 10 in Figure 6A). 

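The 29 genes of the cyclic electron flow (CEF) list had a mean log2 fold change between PSI-PI-treated and GL-treated leaves of 0.61 at 0 ppm CO2, 0.50 at 100 ppm, 0.79 at 400 ppm and 0.65 at 1000 ppm, and the 4 PSI-PI-treated leaves lay above the 4 GL-treated leaves at every level (exact two-sided permutation p = 0.0286 in each case). At an adjusted p under 0.05 in limma, 22, 16, 26 and 21 of the 29 genes were upregulated at these levels, of which 3, 1, 6 and 3 passed the fold change threshold. Adjusted over the list alone these counts were 24, 21, 27 and 26. Under quantile normalization, added after the values were seen, the CEF list kept its direction at all 4 levels. Its p stayed at 0.0286, the smallest possible, which shows only that the leaves still did not overlap. Of the single genes, NdhM (AT4G37925), picked from the NDH genes after the values were seen, changed by 1.58 (SE 0.13, adjusted p = 2.12e-09 from limma) at 400 ppm and PGR5 (AT2G05620) by 0.87 (SE 0.14, adjusted p = 4.40e-05 from limma). The response of NdhM was smaller at 0 ppm by -0.75 in the interaction test (adjusted p = 0.0235 from limma).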

PSI-PI treatment, independently of the CO_2_ concentration, moderately upregulated the genes encoding the subunits of chloroplast NAD(P)H DEHYRDOGENASE-LIKE (NDH) complex and PROTON GRADIENT REGULATION (PGR) proteins (Figure 6A). These two complexes mediate electron flow from FD to thylakoid plastoquinone (PQ) pool via two different CEF pathways [54,55,56,57]. Accordingly, the genes encoding the leaf-type FDs (FD1 and FD2), the major photosynthetic isoforms participating in thylakoid electron transfer reactions, were upregulated by PSI-PI treatment (Figure 6A). 

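FD1 (AT1G10960) had 7211 ± 1077 (SD, n = 4) normalized counts in PSI-PI-treated and 3874 ± 802 in GL-treated leaves at 400 ppm CO2, a log2 fold change of 0.91 (SE 0.22, adjusted p = 0.00289 from limma), and between 0.76 and 0.80 at the other levels. FD2 (AT1G60950) had 50371 ± 6389 and 29139 ± 5119 normalized counts at 400 ppm, a log2 fold change of 0.80 (SE 0.27, adjusted p = 0.0276 from limma), and was a DEG at 0, 100 and 1000 ppm, where it changed by 1.03, 1.08 and 1.68. FD1 stayed under the fold change threshold at each level. FD1 and FD2 are paralogs whose reads could have been divided between them.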

At the same time, the root-type FD3 did not significantly respond to either PSI-PI treatment or changes in the CO_2_ concentration. 

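The log2 fold change of FD3 (AT2G27510) between PSI-PI-treated and GL-treated leaves lay between -0.27 and 0.04 over the 4 CO2 levels (adjusted p from 0.278 to 0.894 from limma). Relative to 400 ppm, FD3 rose by 0.68 (SE 0.15, adjusted p = 0.00142 from limma) at 100 ppm in PSI-PI-treated leaves, and in GL-treated leaves by 0.45 (SE 0.15, adjusted p = 0.0189 from limma) at 100 ppm and 0.44 (SE 0.15, adjusted p = 0.0209 from limma) at 0 ppm, each under the fold change threshold.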

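The 15 genes of the light-harvesting complex II (LHCII) list had a mean log2 fold change of -0.73 between PSI-PI-treated and GL-treated leaves at 400 ppm CO2 (exact two-sided permutation p = 0.0286), with 8 genes down and 1 up at an adjusted p under 0.05 in limma. At 0, 100 and 1000 ppm the means were 0.32, -0.25 and -0.12 (exact p = 0.343 and 0.0571 at 0 and 100 ppm, with overlapping leaves at 1000 ppm). The 12 genes of the PSI list changed by -0.15, -0.32 and -0.08 at 100, 400 and 1000 ppm (exact p = 0.114, 0.0571 and 0.771), and the 6 genes of the LHCI list by 0.13, 0.08 and 0.15 (exact p = 0.0571, 0.657 and 0.343). Under quantile normalization, which was added after the values were seen, the LHCI means turned negative at these 3 levels, and the PSI means were -0.30, -0.45 and -0.29 (exact p = 0.0286, 0.0286 and 0.0857). The PSII list of 10 genes changed by 0.07 at 400 ppm (exact p = 0.714) and the ATP synthase list of 4 genes by 0.10 (exact p = 0.2), and both of these means also turned negative under quantile normalization. The 2 nuclear genes of the Cyt b6f list changed by 0.56 and 0.61 at 400 and 0 ppm (exact p = 0.0286 each). At 100 and 1000 ppm they changed by 0.25 and 0.38, and the leaves of the treatments overlapped. Many of the light-harvesting genes are near-identical paralogs, so their single values are less certain than the list means.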

The expression of the genes encoding subunits of other thylakoid photosynthetic complexes was either not significantly changed (PSII, Cytb_6_f, and ATPase) or slightly (PSI, LHCI) or moderately (LHCII) downregulated in PSI-PI-treated leaves at 100, 400, and 1000 ppm CO_2_, with the decrease being the most pronounced in PSI-PI-treated leaves at ambient CO_2_ concentration. The results in Figure 6A suggest that the PSI-PI treatment generally activates a signaling cascade that induces the expression of *CEF* genes and downregulates the expression of *LHCB* genes while having minimal effects on the expression of other PETC genes.

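Tested against all other genes with limma's camera, the LHCII list was lower in PSI-PI-treated leaves at 400 ppm CO2 (adjusted p = 0.00224 over the lists and contrasts). The CEF list was higher (adjusted p = 1.16e-15). Camera used a preset correlation between the genes of a list, so its p does not measure the spread between leaves. At 0 ppm limma's camera placed the LHCII list higher in PSI-PI-treated leaves (adjusted p = 0.0235), and at 1000 ppm it gave no direction past 0.05 (adjusted p = 0.516). At 100 ppm camera with the replicate number as a block placed the LHCII list lower (adjusted p = 0.0327). Quantile normalization, added after the values were seen, gave it a mean of -0.32 there (exact two-sided permutation p = 0.0286). The PSI list was lower at 400 ppm by limma's camera (adjusted p = 0.0271) and higher at 0 ppm (adjusted p = 0.043), with no direction past 0.05 at 100 and 1000 ppm (adjusted p = 0.131 and 0.387).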

Next, we investigated how the expression of nuclear genes involved in the CBB cycle, photorespiration, and sugar metabolism directly derived from the CBB cycle responded to the PSI-PI treatment at different CO_2_ concentrations. PSI-PI treatment upregulated many key enzymes in the CBB cycle and photorespiration (columns 7 to 10 in Figure 6B and Figure S3), independently of the CO_2_ concentration. 

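The 20 genes of the Calvin-Benson-Bassham (CBB) cycle list had a mean log2 fold change between PSI-PI-treated and GL-treated leaves of 0.60 at 0 ppm CO2, 0.61 at 100 ppm, 0.68 at 400 ppm and 0.65 at 1000 ppm, with no overlap between the leaves of the treatments at any level (exact two-sided permutation p = 0.0286 each). At 0 ppm the list score moved to 0.49 with an exact p = 0.0857 under quantile normalization, an alternative chosen after the values were seen. At an adjusted p under 0.05 in limma, 7, 10, 14 and 12 of the 20 genes were upregulated at these levels and none was downregulated. Adjusted over the list alone, 15, 14, 15 and 14 were upregulated.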

The CBB genes involved in the carboxylation/oxygenation of RuBP (Rubisco and Rubisco activase), in the production of triose phosphates (GAP), and in the regeneration reactions of RuBP (RPI, TKL1, and PRK) were upregulated by PSI-PI treatment. 

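RCA (AT2G39730), which encodes Rubisco activase, changed by 1.18 (SE 0.29, adjusted p = 0.00318 from limma) at 400 ppm CO2 and by 0.70 to 1.01 at the other levels. Of the Rubisco small subunit genes, RBCS2B (AT5G38420) was a DEG at 400 ppm, with 1.04 (SE 0.37, adjusted p = 0.0402 from limma), and RBCS1B (AT5G38430) at 100 and 1000 ppm, with 1.01 and 1.03. RBCS1A and RBCS3B were called at no level, with log2 fold changes between 0.33 and 0.95. These 4 genes share most of their sequence, so reads could have been assigned to the wrong copy. GAPA (AT3G26650) changed by 0.95 (SE 0.18, adjusted p = 2.85e-04 from limma), GAPB (AT1G42970) by 0.93 (SE 0.19, adjusted p = 5.75e-04 from limma), RPI (AT3G04790) by 0.59 (SE 0.15, adjusted p = 0.00536 from limma) and PRK (AT1G32060) by 0.98 (SE 0.20, adjusted p = 5.56e-04 from limma) at 400 ppm, each under the fold change threshold.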

The gene encoding the second isoform of TRANSKETOLASE, TKL2, did not respond to PSI-PI treatment (Figure 6B). 

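TKL2 (AT2G45290) changed by -0.08, -0.09, -0.41 and -0.28 between PSI-PI-treated and GL-treated leaves at 0, 100, 400 and 1000 ppm CO2, with adjusted p between 0.0632 and 0.807 from limma. TKL1 (AT3G60750) changed by 0.69 (SE 0.23, adjusted p = 0.025 from limma) at 400 ppm.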

TKL2 has been reported to be mainly expressed in seeds and senescing leaves [58], suggesting that it is not an important enzyme for photosynthetic carbon fixation. 

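The 25 genes of the photorespiration list had a mean log2 fold change between PSI-PI-treated and GL-treated leaves of 0.59 at 100 ppm CO2, 0.62 at 400 ppm and 0.55 at 1000 ppm (exact two-sided permutation p = 0.0286 at each level). At 0 ppm the mean was 0.39 and the leaves overlapped (exact p = 0.0857). At an adjusted p under 0.05 in limma, 7, 15, 16 and 14 of the 25 genes were upregulated at 0, 100, 400 and 1000 ppm, and 10, 16, 17 and 15 when adjusted over the list alone.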

In the photorespiration pathway, several genes encoding peroxisomal enzymes showed higher expression in PSI-PI-treated leaves compared to GL leaves (Figure 6B and Figure S3) [59]. 

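CAT2 (AT4G35090) had 31309 ± 6009 (SD, n = 4) normalized counts in PSI-PI-treated and 10759 ± 4618 in GL-treated leaves at 400 ppm CO2, a log2 fold change of 1.62 (SE 0.33, adjusted p = 5.65e-04 from limma). It was also a DEG at 100 and 1000 ppm, with 1.47 and 1.96. At 0 ppm it changed by 0.90 (SE 0.33, adjusted p = 0.0983 from limma).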

The expression of the peroxisomal *CATALASE2* (*CAT2*) gene was significantly induced by PSI-PI treatment (Figure 6B). Furthermore, the expression of genes encoding enzymes that process the photorespiratory amino acid intermediates (*GGAT1*, *GGAT2*, and *SGAT*) was also upregulated in response to the PSI-PI treatment, as well as the *HPR1* gene encoding the enzyme producing glycerate in the final phase of photorespiration (Figure 6B and Figure S3). In addition to peroxisomal enzymes, the expression of genes encoding mitochondrial enzymes involved in photorespiration was also upregulated by the PSI-PI treatment, especially genes encoding enzymes that catalyze the production of serine from glycine (GLDP1, GLDP2) (Figure 6B and Figure S3).

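GGAT1 (AT1G23310) had 78252 ± 7569 (SD, n = 4) normalized counts in PSI-PI-treated and 38192 ± 4465 in GL-treated leaves at 400 ppm CO2, with an adjusted p = 2.58e-04 from limma. Its paralog GGAT2 (AT1G70580), with which reads could be shared, had an SE of 0.18 and an adjusted p = 7.39e-05 from limma at 400 ppm, and each of the pair had a log2 fold change of 1.04. At 0 ppm neither passed an adjusted p of 0.05, with 0.42 and 0.44. SGAT (AT2G13360) changed by 1.36 (SE 0.15, adjusted p = 3.16e-07 from limma) at 400 ppm, and its response at 0 ppm was smaller by -0.86 in the interaction test (adjusted p = 0.0244 from limma). HPR1 (AT1G68010) had 34557 ± 4379 and 13979 ± 2439.7 normalized counts at 400 ppm, a log2 fold change of 1.31 (SE 0.19, adjusted p = 7.92e-06 from limma).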

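GLDP1 (AT4G33010) had 134512 ± 17261 (SD, n = 4) normalized counts in PSI-PI-treated and 50506 ± 11821 in GL-treated leaves at 400 ppm CO2, a log2 fold change of 1.44 (SE 0.36, adjusted p = 0.00395 from limma). GLDP2 (AT2G26080), a paralog that could share reads with it, changed by 1.27 (SE 0.31, adjusted p = 0.00313 from limma). Both were DEGs at 100, 400 and 1000 ppm. At 0 ppm GLDP1 changed by 0.73 (SE 0.36, adjusted p = 0.232 from limma) and GLDP2 by 0.28 (SE 0.31, adjusted p = 0.646 from limma).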

The genes involved in the synthesis and degradation of starch and sucrose did not show any clear differential expression patterns induced by either the PSI-PI treatment or changes in the CO_2_ concentration (Figure S4). 

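In PSI-PI-treated relative to GL-treated leaves, the 18 genes for starch degradation changed by a mean log2 fold change of 0.15, 0.39, 0.40 and 0.27 at 0, 100, 400 and 1000 ppm CO2 (exact two-sided permutation p = 0.4, 0.0286, 0.0286 and 0.0857). The 16 genes for sucrose synthesis changed by 0.47, 0.40, 0.40 and 0.45, with no overlap between the treatments at any level. The 3 genes for sucrose degradation changed by -0.03 at 0 ppm and 0.08 at 400 ppm (exact p = 0.914 and 0.429). Relative to 400 ppm in GL-treated leaves, the starch degradation list changed by 0.06 at 0 ppm and 0.09 at 1000 ppm (exact p = 0.543 and 0.6). At 0 ppm the starch synthesis list changed by -0.28 in GL and -0.39 in PSI-PI (exact p = 0.0571 and 0.0857). Limma's camera placed it lower (adjusted p = 0.0453 and 3.04e-04). In PSI-PI, sucrose degradation changed by 0.30 at 1000 ppm and sucrose synthesis by 0.16 at 100 ppm (exact p = 0.0286 each). Camera gave these no direction past 0.05 (adjusted p = 0.206 and 0.538).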

Although PSI-PI treatment reduced the accumulation of starch at atmospheric and elevated CO_2_ concentrations (Figure 3), the expression of genes encoding chloroplast starch synthesis were not significantly differentially expressed in these leaves (Figure S4).

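The 17 genes for starch synthesis had a mean log2 fold change between PSI-PI-treated and GL-treated leaves of 0.26 at 400 ppm CO2 and 0.24 at 1000 ppm (exact two-sided permutation p = 0.0286 at each), which moved to 0.17 and 0.12 (exact p = 0.0571 and 0.257) under quantile normalization, added after the values were seen. No gene of the list passed the fold change threshold at any CO2 level. At an adjusted p under 0.05 in limma, 8 genes were upregulated at 400 ppm and 3 at 1000 ppm, and 8 and 7 when adjusted over the list alone.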

#### 3.3.4. Search for the Origin of Regulatory Signals Generated by PSI-PI Treatment at Different CO_2_ Concentrations

To identify the origin of the chloroplast-generated retrograde signals produced by the PSI-PI treatment and changes in the CO_2_ concentration, we next collected the genes known from the literature to be induced by potential initiators of chloroplast signaling (^1^O_2_, H_2_O_2_, oxylipins, JA, HL, and nitric oxide (NO)) and analyzed their expression with our experimental setup (Figure 7 and Figures S5 and S6). The majority of genes known to respond to OPDA and JA were upregulated in GL- and PSI-PI-treated leaves exposed to 0 ppm CO_2_ (columns 1 and 4 in Figure 7C,D), indicating that the major signals regulating the nuclear gene expression at 0 ppm are likely to be mediated by OPDA and/or JA. 

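Of the 62 OPDA-responsive genes, 85.5% had a log2 fold change above 0 at 0 ppm CO2 in GL-treated leaves and 77.4% in PSI-PI-treated leaves, and 27.4% and 11.3% were upregulated at an adjusted p under 0.05 in limma. The mean log2 fold change of the list was 0.93 and 1.03 (exact two-sided permutation p = 0.0857 and 0.0571). Of the 68 JA-responsive genes, 85.3% and 92.6% had a log2 fold change above 0, and 22.1% and 23.5% were upregulated at an adjusted p under 0.05. Their mean log2 fold change was 0.75 and 1.07 (exact p = 0.314 and 0.0857), and the SD of the list score between leaves was 0.931 and 0.908. Single leaves carried much of these means. At 0 ppm the JA list score was 11.449 in GL replicate 2 against 8.559 to 9.885 in the rest of the group. In PSI-PI replicate 1 it was 11.539 against 9.015 to 9.613. The OPDA list score was highest in the same leaves, 7.28 against 4.979 to 5.668 in GL and 7.431 against 4.943 to 5.713 in PSI-PI. Tested against all other genes with limma's camera, the OPDA list was higher at 0 ppm under both light treatments (adjusted p = 3.04e-04 and 3.15e-04), and so was the JA list (adjusted p = 0.00246 and 5.11e-08). Camera was run with a preset correlation between the genes of a list, not one estimated from these leaves. Its p therefore does not measure the spread between leaves, which the exact p does. Genes of a list are not independent replicates, so the shares carry no p of their own.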

Only about 50% of the genes responding to ^1^O_2_ or H_2_O_2_ were induced in GL- and PSI-PI-treated leaves exposed to 0 ppm CO_2_ (columns 1 and 4 in Figure 7A,B), suggesting that these are less likely to be the signaling molecules. 

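Of the 49 genes responding to singlet oxygen, 57.1% had a log2 fold change above 0 at 0 ppm CO2 in GL-treated leaves and 67.3% in PSI-PI-treated leaves, and 22.4% and 20.4% were upregulated at an adjusted p under 0.05 in limma. Their mean log2 fold change was 0.27 and 0.48 (exact two-sided permutation p = 0.114 and 0.0571). Of the 40 genes responding to H2O2, 67.5% and 57.5% had a log2 fold change above 0, and 25.0% and 17.5% were upregulated. Their mean was 0.41 in GL-treated and 0.22 in PSI-PI-treated leaves (exact p = 0.0286 and 0.143). Against all other genes, limma's camera placed the singlet oxygen list higher at 0 ppm in PSI-PI-treated leaves (adjusted p = 0.00673). It gave the H2O2 list in GL-treated leaves no direction past 0.05 (adjusted p = 0.206).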

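At 100 ppm CO2 relative to 400 ppm, the singlet oxygen list had a mean log2 fold change of -0.30 in GL-treated and 0.09 in PSI-PI-treated leaves (exact two-sided permutation p = 0.0857 and 0.6), and the JA list of -0.56 and -0.04 (exact p = 0.171 and 0.886). For the H2O2 list the means were 0.35 and 0.07, and for the OPDA list 0.09 and 0.25. The p of the singlet oxygen list in GL-treated leaves reached 0.0286 with a pseudocount of 5, or with only genes of at least 10 normalized counts in at least 4 samples, both added after the values were seen.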

The DEG profiles at 100 ppm CO_2_, with respect to 400 ppm, suggested that neither ^1^O_2_ nor JA signaling (columns 2 and 5 in Figure 7A,D) explain the change in gene expression in leaves exposed to 100 ppm CO_2_. The exposure of leaves to 1000 ppm CO_2_ did not activate any of the systematic signals analyzed in Figure 7. 

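At 1000 ppm relative to 400 ppm in GL-treated leaves, the mean log2 fold changes were -0.11 for the singlet oxygen list, -0.17 for H2O2, -0.08 for OPDA and -0.57 for JA (exact two-sided permutation p = 0.457, 0.143, 0.8 and 0.2), and no gene of these 4 lists was upregulated at an adjusted p under 0.05 in limma. In PSI-PI-treated leaves the means were 0.49, -0.03, 0.64 and 0.63 (exact p = 0.143, 0.914, 0.171 and 0.2). Against all other genes, limma's camera placed the singlet oxygen, OPDA and JA lists higher at 1000 ppm in PSI-PI-treated leaves (adjusted p = 7.72e-06, 0.0137 and 1.41e-05) and the JA list lower in GL-treated leaves (adjusted p = 3.93e-04).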

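Between PSI-PI-treated and GL-treated leaves at 400 ppm CO2, the JA list had a mean log2 fold change of -0.25 (exact two-sided permutation p = 0.486), with 3 genes up and 5 down at an adjusted p under 0.05 in limma. The singlet oxygen list had a mean of -0.58 (exact p = 0.0286), with 4 genes up and 22 down.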

The PSI-PI treatment at 400 ppm CO_2_ did not activate either JA- or ^1^O_2_-responsive genes (column 9 in Figure 7C,D), indicating that the origin of DEGs cannot be traced to these compounds. On the other hand, only 40% of OPDA-responsive genes were slightly activated by the treatment, and only 30% of H_2_O_2_-responsive genes were moderately upregulated (column 9 in Figure 7B,C), suggesting that the signal(s) induced by the PSI-PI treatment at atmospheric CO_2_ may be only partially related to the signaling cascades induced by these compounds. 

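The OPDA list changed by a mean log2 fold change of -0.09 between PSI-PI-treated and GL-treated leaves at 400 ppm (exact two-sided permutation p = 0.714), 46.8% of its genes were above 0 and 16.1% were upregulated at an adjusted p under 0.05 in limma. The sign of this mean turned positive with a pseudocount of 5, which was added after the values were seen. The H2O2 list changed by 0.33 (exact p = 0.0571), 57.5% of its genes were above 0 and 20.0% were upregulated, 7 of them past the fold change threshold.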

In addition to ROS, NO has also been reported to induce *FER* gene expression, followed by Fe accumulation in plant tissues [41]. Therefore, we tested whether the NO-responsive genes [60,61] would also respond to the PSI-PI treatment (Figure S5). In general, no similar gene expression profiles typical of NO treatment were observed in PSI-PI-treated leaves (columns 7 to 10 in Figure S5). 

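The NO-responsive list of Polverari et al. (64 genes) had mean log2 fold changes of 0.04, -0.05, -0.06 and 0.01 between PSI-PI-treated and GL-treated leaves at 0, 100, 400 and 1000 ppm CO2 (exact two-sided permutation p = 0.4, 0.114, 0.0857 and 0.686). The list of Parani et al. (36 genes) had means of -0.01, -0.11, -0.11 and 0.39 (exact p = 0.971, 0.543, 0.629 and 0.257). Under quantile normalization, added after the values were seen, the means of the first list were -0.10 at 100 and -0.10 at 400 ppm (exact p = 0.0286 at each).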

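In the first of these lists 3 genes were upregulated DEGs at 400 ppm CO2 and 3 downregulated, and in the other 3 and 3. For FER1 the log2 fold change at 400 ppm stayed between 2.19 and 3.11 with each leaf left out in turn.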

Only *FER1* was significantly induced, suggesting that the changes in nuclear gene expression in PSI-PI-treated leaves were not caused by NO signaling.

The fluctuating-light regime included in our PSI-PI treatment comprised short pulses of high-intensity light (see Materials and Methods), which may trigger the signaling cascades observed in HL-exposed leaves. We therefore compared our transcriptomic data with those published by Alvarez-Fernandez [62], where *Arabidopsis* plants were transferred from 150 to 1100 µmol photons m^−2^ s^−1^ for 3.5 h. We took the genes that were most up- and downregulated by the PSI-PI treatment (Table S1) and analyzed how the expression of these genes had changed after the 3.5 h HL treatment reported by Alvarez-Fernandez [63]. Approximately 70% of the genes most upregulated by PSI-PI treatment were also induced by HL, whereas most of the genes downregulated by PSI-PI did not respond to the HL treatment (Figure S6). The comparison of Fe homeostasis DEGs after the PSI-PI treatment with the HL treatment indicated that *FER*s, *cHBP1*, and *ENH1* were induced by HL, while most of the Fe-deficiency genes suppressed by PSI photoinhibition (Table 2) did not respond to the HL treatment (Figure S6). This indicated that although the transcript profiles after PSI-PI treatment and HL had some similarities, 50% inhibition of PSI also had a specific and partially stronger effect on nuclear gene expression than HL alone.

To gain further insight into the signaling cascade induced by the PSI-PI treatment at different CO_2_ concentrations, we used the Genevestigator database [63] and searched for experiments where light conditions were modified or the plants were treated with ROS, OPDA, JA, or elevated CO_2_, and then we analyzed the expression of PETC, CBB, and photorespiratory genes in these accessions (Figure S7). Only the extreme light change experiment, in which mature plants grown at very low light intensity were transferred to 100-times higher light intensity for 6 h, gave a similar pattern of photosynthetic gene expression to that observed in plants after the PSI-PI treatment (Figure 6): the upregulation of CEF, CBB, and photorespiratory genes and the downregulation of LHCB genes. Thus, the redox imbalance induced by PSI-PI treatment in the chloroplast resembles the conditions created by a strong increase in light intensity in the plant environment.

**Figure 7:**
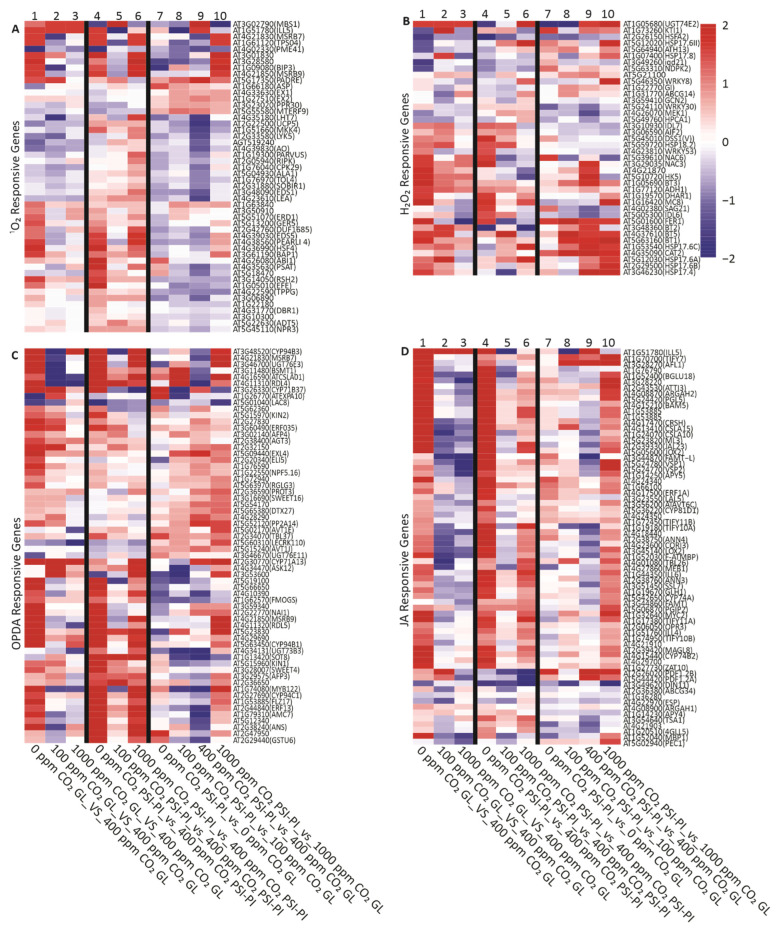
Differential expression of genes induced by various signaling molecules in *Arabidopsis thaliana* leaves exposed to GL and PSI photoinhibition (PSI-PI) treatment at CO_2_ concentrations of 0, 100, 400, and 1000 ppm. The heatmap shows the log2 values of the genes upregulated by (**A**) singlet oxygen (^1^O_2_), (**B**) hydrogen peroxide (H_2_O_2_), (**C**) 12-oxo-phytodienoic acid (OPDA), and (**D**) jasmonic acid (JA). The genes used in the analyses are listed in Table S3. The plant treatments are indicated below each column. The ^1^O_2_ gene list consists of genes reported to be ^1^O_2_-responsive in Op Den Camp et al. [64], with the addition of genes included in the following GO terms: singlet-oxygen-mediated programmed cell death (GO:0010343), response to singlet oxygen (GO:0000304), cellular response to singlet oxygen (GO:0071452). The H_2_O_2_ gene list consists of genes included in the following GO terms: response to oxidative stress (GO:0006979), hydrogen peroxide catabolic process (GO:0042744), cellular response to hydrogen peroxide (GO:0070301). The OPDA and JA gene list consists of genes reported to be OPDA- or JA-responsive in Gollan and Aro [22]. The columns are described in Figure 6.

## 4. Discussion

### 4.1. PSI-PI Treatment of Leaves Induces Similar PSI Photoinhibition Independent of CO_2_ Concentration

In this study, we focused on the influence of PSI-acceptor-side components on the susceptibility of PSI to light damage and on the global transcriptomic changes induced by the imbalanced function of the PETC. To this end, *Arabidopsis* plants were exposed to various CO_2_ concentrations simultaneously with an artificial fluctuating-light (PSI-PI) treatment that specifically induces PSI damage with only minor effects on PSII function (Figure 2) [25]. It has been shown that PSI photoinhibition in *Arabidopsis* is caused by damage to FeS clusters in PSI [12]. Previously, we reported that PSI-PI treatment significantly decreases the CO_2_ assimilation rate [28,65]. However, as shown in Figure 2C, a similar decrease in PSI occurred independently of the CO_2_ concentration, indicating that neither the reduction nor the elevation in the CO_2_ level significantly affected the susceptibility of PSI to photoinhibition. This finding may indicate that there is no substantial influence of CO_2_ on the oxidation state of PSI in our experimental setup. It is therefore conceivable that over-reduction by PSI during the PSI-PI treatment destroys FeS clusters more rapidly than oxidized FD can accept electrons from PSI. It is also likely that the artificial PSI-PI treatment does not directly mimic any natural stress conditions inducing PSI photoinhibition, although the damage to PSI FeS clusters seems to also occur similarly during cold-induced PSI photoinhibition [66]. Nevertheless, the PSI-PI treatment is a useful tool to investigate the stress symptoms initiated by changes in the internal CO_2_ concentration of leaves and occurring concomitantly with damage to PSI. For example, a fluctuating natural light environment combined with drought may damage the function of PSI but simultaneously induce stomatal closure, thereby decreasing the internal CO_2_ concentration in leaves. Likewise, sudden cold weather during the springtime causes a decline in stromal enzyme activities but is often combined with bright daylight, causing over-reduction by the PETC and damage to PSI.

PSI-PI treatment at 400 and 1000 ppm CO_2_ had the strongest effect on leaf carbon metabolism (Figure 4). The accumulation of starch was reduced by half, whereas the content of monosaccharides (glucose and fructose) was nearly doubled at high CO_2_ (Figure 4). Yet, no differences in stomatal aperture were detected between GL- and PSI-PI-treated leaves at 400 or 1000 ppm CO_2_ (Figure S1), indicating that the lower starch content of PSI-PI-treated leaves is not due to stomatal function. Chloroplast starch synthesis is regulated by ADP-glucose pyrophosphorylase (AGPase), a redox-regulated enzyme activated under light by thioredoxins [67,68]. PSI-PI treatment, however, causes the oxidation of stromal enzymes [28], suggesting that the reduced starch synthesis in PSI-PI-treated leaves results from AGPase inactivation, with a consequent imbalance in leaf carbon metabolism. This conclusion is supported by the observation that impaired starch synthesis in chloroplasts increases the accumulation of glucose and fructose in leaves [69]. Imbalanced starch metabolism may impair plant growth for days after the termination of PSI-PI stress because, firstly, the repair of photodamaged PSI centers is a very slow process [6,7,65], and secondly, the chloroplast starch reservoirs are an important energy source for diel plant growth [70,71,72].

### 4.2. CO_2_-Specific Changes in Gene Expression: Removal of CO_2_ Activates Flavonoid Metabolism, Likely via JA/OPDA Signaling in Leaves

Genes that strongly responded to 0 ppm CO_2_ are shown to encode enzymes and transcription factors involved in metabolic pathways for the production of flavonoids (Table 1). Flavonoids are antioxidants that play a critical role in plant interactions with their environments [73], and recently, Banerjee et al. [74] demonstrated that the levels of flavonoids increase in the absence of CO_2_. Here, we found that 20 genes involved in flavonoid biosynthesis were upregulated in response to CO_2_ deprivation, including 7 biosynthetic enzymes and 13 transcription factors (Table 1). The upregulation of these *MYB* genes is likely to lead to the activation of flavonoid biosynthesis genes [37,39,75,76]. R2R3-MYB transcription factors (MYB75, MYB90, MYB113, and MYB114) form an R2R3-MYB/bHLH/WD40 complex with GL3/EGL3/TT8 and TTG1 transcription factors [77,78]. This complex specifically activates the expression of enzymes that catalyze flavonoid synthesis and anthocyanin metabolism [37,78]. 

JA mediates the accumulation of flavonoids by inducing the expression of R2R3-MYB genes and flavonoid synthesis genes [16,23,79,80]. It has been shown that JA receptor mutants exhibit a deficiency in the expression of MYB and flavonoid synthesis genes [23]. Our findings indicate that genes responsive to JA and OPDA are upregulated when CO_2_ is removed from the environment (Figure 7C,D). The upregulation of JA-responsive genes could be triggered by an increase in the production of ROS due to the over-reduction of the PETC, which leads to the synthesis of JA [81,82]. JA then induces the expression of genes by activating the R2R3-MYB/bHLH/WD40 complex, which induces the expression of flavonoid synthesis genes. Flavonoids, being effective scavengers of ROS, can then protect the plant from oxidative stress.

### 4.3. PSI Photoinhibition Changes the Expression of Nuclear Genes Involved in Iron Homeostasis, Light Signaling, and PSI-Acceptor-Side Metabolism

PSI-PI treatment induced the differential expression of 59 genes independently of the CO_2_ concentration (Table S1) and 200 genes in three out of the four differential CO_2_ treatments applied in this study (Figure 5). Interestingly, the leaves exposed to the PSI-PI treatment at atmospheric CO_2_ revealed the highest number of DEGs (810 genes in total) (Figure 5), indicating that, in total, over 1000 genes responded specifically to the PSI-PI treatment. 

PSI-PI treatment induced 24 genes involved in plant Fe homeostasis (Table 2), which is consistent with damage to FeS clusters during PSI photoinhibition [12,66]. Although the PSI-PI treatment does not lead to the degradation of PSI subunits during illumination [28], the damage to FeS clusters may induce the release of Fe from PSI complexes, leading to excess-Fe stress in the chloroplast. Twelve genes induced by PSI photoinhibition are involved in Fe uptake into the cell and cell organelles (FROs, VTLs), Fe cofactor transport (NEET, cHBPs), and Fe storage (FERs) (recent review by Sági-Kazár et al. [44]). FERRIC REDUCTION OXIDASE (FRO) proteins are membrane proteins that catalyze the reduction of Fe^+3^ to Fe^+2^ and thereby facilitate the Fe uptake across the plasma and organelle membranes [43,83]. FRO7 is a part of an iron translocon that transports Fe to the chloroplast [83], and VACUOLAR IRON TRANSPORTERs (VTR) are involved in Fe transport to the vacuole [44]. The majority of Fe in leaves is incorporated into heme and FeS clusters in organelles. FeS clusters are also required in the cytosol, and both chloroplastic and mitochondrial NEET proteins have been proposed to deliver 2Fe-2S clusters from organelles to cytosolic proteins [84]. The cHBPs carry hemes in the cytoplasm, although their physiological role is still unknown. *FER* genes are induced by Fe excess in plants but also by other stresses, including HL stress (Figure S6) [41,62,85]. Accordingly, the genes involved in the induction and the co-expression network of Fe deficiency were highly repressed in PSI-PI-treated leaves (Table 2) [86,87,88].

FERs bind iron and sequester it in an inert form, thereby protecting cells from oxidative damage by the Fenton reaction [44]. Indeed, the degradation of PSI complexes in *Chlamydomonas* has been shown to induce the accumulation of FER proteins [89], suggesting that an increased risk of Fe release from PSI proteins activates *FER* gene expression. Consistently, in the *pgr5* mutant, which suffers from severe PSI photoinhibition under HL [90], *FER*s and iron transporter genes are induced by HL illumination [91]. We postulate that the damage to PSI induces the release of Fe from PSI FeS clusters in the chloroplast and that such an excess of Fe in turn initiates a signal from the chloroplast to the nucleus (Figure 8). This signal upregulates the expression of genes involved in Fe homeostasis, whereas the genes known to be induced by Fe deficiency in plants, are simultaneously repressed by PSI photoinhibition (Table 2; Figure 8).

PSI-PI treatment also targeted a group of light-signaling regulators by inducing or repressing the expression of the respective genes (Table 3). The *HY5*, *HYH*, *COL2,* and *ARF* genes encode nuclear-located transcription factors that activate light-responsive genes. The influence of the master transcription factor HY5 on the activation of light-regulated genes during photomorphogenesis is well established (for reviews, see, e.g., [48,49]), while much less is known about the function of HY5 and HYH in later stages of leaf development and in mature leaves. HY5 has been reported to be expressed in various organs of adult tomato plants, including roots [92], and its expression has been shown to increase in response to high [93] and UV-B light [94]. HY5 is also linked to several hormone- and stress-signaling cascades [16,48,49,95], and it has been suggested to act downstream of chloroplast retrograde signaling to the nucleus [16,96,97]. Our transcriptomic data indicate that HY5 and HYH expression can also be induced by exposing mature leaves to fluctuating light, which causes PSI photoinhibition (Table 3). Chloroplast-localized SIG5 is a member of the plant sigma factor family, and this gene is induced by several stresses [98]. It controls the activity of plastid-encoded RNA polymerase (PEP), which is responsible for the transcription of plastid photosynthetic genes [99]. The upregulation of *SIG5* in PSI-photoinhibited leaves suggests that stress not only affects nuclear gene expression but also affects plastid gene expression via the regulation of PEP polymerase. 

In addition to the induction of light-signaling transcription factors, PSI-PI treatment significantly reduced the expression of genes encoding suppressors of photomorphogenesis (PIF2/PIL1, PIF6/PIL2) and photosynthetic gene expression (RPGEs) (Table 3). GOLDEN2-LIKE transcription factors (GLKs) are potential targets of RPGE regulation. GLKs function as dimers, and they primarily activate nuclear genes encoding photosynthesis proteins by binding to the CCAATC sequence in the promoter region [100]. RPGEs inhibit the binding of GLKs to DNA by specifically interacting with GLK proteins and disrupting GLK dimerization [101]. 

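GLK1 (AT2G20570) had 5657 ± 1900.3 (SD, n = 4) normalized counts in PSI-PI-treated and 11628 ± 1790.0 in GL-treated leaves at 0 ppm CO2, a log2 fold change of -1.08 (SE 0.15, adjusted p = 7.56e-05 from limma), and all 4 PSI-PI-treated leaves lay below the GL-treated leaves. At 400 ppm it had 6523 ± 892 and 9047 ± 626 normalized counts, a log2 fold change of -0.48 (SE 0.15, adjusted p = 0.0232 from limma). GLK2 (AT5G44190) changed by -0.38 (SE 0.12, adjusted p = 0.0395 from limma) at 0 ppm and 0.08 (SE 0.12, adjusted p = 0.652 from limma) at 400 ppm. The sign at 400 and 1000 ppm turned negative under quantile normalization, added after the values were seen.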

In our experiment, GLK genes were not differentially expressed, but the significant repression of RPGE genes in PSI-PI-treated leaves compared to GL-treated leaves may release GLK proteins from the inhibitory RPGE complex and allow the post-translational activation of GLKs by dimerization. 

PSI-PI treatment modifies photosynthetic metabolism in chloroplasts, and, accordingly, genes encoding chloroplast proteins were highly represented among the DEGs in PSI-PI-treated leaves (Table S1). A special focus on the differential expression of photosynthetic genes revealed that PSI photoinhibition increased the expression of genes encoding electron acceptors of PSI: CEF, CBB cycle, and photorespiration components (Figure 6). In the future, this finding needs to be confirmed by proteomic analyses. Of the enzymes comprising both photosynthetic and non-photosynthetic isoforms, only the photosynthetic isoforms showed differential expression in PSI-PI-treated leaves compared to GL leaves, emphasizing the specificity of the signal. 

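At 400 ppm CO2, TKL1 had 65360.1 ± 7145 (SD, n = 4) normalized counts in PSI-PI-treated and 40996 ± 7979 in GL-treated leaves, and TKL2 had 248 ± 32.7 and 329 ± 28.7. FD3 had 158 ± 15.8 and 181 ± 26.6 normalized counts there.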

A photosynthetic DEG profile similar to that induced by the PSI-PI treatment was found only in the leaves exposed to HL at 100 times the intensity of growth light (Figure S7), the light intensity most likely to induce strong PSI photoinhibition in leaves. 

### 4.4. Origin of the Signal(s) Initiating PSI Photoinhibition-Responsive Expression of Nuclear Genes

Three potential sources of the signal(s) initiating the differential expression of nuclear genes during the PSI-PI treatment of leaves can be envisaged. Such predictions, based on the light quality of the PSI-PI treatment, changes in chloroplast redox states during the treatment, and the DEG profiles obtained from treated leaves, include the following options as sources and putative signaling pathways: (i) low-intensity red-light pulses of fluctuating light inducing Phy signaling, (ii) redox imbalance in PETC components and the consequent generation of ROS signaling, and (iii) excess Fe stress in chloroplasts inducing putative retrograde signaling. 

Option (i) Theoretically, the short low-intensity red-light pulses in the fluctuating-light regime could directly promote Phy-mediated regulation of nuclear gene expression, which could explain the higher expression of HY5/HYH transcription factors and the other positive effectors and the concomitant downregulation of specific light signaling repressors in PSI-PI-treated leaves (Table 3). Nevertheless, Phy generally activates the expression of photosynthetic genes under light (Figure S7, dark to light) [17], whereas we observed the selective induction and repression of photosynthetic genes by the PSI-PI treatment (Figure 6). Accordingly, the red-light pulse of the PSI-PI treatment may be responsible for the differential expression of Phy-related transcription factors and repressors but cannot fully explain the expression profiles of photosynthetic genes in PSI-PI-treated leaves. Alternatively, PSI photoinhibition may initiate chloroplast retrograde signal(s) that alter the expression/function of nuclear light-responsive transcription factors and repressors (Figure 8), as recently demonstrated under stresses caused by the dysfunction of chloroplast biogenesis (see recent reviews [15,16,17]). 

Option (ii) PSI-PI treatment over-reduces the redox components between PSI and PSII [28], leading to a redox imbalance between the light and carbon fixation reactions in chloroplasts, which in turn can increase ROS production in thylakoid complexes [90]. Both the redox imbalance and ROS generation have been shown to initiate redox signals from the chloroplast to control the nuclear gene expression. Since the redox imbalance induced by PSI-PI treatment mimics that induced by the HL treatment, we compared the DEGs induced in PSI-PI-treated leaves with recently published transcriptomic data on the induction of photosynthetic genes upon the HL treatment of plants (Figure S6) [62,102]. This analysis revealed that the strongest DEGs present in PSI-PI-treated leaves (Table 2 and Table 3) were expressed in leaves exposed to HL for 3.5 h (Figure S6) [62]. Approximately 70% of the genes upregulated by our PSI-PI treatment were also upregulated by HL, whereas most of the genes downregulated by PSI-PI did not respond to the HL treatment (Figure S6). However, most of the genes encoding CEF, CBB cycle, and photorespiration components were not differentially expressed in response to HL [62,102], contrary to their DEG behavior in the PSI-PI treatment. This suggests that the stress induced by PSI-PI treatment is, at least in part, different from that induced by HL and likely relays additional signals from chloroplasts to the nucleus.

Singlet oxygen and H_2_O_2_ are the major stress-induced ROS produced by photosynthetic light reactions. In mature leaves, photodamaged PSII is a major source of ^1^O_2_ in the chloroplast, while PSI donates electrons to molecular oxygen, leading to the generation of superoxide and H_2_O_2_ [103]. This prompted us to test whether the genes known to be induced by ^1^O_2_ and H_2_O_2_ were upregulated in our experimental setup (Figure 7). Very few of the genes known to be induced by ^1^O_2_ were upregulated upon PSI-PI treatment (Figure 7), consistent with a very weak inhibition of PSII in treated leaves (Figure 2). 

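At 0, 100 and 1000 ppm CO2, the singlet oxygen list changed by -0.37, -0.20 and 0.03 between PSI-PI-treated and GL-treated leaves (exact two-sided permutation p = 0.143, 0.143 and 0.886). At an adjusted p under 0.05 in limma, 4.1%, 8.2%, 8.2% and 2.0% of its genes were upregulated at 0, 100, 400 and 1000 ppm, and 3, 5, 5 and 1 genes when adjusted over the list alone.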

H_2_O_2_ does not seem to act as a major signal modifying nuclear gene expression, as only two genes (*CAT2* and *FER1*) are strongly upregulated in PSI-PI-treated leaves (Figure 7). It is likely that, despite the imbalanced redox state in the chloroplast, there is no increased production of ROS in leaves with prolonged PSI photoinhibition [90], probably due to the enhanced non-photochemical quenching of energy in damaged PSI [12,28]. Furthermore, the known JA/OPDA-induced genes, whose products have been suggested to mediate thylakoid-initiated retrograde signaling [22,23], were mostly downregulated or did not respond at all to the PSI-PI treatment (Figure 7).

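The H2O2 list changed by 0.14, 0.05 and 0.47 between PSI-PI-treated and GL-treated leaves at 0, 100 and 1000 ppm CO2 (exact two-sided permutation p = 0.2, 0.714 and 0.0857). Past the fold change threshold, 2, 3 and 5 of the genes were upregulated DEGs at these levels in limma, and the log2 fold changes at 400 ppm ranged from -1.40 to 2.85. At 1000 ppm the JA list changed by 0.94 and the OPDA list by 0.63 (exact p = 0.0571 and 0.2). Limma's camera placed both higher in PSI-PI-treated leaves there (adjusted p = 2.35e-05 and 1.36e-04). At 0 ppm the JA and OPDA lists changed by 0.07 and 0.01 (exact p = 0.943 and 0.971).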

Option (iii) Only one PSI-PI-treatment-specific trigger for retrograde signaling from chloroplasts to the nucleus was possible to be traced based on our experiments and data analyses. PSI-PI treatment induced severe PSI inhibition, which is initiated by damage to the FeS clusters [12,66]. We propose that the release of Fe from the photodamaged PSI complex causes excess-Fe stress in the chloroplast, which initiates a retrograde signal to the nucleus (Figure 8). This chloroplast signal targets the genes that alleviate Fe stress, facilitate Fe transport, and improve the acceptor-side sink capacity of PSI. The production of hydroxyl radicals via the Fenton reaction between H_2_O_2_ and Fe^+2^ [10] may originally initiate the cascade, although OPDA signaling, generally associated with lipid peroxidation by hydroxyl radicals [104], was not particularly activated by the PSI-PI treatment (Figure 7C). Alternatively, FeS centers may be released from the damaged PSI and transported to the cytosol via the NEET protein (Figure 8). Such an effect on nuclear gene expression partially mimics the HL stress, while the effect is stronger and more selective than that observed when only increasing the light intensity (Figure S6). It has been reported that HL alone, without any fluctuating-light treatment, damages the PSI FeS_A_ and FeS_B_ clusters, while under strong PSI photoinhibition, the FeS_X_ cluster is also damaged [12], suggesting that strong PSI photoinhibition induces more severe excess-Fe stress than a moderate increase in light intensity. PSI-PI-treatment- and HL-induced stress distinctively differ from each other by the fact that HL stress also induces the strong photoinhibition of PSII, together with ROS production [105,106], which is not observed in the PSI-PI treatment [90]. A literature search of DEG profiles shows that both PSI-PI and HL treatments induce genes generally associated with excess-Fe stress (Table 2, Figure S7), whereas the well-defined ROS signaling resulting from HL is absent in PSI-PI-treated leaves (Figure 7) [91]. Furthermore, PSI-PI treatment represses Fe-deficiency genes, whereas HL has no effect on the expression of these genes (Figure S6) [62]. Importantly, the PSI-PI treatment also clearly induces the genes encoding sinks for electrons from PSI, whereas the expression of these genes was not specifically altered under HL [62,102]. 

## 5. Conclusions

Taken together (Figure 8), we conclude that PSI photoinhibition results in damage to FeS clusters and the subsequent release of Fe from PSI. Excessive-Fe stress in the chloroplast initiates a novel retrograde signal to modify nuclear gene expression. Such a signaling cascade controls the expression of iron homeostasis genes and probably also affects the expression of CEF components, the CBB cycle, and photorespiration genes. These changes in nuclear gene expression help plants to survive both the actual stress and subsequent recovery periods. 

It was also shown that CO_2_ deprivation activates genes involved in the biosynthesis of flavonoids via the JA/OPDA signaling cascade. Flavonoids are known to alleviate oxidative stress that is induced in the absence of CO_2_ in plant leaves.

## Figures and Tables

**Figure 1:**
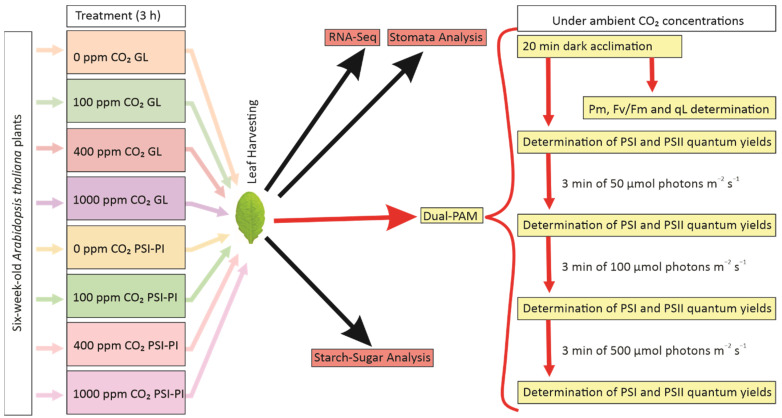
Experimental design to investigate the effects of PSI photoinhibition treatment on photosynthetic activity and gene expression at different CO_2_ concentrations. Six-week-old *Arabidopsis thaliana* plants were treated for 3 h with PSI photoinhibition (PSI-PI) treatment or with growth light (GL) as a control. The leaves of treated plants were harvested for the analyses of photosynthesis (Dual-PAM), gene expression (RNA-Seq), stomatal function, and sugar/starch content. Dual-PAM measurements were carried out at atmospheric CO_2_. After dark acclimation for 20 min, the maximum oxidation of P700 (Pm), the photochemical efficiency of PSII (Fv/Fm), and a fraction of functional PSII centers (qL) were measured in 8 leaves. For the determination of quantum yields of photosystems, the leaves were subsequently illuminated at 25, 50, 100, and 500 μmol photons m^−2^ s^−1^, each for 3 min.

**Figure 2:**
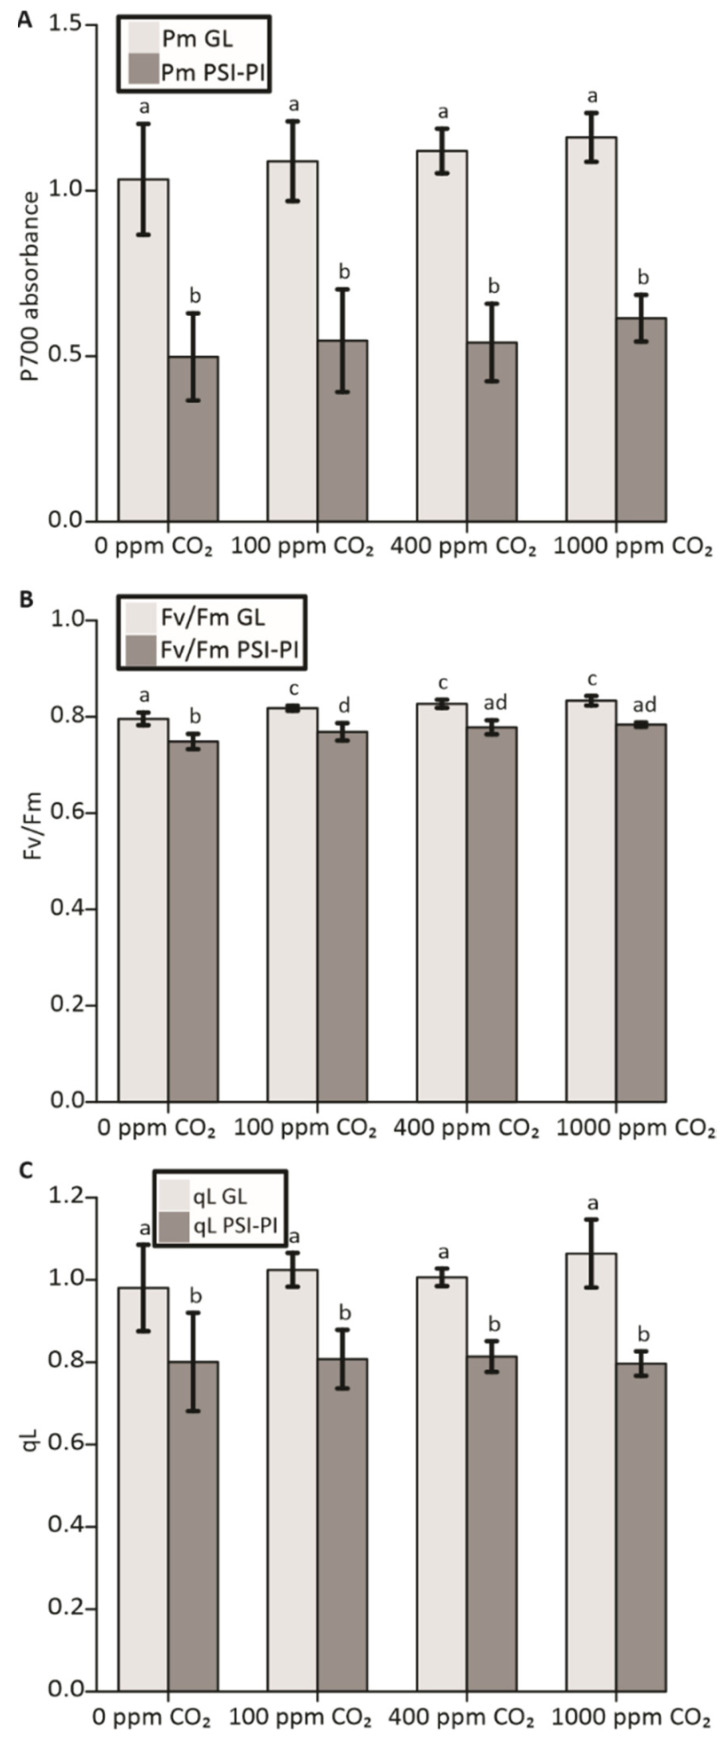
Photosynthetic parameters in *Arabidopsis* plants treated with growth light (GL; light gray) or with PSI photoinhibition (PSI-PI; dark gray) treatment at various CO_2_ concentrations. Light treatments were carried out for three hours at CO_2_ concentrations of 0 ppm, 100 ppm, 400 ppm, and 1000 ppm. Principal photosynthetic parameters were measured with the Dual-PAM 100 (WALZ) on 8 leaves after dark adaption for 20 min. (**A**) Maximum oxidation of P700 (Pm). (**B**) Maximum quantum efficiency of PSII photochemistry (Fv/Fm). (**C**) Fraction of functional PSII centers in dark-acclimated samples (qL). Error bars represent standard deviations, and the letters indicate significant differences between the treatments (ANOVA, Tukey HSD, *p* < 0.05).

**Figure 3:**
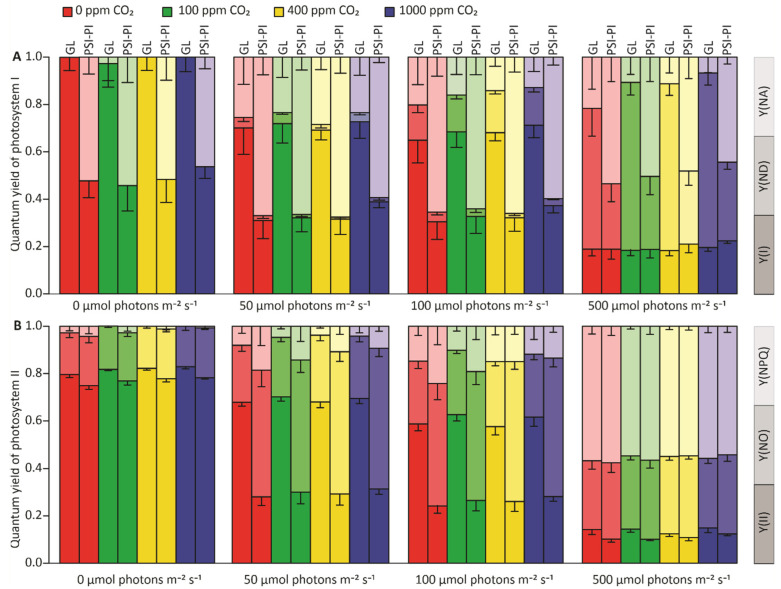
PSI and PSII quantum yields in *Arabidopsis* leaves illuminated under growth light (GL) or treated with PSI photoinhibition (PSI-PI) treatment at various CO_2_ concentrations. GL plants were treated with growth light (100 μmol photons m^−2^ s^−1^), and PSI-PI plants were treated with PSI photoinhibition light for three hours at CO_2_ concentrations of 0 ppm, 100 ppm, 400 ppm, and 1000 ppm. After illumination, plants were dark-acclimated for 20 min and subsequently illuminated at 0, 25, 50, 100, and 500 μmol photons m^−2^ s^−1^ for 3 min with Dual-PAM 100 for measurements of the quantum yield of functional photosystems. (**A**) PSI quantum yields: PSI photochemistry (Y(I)), PSI-donor-side limitation (Y(ND)), and PSI-acceptor-side limitation (Y(NA)). (**B**) PSII quantum yields: PSII photochemistry (Y(II)), nonregulated energy dissipation in PSII (Y(NO)), and regulated non-photochemical energy dissipation in PSII (Y(NPQ)). Error bars represent standard deviations (*p* < 0.05, n = 8).

**Figure 4:**
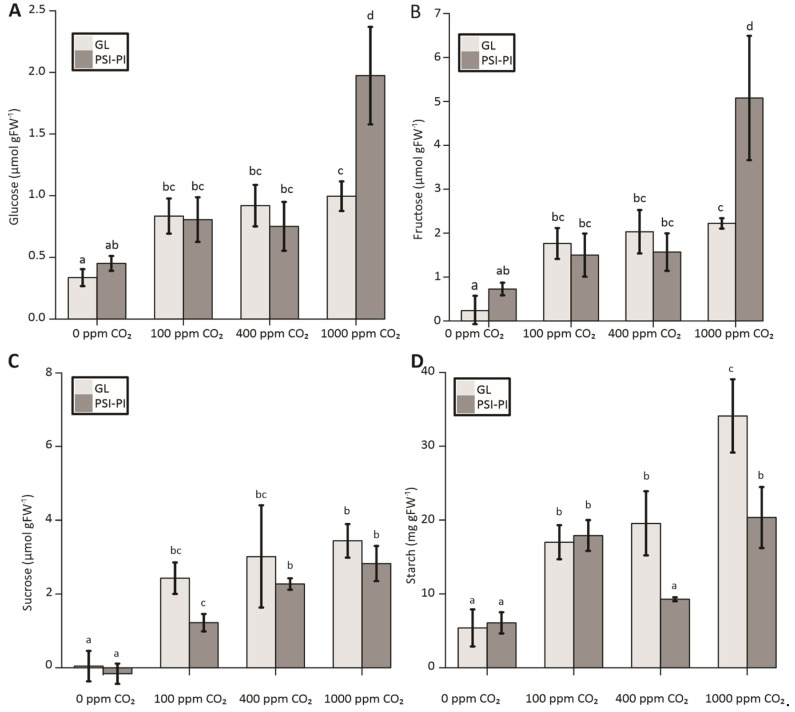
Starch and sugar contents in *Arabidopsis* leaves treated with either growth light of 100 μmol photons m^−2^ s^−1^ (GL; light gray) or with PSI photoinhibition (PSI-PI; dark gray) treatment for three hours at CO_2_ concentrations of 0 ppm, 100 ppm, 400 ppm, and 1000 ppm. The quantification of starch and sugars was carried out with Megazyme assay kits and expressed as µmol per g fresh weight (FW) for glucose (**A**), fructose (**B**), and sucrose (**C**) and as mg per g FW for starch (**D**). SE, error bars (n = 5). Bars with different letters indicate significant differences with a *p*-value < 0.05 (ANOVA, Tukey HSD).

**Figure 5:**
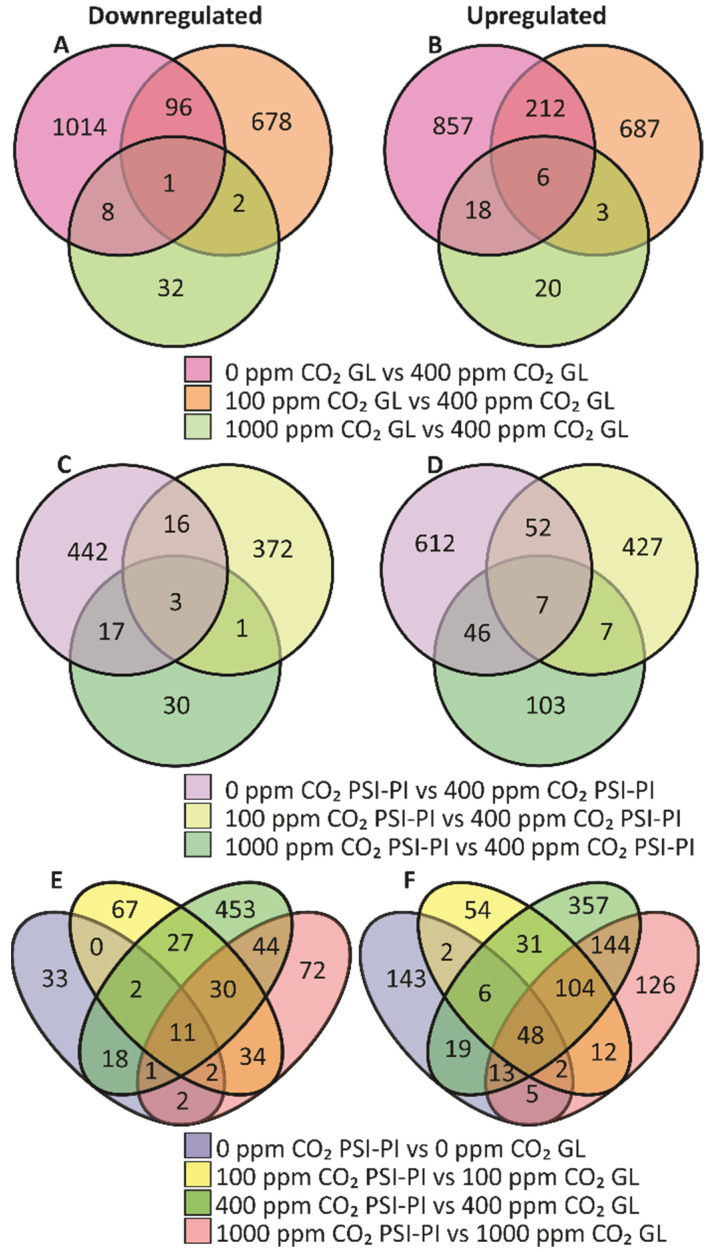
Venn diagrams of differentially expressed genes in plants treated either with growth light (GL) or with PSI photoinhibition (PSI-PI) at CO_2_ concentrations of 0 ppm, 100 ppm, 400 ppm, and 1000 ppm. Downregulation (**A**) and upregulation (**B**) of genes in leaves exposed to different CO_2_ concentrations at GL in comparison to plants exposed to 400 ppm (control) CO_2_. Downregulation (**C**) and upregulation (**D**) of genes in leaves exposed to PSI-PI treatment at different CO_2_ concentrations in comparison to plants exposed to PSI-PI treatment at 400 ppm CO_2_. Downregulation (**E**) and upregulation (**F**) of genes in leaves exposed to PSI-PI treatment at different CO_2_ concentrations in comparison to plants without PSI-PI treatment but at the same CO_2_ concentration. The genes with −1 ≥ log2 ≥ 1 expression fold change with respect to relative controls and with a *p*-value < 0.05 are included in the figure. The list of the genes is presented in the Table S1.

**Figure 6:**
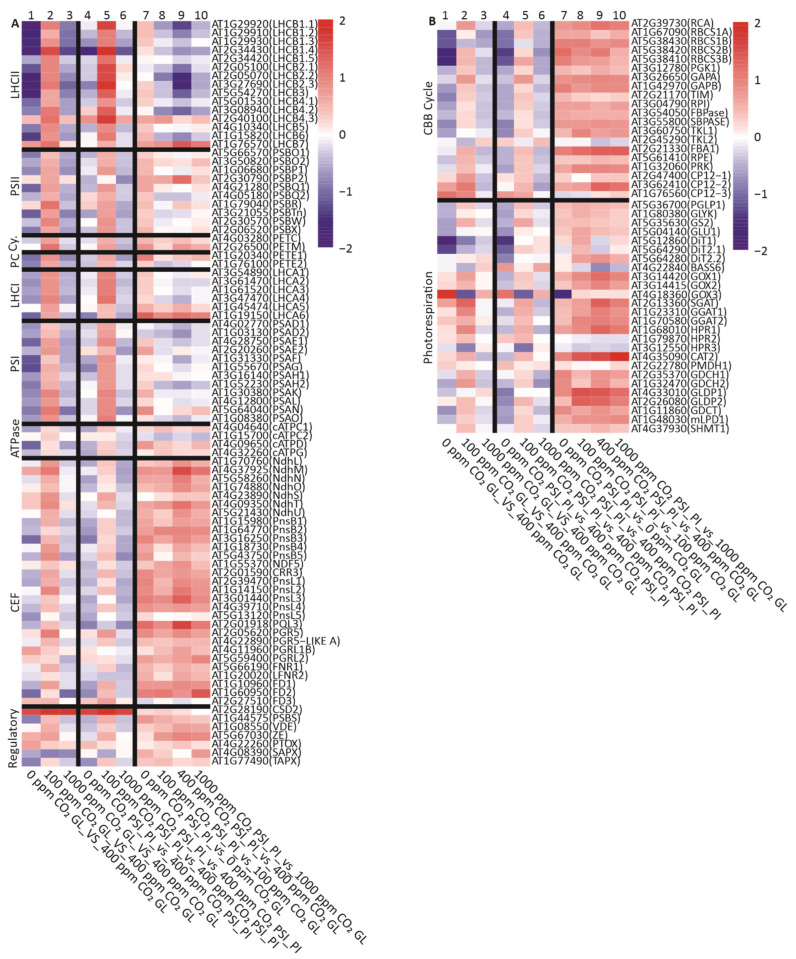
Differential expression of nuclear genes encoding proteins involved in (**A**) photosynthetic electron transport chain (PETC) and (**B**) Calvin–Benson–Basshan (CBB) cycle and photorespiration pathways. The heatmap shows the log2 values of differentially expressed genes in plants exposed to growth light (GL) and specific PSI photoinhibition (PSI-PI) treatment for three hours at various CO_2_ concentrations. The treatments compared in the columns are indicated under the figure. Columns: 1–3, changes induced by abnormal CO_2_ concentrations under constant growth light; 4–6, changes induced by abnormal CO_2_ concentrations in PSI-PI- treated plants; 7–10, changes induced by PSI-PI treatment at various CO_2_ concentrations indicated in the figure. The gene lists were compiled manually to include all nuclear genes encoding PETC subunits as well as CBB cycle and photorespiratory enzymes (Table S3). Cy.: Cyt*b*_6_*f*; PC: plastocyanin.

**Figure 8:**
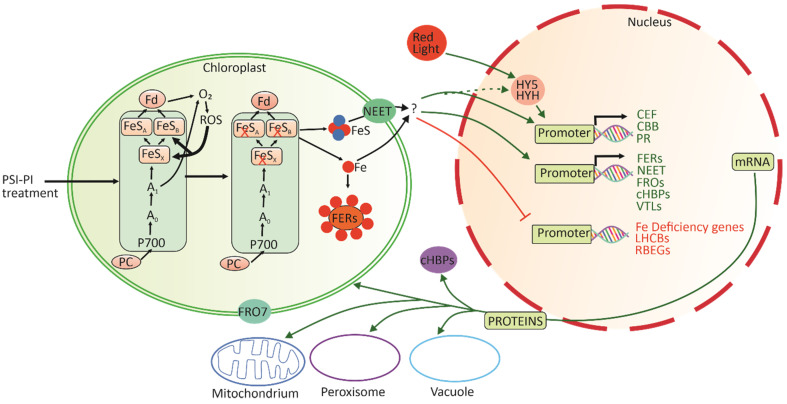
Scheme for the chloroplast retrograde signaling pathway controlling nuclear gene expression in PSI-photoinhibited leaves. PSI-PI treatment induces the accumulation of electrons on the acceptor side of PSI, which increases ROS production, followed by damage to FeS centers in PSI (FeS_A_, FeS_B_, FeS_X_). Damage to FeS centers may lead to the release of iron. Iron is scavenged by ferritins (FERs), but when the iron content exceeds the binding capacity of FERs, the rise in iron concentration initiates a retrograde signaling cascade, activating iron homeostasis genes responding to excess iron and repressing iron-deficiency genes. The signal also activates the genes encoding PSI-acceptor-side pathways, cyclic electron flow (CEF), the Calvin–Benson–Bassham (CBB) cycle, and photorespiration (PR). Alternatively, FeS centers may be released from the damaged PSI and transported to the cytosol via NEET protein, transferring the signal from the chloroplast to the nucleus. The mediators of the signaling cascade are unknown. Furthermore, the expression of CEF, CBB cycle, and PR genes may also be regulated by a combination of red-light-induced transcription factors like HY5 and HYH and Fe signaling.

**Table 1:** Differential expression of genes involved in flavonoid synthesis in response to CO_2_ deprivation. The log2 fold changes are presented in the columns (left to right): columns 1–3, changes induced by CO_2_ concentrations under constant growth light (GL); columns 4–6, changes induced by CO_2_ concentrations in PSI-PI-treated plants. Fold-change value is bolded when a *p* < 0.05.

				Log2 Fold Change					
Gene ID	Gene Name	Description		0 ppm CO_2_ GL vs. 400 ppm CO_2_ GL	100 ppm CO_2_ GL vs. 400 ppm CO_2_ GL	1000 ppm CO_2_ GL vs. 400 ppm CO_2_ GL	0 ppm CO_2_ PSI-PI vs. 400 ppm CO_2_ PSI-PI	100 ppm CO_2_ PSI-PI vs. 400 ppm CO_2_ PSI-PI	1000 ppm CO_2_ PSI-PI vs. 400 ppm CO_2_ PSI-PI
AT5G42800	*DFR*	Dihydroflavonol 4-reductase	Endoplasmic reticulum	**10.52**	−0.72	5.72	**8.55**	0.06	−0.22
AT5G17220	*GSTF12*	Glutathione S-transferase phi 12	Cytosol	**8.08**	−0.38	4.49	**6.8**	−0.18	0.6
AT5G54060	*UF3GT*	UDP-glucose:flavonoid 3-o-glucosyltransferase	Chloroplast	**7.97**	−2.74	4.28	**6.9**	0.25	1.51
AT3G29590	*AT5MAT*	HXXXD-type acyl-transferase family protein	Chloroplast	**7.71**	−0.7	3.33	**5.83**	−0.93	1.32
AT4G22880	*LDOX*	Leucoanthocyanidin dioxygenase	Nucleus	**7.03**	−0.43	2.2	**6.82**	−0.2	0.64
AT5G13930	*CHS*	Chalcone and stilbene synthase family protein	cytosol	**5.99**	−0.33	1.89	**4.54**	0.58	1.16
AT5G05270	*CHIL*	Chalcone-flavanone isomerase family protein	Chloroplast	**2.9**	0.89	0.59	**1.76**	1.37	0.63
AT1G66390	*MYB90*	Myb domain protein 90	Nucleus	**8.19**	0.3	6.25	**5.94**	−3.14	−1.52
AT4G09820	*TT8*	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein	Cytosol	**6.11**	−0.42	3.89	**5.24**	−0.39	1.47
AT5G41315	*GL3*	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein	Nucleus	**4.31**	1.92	2.88	**3.17**	−0.13	1.67
AT1G66370	*MYB113*	Myb domain protein 113	Nucleus	**4.23**	−2.88	0.73	**5.21**	−1.68	−1.4
AT2G37260	*TTG2*	WRKY family transcription factor family protein	Nucleus	**3.14**	1.66	1.3	**1.9**	0.75	0
AT1G56650	*MYB75*	Production of anthocyanin pigment 1	Nucleus	**3.09**	−1.04	1.34	**2.99**	−1.21	0.75
AT1G66380	*MYB114*	Myb domain protein 114	Nucleus	**3.01**	−3.1	0.87	**4.97**	0.85	2.17
AT2G47190	*MYB2*	Myb domain protein 2	Nucleus	**2.66**	0.31	0.4	**1.09**	−0.38	0.48
AT5G56840	*AT5G56840*	Myb-like transcription factor family protein	Nucleus	**2.2**	0.18	1.1	**1.1**	0.41	0.55
AT3G06490	*MYB108*	Myb domain protein 108	Nucleus	**1.94**	−0.32	0.73	**2.25**	−0.09	0.42
AT1G52880	*NAM*	NAC (No Apical Meristem) domain transcriptional regulator superfamily protein	Nucleus	**1.69**	0.56	0.59	**1.35**	0.11	−0.1
AT1G77450	*NAC032*	NAC domain-containing protein 32	Nucleus	**1.53**	0.6	−0.03	**1.89**	0.12	0.22
AT2G16720	*MYB7*	Myb domain protein 7	Nucleus	**1.34**	−0.23	0.38	**2.03**	0.08	0.78

**Table 2:** Differential expression of iron metabolism genes in leaves exposed to PSI photoinhibition (PSI-PI) treatment. The fold-change columns show log2 fold changes induced by PSI-PI treatment versus growth light (GL) treatment at different CO_2_ concentrations indicated in the table. Fold-change value is bolded when *p* < 0.05.

				Log2 Fold Change			
Gene ID	Gene Name	Description	Localization	0 ppm CO_2_ PSI-PI vs. 0 ppm CO_2_ GL	100 ppm CO_2_ PSI-PI vs. 100 ppm CO_2_ GL	400 ppm CO_2_ PSI-PI vs. 400 ppm CO_2_ GL	1000 ppm CO_2_ PSI-PI vs. 1000 ppm CO_2_ GL
AT3G56090	*FER3*	Ferritin 3	Chloroplast	**2.69**	**1.93**	**2.34**	**3.05**
AT5G01600	*FER1*	Ferretin 1	Chloroplast	**2.21**	**1.67**	**2.51**	**4.69**
AT5G51720	*NEET*	2Fe−2S cluster binding protein	Chloroplast	**1.91**	**1.14**	**1.38**	**1.97**
AT2G40300	*FER4*	Ferritin 4	Chloroplast	**1.37**	**0.86**	**1.15**	**2.15**
AT3G49160	*AT3G49160*	Expression of the gene is downregulated in the presence of paraquat, an inducer of photooxidative stress. Downregulated by Fe deficiency.	Chloroplast?	**1.32**	**1.67**	**1.64**	**3.52**
AT5G17170	*ENH1*	Enhancer of SOS3-1/rubredoxin family protein	Chloroplast?	**1.27**	**1.02**	**1.36**	**1.55**
AT1G17100	*cHBP1*	Cytosolic heme-binding protein 1	Cytoplasm?	**1.04**	**1.39**	**1.81**	**1.76**
AT1G01590	*FRO1*	Ferric reduction oxidase 1	Plasma membrane	1.02	0.83	**2.31**	**1.1**
AT1G76800	*VTL2*	Vacuolar iron transporter (VIT) family protein	Vacuolar membrane	**0.76**	**1.09**	**0.87**	**1.61**
AT5G49740	*FRO7*	Ferric reduction oxidase 7	Chloroplast envelope	**0.66**	**1.13**	**1.83**	**1.97**
AT5G49730	*FRO6*	Ferric reduction oxidase 6	Plasma membrane	0.64	0.66	**1.88**	**1.46**
AT1G78450	*cHBP3*	Cytosolic heme-binding protein 3	Cytoplasm?	**0.63**	**0.77**	**1.56**	**0.89**
AT1G21140	*VTL1*	Vacuolar iron transporter (VIT) family protein	Vacuolar membrane	0.59	**1.07**	**0.57**	**1.49**
AT2G37970	*cHBP2*	Cytosolic heme-binding protein 2	Cytoplasm?	0.25	**0.78**	**1.07**	**1.35**
AT2G28160	*bHLH029*	basic helix-loop-helix, FER-like regulator of iron uptake	Nucleus	−0.6	**−0.86**	**−1.05**	**−0.96**
AT5G04150	*BHLH101*	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein, response to Fe deficiency	Nucleus	**−2.01**	−1.82	−0.67	**−3.51**
AT3G56360	*AT3G56360*	Hypothetical protein, response to Fe deficiency	Plastid?	**−2.44**	**−1.99**	**−2.43**	**−3.03**
AT2G30766	*FEP1*	FE-uptake-inducing peptide 1, response to Fe deficiency	Cytoplasm or nucleus	**−3.28**	**−3.66**	**−4.49**	**−4.92**
AT1G47395	*FEP2*	Fe-uptake-inducing peptide 2, response to Fe deficiency	Cytoplasm or nucleus?	−3.7	−1.57	−4.33	**−4.82**
AT1G13609	*DEFL*	Defensin-like (DEFL) family protein, response to Fe deficiency	?	−4.04	−3.1	−4.54	**−8.96**
AT2G14247	*IRP3*	Iron-responsive protein 3	Chloroplast	−4.45	−4.05	**−6.09**	**−8.79**
AT5G05250	*AT5G05250*	Hypothetical protein, response to Fe deficiency	?	**−5.1**	**−5.9**	**−6.36**	**−6.31**

**Table 3:** Differential expression of light-signaling genes in leaves exposed to PSI photoinhibition (PSI-PI) treatment. The fold-change columns show log2 fold changes induced by PSI-PI treatment versus growth light (GL) treatment at different CO_2_ concentrations indicated in the table. Fold-change value is bolded when *p* < 0.05.

				Log2 Fold Change			
Gene ID	Gene Name	Description	Localization	0 ppm CO_2_ PSI-PI vs. 0 ppm CO_2_ GL	100 ppm CO_2_ PSI-PI vs. 100 ppm CO_2_ GL	400 ppm CO_2_ PSI-PI vs. 400 ppm CO_2_ GL	1000 ppm CO_2_ PSI-PI vs. 1000 ppm CO_2_ GL
AT5G11260	*HY5*	Long hypocotyle 5, bZIP transcription factor	Nucleus	**1.96**	**2.03**	**2.53**	**2.07**
AT3G17609	*HYH*	HY5-homolog	Nucleus	**1.69**	**2.06**	**2.27**	**2.55**
AT3G02380	*COL2*	CONSTANS-like 2	Nucleus	**1.49**	**1.65**	**2.23**	**1.71**
AT2G24540	*AFR*	Attenuated far-red response	Cytoplasm?	**1.36**	**1.9**	**2.29**	**2.09**
AT5G18404	*AT5G18404*	Small protein, response to red or far-red light	Nucleus	**1.36**	**1.06**	**1.66**	**1.14**
AT5G24120	*SIG5*	Sigma factor 5, regulation of plastid genes	Chloroplast	**1.02**	**2.04**	**2.46**	**1.89**
AT3G62090	*PIF6/PIL2*	Phytochrome interacting factor 3-like 2	Nucleus	0.04	−1.39	−0.57	**−1.54**
AT1G10657	*RPGE4*	Repressor of photosynthetic genes 4	Nucleus	−0.06	−0.65	**−1.29**	−0.25
AT3G56710	*SIB1*	Sigma factor binding protein 1	Chloroplast	−0.16	−0.74	**−1.47**	**−0.83**
AT3G55240	*RPEG3*	Repressor of photosynthetic genes 3	Nucleus	**−1.1**	**−2.28**	**−2.38**	**−1.94**
AT5G02580	*RPGE1*	Repressor of photosynthetic genes 1	Nucleus	**−2**	**−2.69**	**−2.39**	**−2.68**
AT2G46970	*PIF2/PIL1*	Phytochrome-interacting factor 3-like 1	Nucleus	**−2.28**	**−2.66**	**−2.5**	**−2.56**

## Data Availability

Raw data files and count datasets generated for this study are stored in NCBI’s Gene Expression Omnibus (GEO) with the accession code GSE242125.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/antiox12111902/s1: Figure S1. Stomatal aperture in control plant leaves and in leaves treated with PSI photoinhibition light regime for three hours. Figure S2. The number of differentially expressed genes (DEGs) in both control (GL) and PSI-PI-treated plants at indicated CO_2_ concentrations. Figure S3. Localization of the enzymes in Calvin–Benson–Bassham (CBB) cycle and photorespiration pathway in leaves exposed to PSI photoinhibition. Figure S4. Differential expression of genes involved in starch and sucrose metabolism in *Arabidopsis*. Figure S5. Differential expression of NO-responsive genes in leaves exposed to PSI photoinhibition at various CO_2_ concentrations. Figure S6. Comparison of the gene expression in plants exposed to PSI photoinhibition treatment (PSI-PI) with that in plants exposed to high-light (HL) treatment. Figure S7. Differential expression (log2 values) of *Arabidopsis* nuclear genes encoding (A) photosynthetic electron transport chain (PETC) components, including cyclic electron flow (CEF) components, and (B) Calvin–Benson–Bassham (CBB) cycle and photorespiratory components in leaves exposed to chemical or environmental treatments indicated above the columns. Table S1. Differentially expressed genes in *Arabidopsis* thaliana leaves treated with either growth light (GL) or with PSI photoinhibition light regime (PSI-PI) at various CO_2_ concentrations. Table S2. Significantly enriched Gene Ontology (GO) terms among the differentially expressed genes (DEGs) in leaves illuminated under growth light (GL) or with PSI photoinhibition light regime (PSI-PI) at various CO_2_ concentrations. Table S3. The lists of nuclear genes used to construct the heatmaps presented in the article. References [33,60,61,62,107] are cited in the supplementary materials.

# Supplementary material for: PSI Photoinhibition and Changing CO2 Levels Initiate Retrograde Signals to Modify Nuclear Gene Expression
**Source:** Antioxidants (Basel). 2023 Oct 24;12(11):1902. doi: 10.3390/antiox12111902
**Supplement:** Supplementary file 1

**Supplementary Materials**

Mehmet Kılıç, Ville Käpylä, Peter J. Gollan, Eva-Mari Aro, and Eevi Rintamäki (2023). PSI photoinhibition and changing CO_2_ levels initiate retrograde signals to modify nuclear gene expression.

**Supplementary Figures**

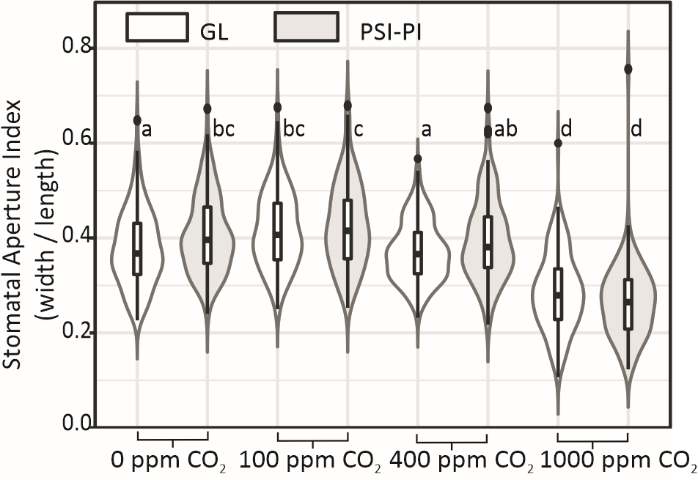

**Figure S1.** Stomatal aperture in control plant leaves (GL; white) and in leaves treated with PSI photoinhibition light regime for three hours (PSI-PI; light grey). After light treatment the abaxial side of leaves was immediately imprinted, and the imprints subsequently examined and imaged under microscope with 40X magnification. Leaf stomatal apertures (n= 25-40 per leaf) were measured using the Fiji image analysis software. Stomatal aperture index (SAI, stomatal width / length) is presented as violin plots with boxplots included inside the data. Bars with different letters indicate significant differences with a p-value < 0.05 (ANOVA, Tukey-HSD).

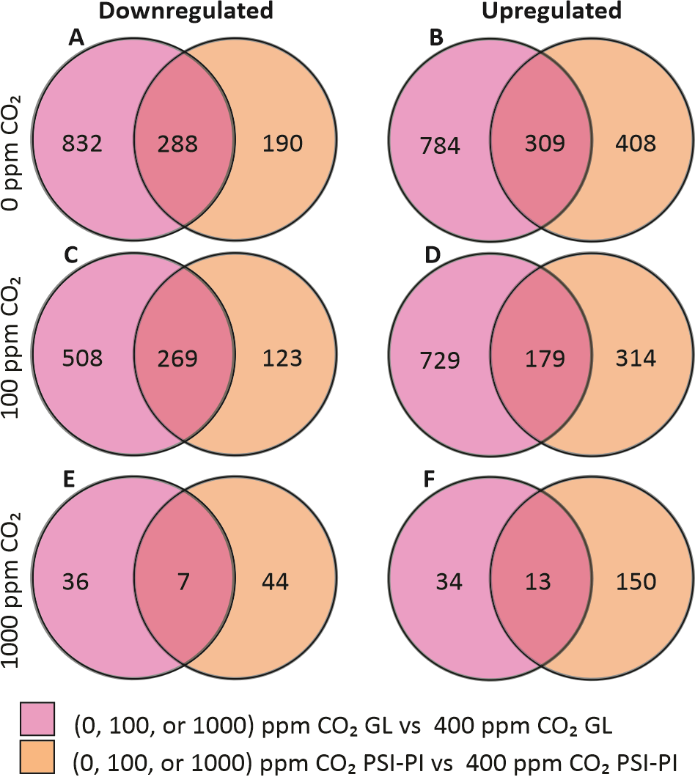

**Figure S2.** The number of the differentially expressed genes (DEGs) both in control (GL) and PSI-PI-treated plants under indicated CO_2_ concentrations. Plants were treated either with growth light (GL, pink) or with PSI photoinhibition light regime (PSI-PI, orange) under CO_2_ concentrations of 0 ppm, 100 ppm, 400 ppm, and 1000 ppm. Venn diagrams were constructed by comparison of differentially expressed genes; **(A)** downregulated under 0 ppm CO_2_, **(B)** upregulated under 0 ppm CO_2_, **(C)** downregulated under 100 ppm CO_2_, **(D)** upregulated under 100 ppm CO_2_, **(E)** downregulated under 1000 ppm CO_2_, **(F)** upregulated under 1000 ppm CO_2_, at GL without PSI-PI treatment (pink) or in leaves treated with PSI-PI (orange) versus corresponding treatment at atmospheric 400 ppm CO_2_. The genes with -1 ≥ log2 ≥ 1 fold change and a p-value < 0.05 were included in the figure. The list of the genes is presented in Table S1.

**
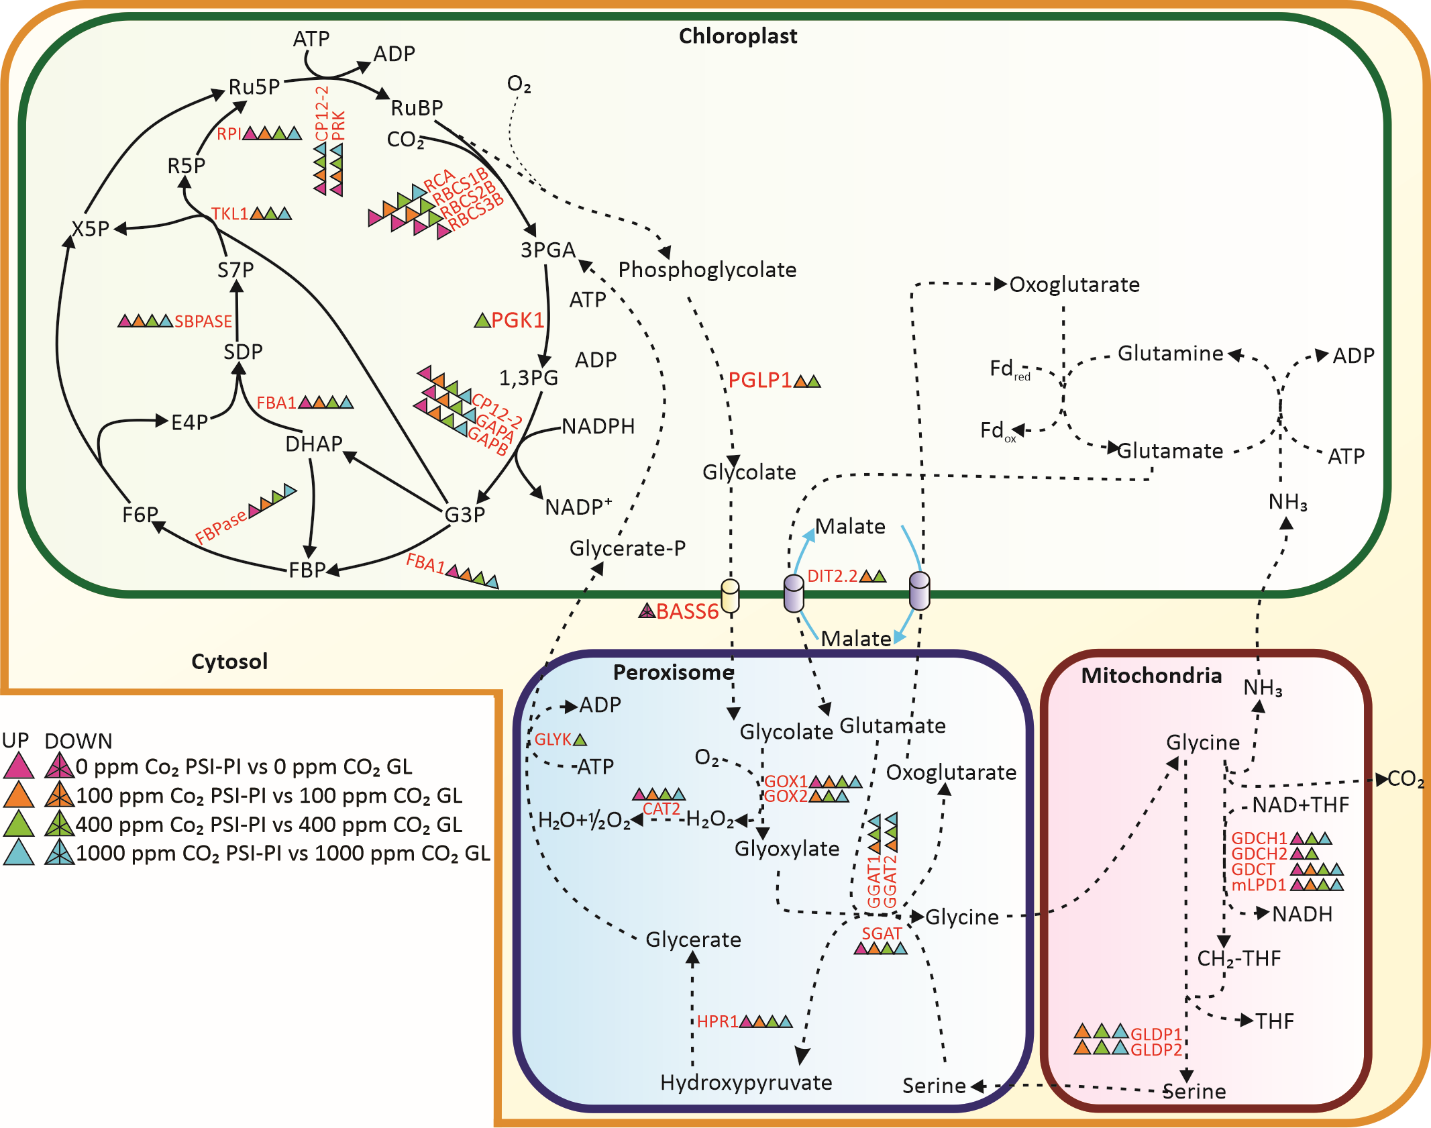
**

**Figure S3.** Localization of the enzymes in Calvin-Benson-Basham (CBB) cycle and photorespiration pathway in leaves exposed to PSI photoinhibition. The leaves were treated in growth light (GL) or exposed to PSI photoinhibition light regime (PSI-PI) treatment under various CO_2_ concentrations. The genes with -0.5 ≥ log2 ≥ 0.5 fold change and a p-value < 0.05 were collected in the figure. CBB cycle reactions are shown with solid black arrows, while photorespiration reactions are shown with black dashed line. Cyan arrows indicate malate valve. Non-crossed shapes indicate up regulation and crossed shapes indicate down regulation of the gene expression. Full name of the genes, see Table S3.

**
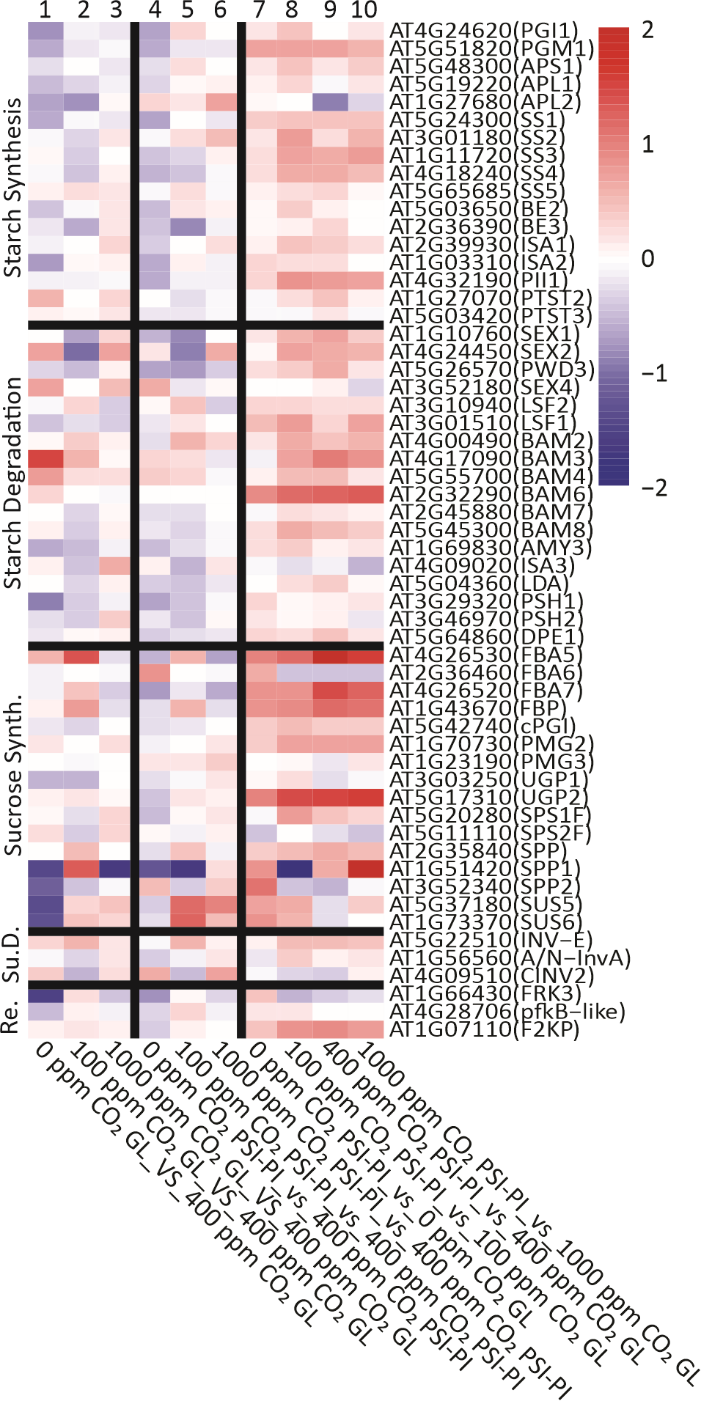
**

**Figure S4.** Differential expression of genes involved in starch and sucrose metabolism of Arabidopsis. The heatmap shows log2 values of differentially expressed genes in plants exposed to growth light (GL) and PSI photoinhibition light regime (PSI-PI) for three hours under various CO_2_ concentrations. The treatments compared in the columns are indicated under the figure. The gene lists for starch synthesis and degradation sucrose synthesis and degradation (Ashburner et al., 2000; Mi et al., 2019) including also regulatory genes, are collected manually and presented in Table S3. The columns: 1-3; changes induced by CO_2_ concentrations at growth light, 4-6; changes induced by CO_2_ concentrations in PSI-PI treated plants, 7-10; changes induced by PSI-PI treatment. Su.D.: Sucrose degradation, Re.: Regulation.

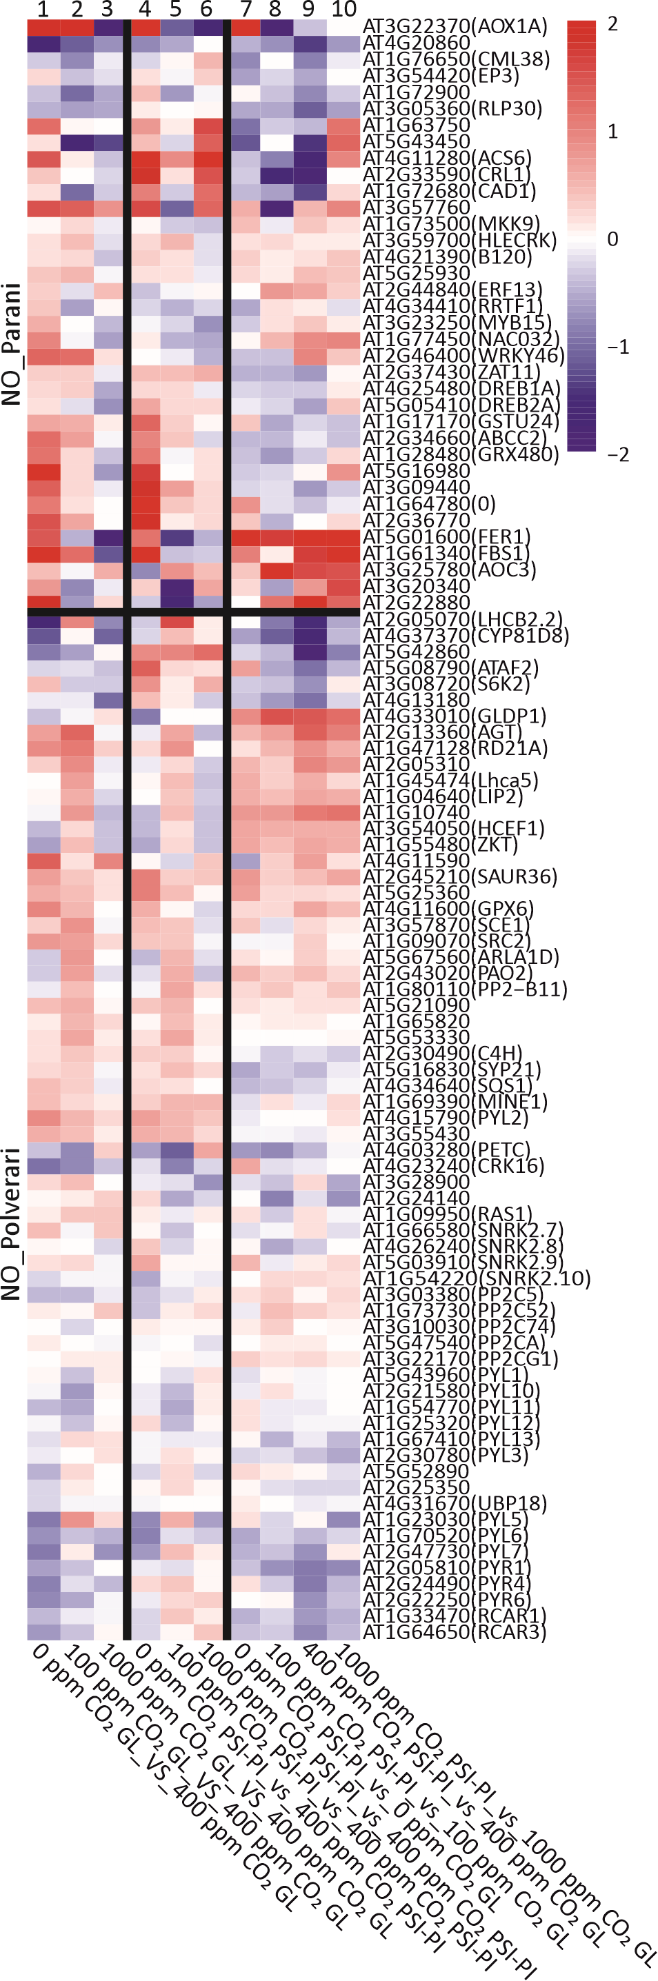

**Figure S5.** Differential expression of NO responsive genes in leaves exposed to PSI photoinhibition at various CO_2_ concentrations. The genes reported to be upregulated in response to nitric oxide (NO) treatment (Parani et al., 2004; Polverari et al., 2003) were included in the analysis (Table 3). The heatmap shows log2 values of differentially expressed genes in plants exposed to PSI photoinhibition for three hours under various CO_2_ concentrations. The treatments compared in the columns are indicated under the figure. The columns: 1-3; changes induced by CO_2_ concentrations at constant growth light, 4-6; changes induced by CO_2_ concentrations in PSI-PI treated plants, 7-10; changes induced by PSI-PI treatment.

**
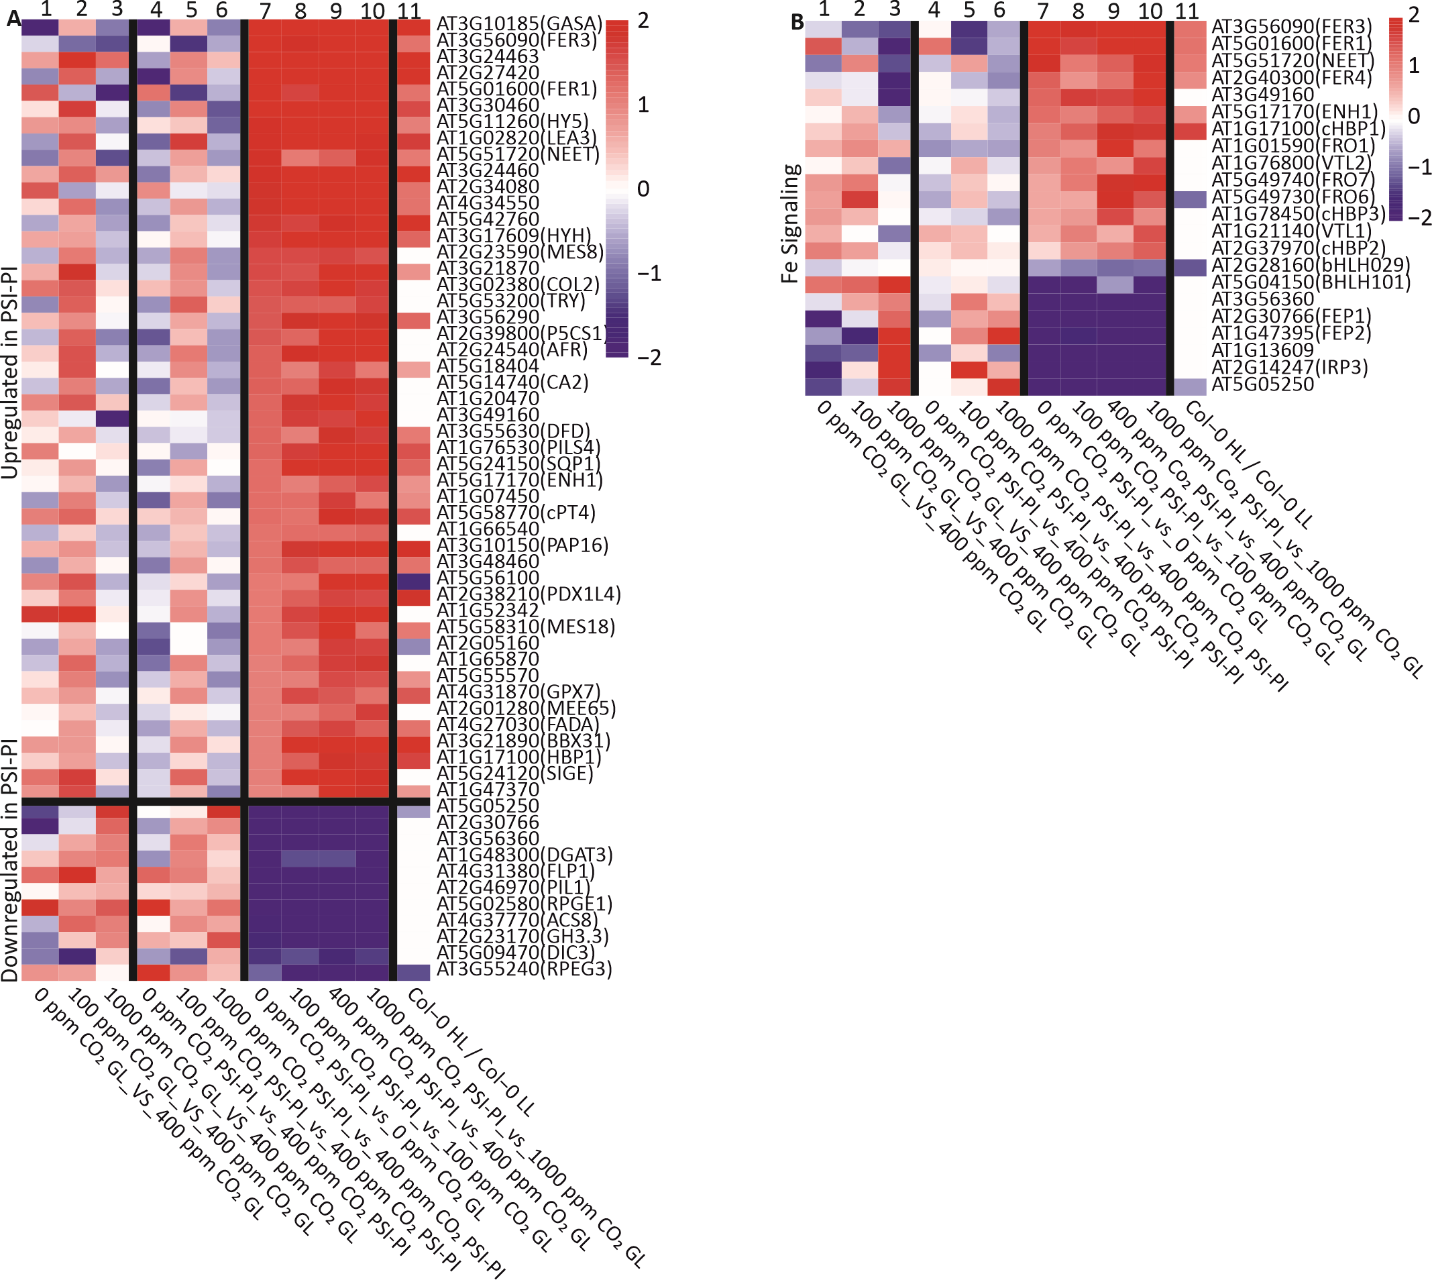
**

**Figure S6.** Comparison of the gene expression in plants exposed to PSI photoinhibition treatment (PSI-PI) with the plants exposed to high light (HL) treatment. **(A)** Expression of the genes that were strongly differentially expressed in leaves after PSI-PI treatment (columns 1 to 10, Table S1) or in leaves exposed to HL for 3.5 hours (column 11). **(B)** Expression of the Fe homeostasis genes that were strongly differentially expressed in leaves after PSI-Pi treatment (Table 2) (columns 1 to 10) or in leaves exposed to HL for 3.5 hours (column 11). The HL gene expression data has been taken from Alvarez-Fernandez et al. (2021), where Arabidopsis plants grown under 150 μmol photons m^-2^ sec^-1^ (LL) were exposed to 1100 μmol photons m^-2^ sec^-1^ (HL) for 3.5 hours. The treatments compared in the columns are indicated under the figure. The columns: 1-3; Log2 fold changes induced by CO_2_ concentrations at constant growth light, 4-6; Log2 fold changes induced by CO_2_ concentrations in PSI-PI treated plants, 7-10; Log2 fold changes induced by PSI-PI treatment, 11; Log2 fold changes induced by HL (Col-0 HL/Col-0 LL).

**
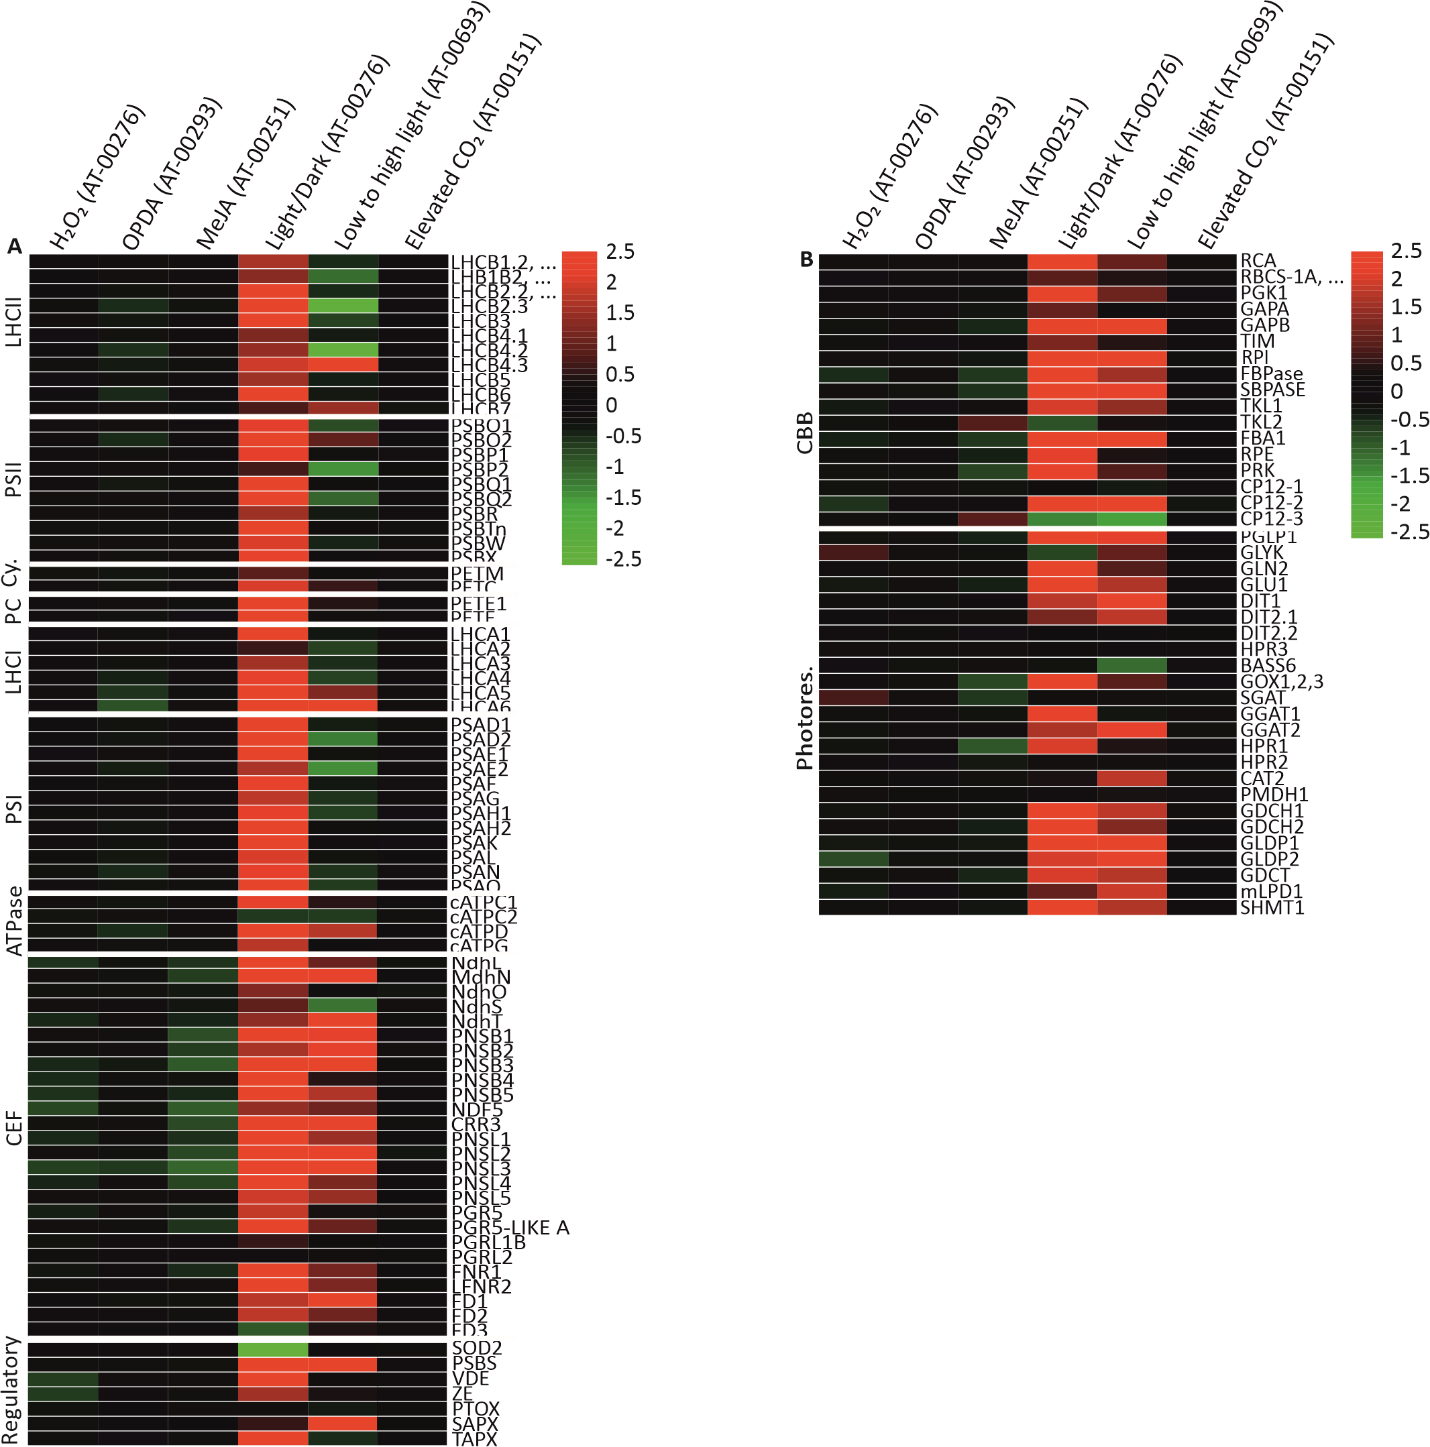
**

**Figure S7.** Differential expression (log2 values) of Arabidopsis nuclear genes encoding **(A)** photosynthetic electron transport chain (PETC) including cyclic electron flow (CEF) components, and **(B)** Calvin-Benson-Basham (CBB) cycle and photorespiratory components in leaves exposed to chemical or environmental treatments indicated above the columns. The experiments tested are indicated by the accession number in Genevestigator database. H_2_O_2_ study **(AT-00185):** Col-0 seedlings, treated with 20 mM hydrogen peroxide for 1 hour versus non treated seedlings. 12-oxo-phytodienoic acid (OPDA) study (**AT-00293):** Col-0 plant samples, treated with OPDA for 4h versus Col-0 plant samples treated with 0.5% methanol in water for 4h. Methyl jasmonate (MeJA) study (**AT-00251):** Col-0 samples treated with 0.5% solution of MeJA (6h) versus mock (6h) treated Col-0 samples. Light/Dark study **(AT-00276):** seven-day-old light grown wild type (Col-0) seedlings versus seven-day-old dark grown wild type (Col-0) seedlings. Low to high light study (**AT-00693):** Rosette samples of Col-0 plants grown on soil for 21 day under short day standard intensity light conditions (100 µmol m-2 s-1) were shifted to low light (8 µmol m-2 s-1) for 10 days, and then shifted to high light (800 µmol m-2 s-1) for 6h versus rosette samples of Col-0 plants grown like described above but kept at low light (8 µmol m-2 s-1) for 6 hours . Elevated CO_2_ study (**AT-00151):** Mature leaf samples from four-week-old Col-0 plants were treated with elevated CO_2_ (750 ppm) versus mature leaf samples from four-week-old Col-0 plants treated with ambient CO_2_ for 24h.

**References**

Alvarez-Fernandez, R., Penfold, C. A., Galvez-Valdivieso, G., Exposito-Rodriguez, M., Stallard, E. J., Bowden, L., Moore, J. D., Mead, A., Davey, P. A., Matthews, J. S. A., Beynon, J., Buchanan-Wollaston, V., Wild, D. L., Lawson, T., Bechtold, U., Denby, K. J., & Mullineaux, P. M. (2021). Time-series transcriptomics reveals a BBX32-directed control of acclimation to high light in mature *Arabidopsis* leaves. *The Plant Journal*, *107*, 1363–1386. https://doi.org/10.1111/TPJ.15384

Ashburner, M., Ball, C. A., Blake, J. A., Botstein, D., Butler, H., Cherry, J. M., Davis, A. P., Dolinski, K., Dwight, S. S., Eppig, J. T., Harris, M. A., Hill, D. P., Issel-Tarver, L., Kasarskis, A., Lewis, S., Matese, J. C., Richardson, J. E., Ringwald, M., Rubin, G. M., & Sherlock, G. (2000). Gene ontology: tool for the unification of biology. *Nature Genetics*, *25*, 25–29. https://doi.org/10.1038/75556

Mi, H., Muruganujan, A., Ebert, D., Huang, X., & Thomas, P. D. (2019). PANTHER version 14: more genomes, a new PANTHER GO-slim and improvements in enrichment analysis tools. *Nucleic Acids Research*, *47*, D419–D426. https://doi.org/10.1093/NAR/GKY1038

Parani, M., Rudrabhatla, S., Myers, R., Weirich, H., Smith, B., Leaman, D. W., & Goldman, S. L. (2004). Microarray analysis of nitric oxide responsive transcripts in *Arabidopsis*. *Plant Biotechnology Journal*, *2*, 359–366. https://doi.org/10.1111/J.1467-7652.2004.00085.X

Polverari, A., Molesini, B., Pezzotti, M., Buonaurio, R., Marte, M., & Delledonne, M. (2003). Nitric oxide-mediated transcriptional changes in *Arabidopsis thaliana*. *Molecular Plant-Microbe Interactions*, *16*, 1094–1105. https://doi.org/10.1094/MPMI.2003.16.12.1094

How the deposited data were processed for this re-analysis (not part of the article)

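RNA from leaves of wild-type Arabidopsis was sequenced after 3 h at 0, 100, 400 or 1000 ppm CO2 in growth light (GL) or under the PSI-PI treatment, with 4 biological replicates in each of the 8 groups (32 samples).

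The authors quantified the reads with Salmon v0.12 on the TAIR10 cDNA sequences, summed them to genes with tximport and analysed them with DESeq2. The per-sample signal values deposited by the authors are called counts in the name of the deposited data, but 95.0% of them were not whole numbers and the median ratio of each sample to the geometric mean over samples was 1.0093 in all 32 samples, so they were taken as normalized counts. The log2 fold changes deposited by the authors come from their DESeq2 comparisons of the groups. The p-values deposited by the authors belong to the same DESeq2 comparisons, and 844 to 3760 genes have none.

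The plan was made for whole read counts, and the quasi-likelihood test of edgeR with TMM normalization set in it was not used. Since the deposited values are normalized and the whole reads were not recovered, limma 3.58.1 in R 4.3.3 was used on log2 of the normalized count plus 1 (lmFit and eBayes with a mean-variance trend), without a further normalization. Genes with fewer than 10 normalized counts over all samples together were left out, which removed 56 of 21525 genes and left 21469. All samples were fitted in 1 model of the group means (24 residual degrees of freedom). DEGs had an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p-value under 0.05, two-sided. Adjusted p-values were used because the methods of the paper do not say whether its p-value was adjusted. The 3 interaction contrasts asked whether the difference between PSI-PI and GL at 0, 100 and 1000 ppm differs from that at 400 ppm, at an adjusted p-value under 0.05 alone.

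The totals of the normalized counts were 18494378 to 31211055 per sample. The approximate number of reads, from the most frequent low value of each sample taken as 1 read, was 19301088 to 24396046 with a median of 23240380.5, and the lowest value above 0 was 0.363. The added 1 tends to make the log2 fold changes of genes with low counts smaller. The steps were tested on simulated data. Of 200 changed genes, 172 (86%) were called in a contrast of 2 groups and 150 (75%) in an interaction. Unchanged genes were called 3 and 4 times. Each simulated gene had the same spread in all groups, and genes varied independently within a leaf. In the real data the median SD was 0.283 and 0.354 at 0 ppm against 0.156 and 0.187 at 400 ppm, in GL and PSI-PI. The simulation therefore does not tell how many false calls such unequal spread gives.

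Gene lists were taken from Table S3 of the paper. The score of a list was the mean log2 value of its genes in a leaf, and groups were compared with an exact two-sided permutation test over 70 assignments. The 22 lists in 10 contrasts made 220 tests, and the smallest possible exact p of 0.0286 became 0.0952 after adjustment over them. Lists were also tested against all other genes with camera from limma. Its default preset correlation between the genes of a list was used and not one estimated from the leaves. The p-values of camera therefore do not measure the spread between leaves. Of the 21525 identifiers, 21340 are in the table of reference genes, and 153 gene names belong to more than 1 identifier, so genes were matched by identifier. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

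The genes named in the text were every gene of Tables 1 to 3, every gene its results or discussion name, also by the protein or complex it encodes (such as the NDH genes), and for each contrast at most the 3 DEGs with the largest rise and the 3 with the largest fall, among those with a mean of at least 10 normalized counts in 1 of the groups and no overlap between the groups. Genes outside this rule are said to have been named after their values were seen.

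Alternatives set before the data were examined were no filter on counts, an adjusted p-value without a minimum fold change, an unadjusted p-value, a fit of only the 8 samples of a contrast, the replicate number as a block, each leaf left out in turn, and camera with and without the replicate block. Alternatives added after the files were seen were a pseudocount of 0.5 or 5 in place of 1, quantile normalization, values of at least 10 in at least 4 samples (18835 genes), no variance trend, and for single genes no filter on counts and the log2 ratio of the group means. Enrichment of gene ontology terms, photosynthesis measurements, sugar contents and microscopy were not analysed here.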

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

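A leaf is listed here when its gap to the nearest leaf of its group took most of the range of the group, past the 95% critical value of Dixon, which chance gives in 5% of groups. Of 464 comparisons 51 were past it, where 23.2 would be by chance, with 9 of 58 at 0 ppm GL and 11 at 1000 ppm GL, where 2.9 would be by chance, and 4 to 6 in each other group. The tests of depth for the anthocyanin genes, the Fe genes and replicate 1 of the 1000 ppm GL group, those of an exchange of that leaf, and those of a scaling factor, with the regrouping and the sign changes of residuals for the interaction, were chosen only after the result was seen.

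Anthocyanin genes stood apart in single leaves. The values are DFR in replicate 2 of the 0 ppm GL group (7678 against 15.0 to 326, ratio 0.959), DFR in replicate 4 of the 1000 ppm GL group (277 against 0 to 17.1, ratio 0.938) and DFR in replicate 1 of the 0 ppm PSI-PI group (2797 against 2.06 to 332, ratio 0.882). At other genes or levels they are CHS in replicate 2 of the 0 ppm GL group (11262 against 51.4 to 1165, ratio 0.901), CHS in replicate 1 of the 0 ppm PSI-PI group (3620.1 against 65.9 to 472, ratio 0.886) and CHS in replicate 2 of the 400 ppm PSI-PI group (119 against 18.9 to 26.8, ratio 0.921). Further values are MYB90 in replicate 4 of the 1000 ppm GL group (72.8 against 0 to 6.93, ratio 0.905), MYB90 in replicate 2 of the 400 ppm PSI-PI group (30.7 against 0, ratio 1.0) and TT8 in replicate 2 of the 0 ppm GL group (108 against 4.29 to 8.91, ratio 0.956). To these come TT8 in replicate 4 of the 1000 ppm GL group (19.5 against 1.73 to 3.29, ratio 0.912) and TT8 in replicate 1 of the 0 ppm PSI-PI group (64.1 against 0.854 to 8.21, ratio 0.884). Mislabelling was tested by correlation, and replicate 2 of the 0 ppm GL group and replicate 1 of the 0 ppm PSI-PI group each correlated more with their own group than with any other, by at least 0.0025. The median deviation of all genes from the group was -0.001 and 0.006 on the log2 scale, but the authors' normalization centres this median in every sample (-0.009 to 0.015 over all 32) and it tests nothing. A fault in the scaling factor of a leaf moves all its genes by 1 ratio. All genes were divided by the ratio that brings DFR to the nearest leaf of the group. Then 99.4% and 98.4% of the genes with a mean of at least 10 would lie under every other leaf. In centred values such a division gives a high share by itself, so it does not decide on such a fault. The approximate reads of the 0 ppm GL leaf were 22820049, outside the 19301088 to 21495892 of its group, and those of the 0 ppm PSI-PI leaf 21267919, within the 20146165 to 23958281 of its group. The reads of the GL leaf were 1.062 times those of the nearest leaf and its DFR 23.6 times, so a difference in depth of this size does not account for it. Without the GL leaf 14 of 19 genes of Table 1 were still called at 0 ppm in GL, and without the PSI-PI leaf 5 of 16 in PSI-PI, so 1 leaf carries most of the calls there. Replicate 4 of the 1000 ppm GL group correlated more with its own group than with any other (a difference of 0.0018) and its reads of 22920503 lay under those of the other leaves of its group. Replicate 2 of the 400 ppm PSI-PI group correlated less with its own group than with the 1000 ppm PSI-PI group (a difference of -0.0002) and its reads of 23899900 lay within those of the other leaves of its group. GC content and contamination were not tested, and no biological explanation was tested.

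Some values stood apart where a leaf held a few counts and the others fewer or none. These are MYB90 in replicate 1 of the 100 ppm GL group (1.10 against 0, ratio 1.0), MYB90 in replicate 2 of the 400 ppm GL group (0.917 against 0, ratio 1.0) and MYB90 in replicate 3 of the 100 ppm PSI-PI group (3.40 against 0, ratio 1.0). The same holds for TT8 in replicate 3 of the 100 ppm GL group (1.25 against 0, ratio 1.0), TT8 in replicate 4 of the 100 ppm PSI-PI group (1.19 against 0, ratio 1.0) and TT8 in replicate 2 of the 400 ppm PSI-PI group (1.80 against 0, ratio 1.0). This also applies to IRP3 in replicate 4 of the 1000 ppm PSI-PI group (0.959 against 0, ratio 1.0). Of these leaves, replicate 4 of the 1000 ppm PSI-PI group and replicate 2 of the 400 ppm PSI-PI group correlated more with another group than with their own. The reads of replicate 3 of 100 ppm GL and replicate 4 of 1000 ppm PSI-PI lay outside the range of the other leaves of the group, as they do for 2 of any 4 leaves. A difference of a few reads is enough to give these values, and no biological explanation was tested.

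Fe genes stood apart in replicate 4 of GL groups and in other leaves. The values are FER4 in replicate 1 of the 0 ppm PSI-PI group (1619.8 against 1294 to 1336, ratio 0.872), FEP1 in replicate 4 of the 400 ppm GL group (629 against 60.2 to 139, ratio 0.862) and IRP3 in replicate 1 of the 0 ppm GL group (16.2 against 0, ratio 1.0). Others are IRP3 in replicate 4 of the 100 ppm GL group (54.2 against 0 to 3.78, ratio 0.930) and IRP3 in replicate 4 of the 400 ppm GL group (42.2 against 0.944 to 5.53, ratio 0.889). Replicate 4 of the 100 and 400 ppm GL groups correlated more with its own group than with any other, by at least 0.0015, and the median deviation of all genes was -0.004 and 0.001, which tests nothing since the values are centred. Brought to the nearest leaf at IRP3, these 2 leaves would have 99.8% and 99.9% of genes under every other leaf of the group. In centred values these shares are high by themselves, so they do not decide on a fault in the scaling factor. Approximate reads were 24067836 at 100 ppm, outside the 21202128 to 23468316 of the group, and 22829252 at 400 ppm, within 22703803 to 23802142. At 100 ppm the reads were 1.026 times those of the nearest leaf and IRP3 14.3 times, so a difference in depth of this size does not account for it. Replicate 1 of the 0 ppm GL group correlated more with its own group than with any other (a difference of 0.0006) and its reads of 19301088 lay under those of the other leaves of its group. Replicate 1 of the 0 ppm PSI-PI group correlated more with its own group than with any other (a difference of 0.0025) and its reads of 21267919 lay within those of the other leaves of its group. GC content and contamination were not tested, and no biological explanation was tested.

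Replicate 1 of the 1000 ppm GL group stood apart in list scores and totals. The values are total value in replicate 1 of the 1000 ppm GL group (20978630.0 against 18494378 to 18856907, ratio 0.854), PSII list score in replicate 1 of the 1000 ppm GL group (14.62 against 14.07 to 14.14, ratio 0.882) and Photorespiration list score in replicate 1 of the 1000 ppm GL group (12.79 against 12.46 to 12.51, ratio 0.867). Also high were LHCI list score in replicate 1 of the 1000 ppm GL group (14.82 against 14.27 to 14.34, ratio 0.869), PSI list score in replicate 1 of the 1000 ppm GL group (15.31 against 14.59 to 14.67, ratio 0.890) and FD2 in replicate 1 of the 1000 ppm GL group (30010.4 against 7551 to 10919, ratio 0.850). Further values are TKL1 in replicate 1 of the 1000 ppm GL group (45074 against 32679.6 to 34391, ratio 0.862). This leaf correlated less with its own group than with the 400 ppm GL group (a difference of -0.0038), its approximate reads of 24396046 were above the 22920503 to 24269590 of the group, and its median deviation of 0.002 tests nothing since the values are centred. Brought to the nearest leaf at FD2, it would have 95.9% of genes under every other leaf. In centred values this share is high by itself, so it does not decide on a fault in the scaling factor. The 10 highest genes took 9.16% of its normalized counts and 7.15% to 7.40% in the others. The reads were 1.005 times those of the nearest leaf and FD2 2.75 times, so a difference in depth of this size does not account for FD2. An exchange with a 400 ppm GL leaf was tested in the DEGs at 1000 ppm in GL that limma called without the leaf, 136 in number. The leaf lay nearer its own group in 35.3% of them, where each of the other 7 leaves of the 2 groups, left out likewise, did so in 68.6% to 100%. Against an exchange, the leaf held 2707.6 normalized counts of CSD1. The 400 ppm GL leaves held 1043 to 1472 and the rest of its group 2862 to 4315. Its FSD1 of 4173.1 stood beside 11760.0 to 19096 in the 400 ppm GL leaves and 1795 to 4221 in the rest of its group. Its FER1 of 644.5 lay between the 783 to 5215 of the 400 ppm GL leaves and the 348 to 504 of the rest. These genes were chosen after their values were seen. Each 400 ppm GL leaf also correlated more with its own group than with any other, by at least 0.0048. The tests thus disagree, and an exchange with a 400 ppm GL leaf is left open. What brings this leaf near the 400 ppm GL group in the other DEGs was not tested. Over all samples, 6 of 32 correlated more with another group, and no biological explanation was tested.

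Other values of single leaves were also far from their groups. They are Cyt b6f list score in replicate 2 of the 400 ppm GL group (13.82 against 13.76 to 13.77, ratio 0.845), Regulatory list score in replicate 2 of the 0 ppm GL group (11.72 against 11.95 to 12.00, ratio 0.839) and starch synthesis list score in replicate 4 of the 1000 ppm PSI-PI group (11.09 against 10.79 to 10.82, ratio 0.913). Among lists and genes there are starch degradation list score in replicate 4 of the 1000 ppm GL group (10.91 against 10.51 to 10.56, ratio 0.884), sucrose synthesis list score in replicate 3 of the 0 ppm GL group (9.13 against 8.81 to 8.87, ratio 0.838) and sucrose synthesis list score in replicate 1 of the 100 ppm GL group (9.07 against 9.39 to 9.46, ratio 0.837). Next come sucrose degradation list score in replicate 2 of the 0 ppm GL group (9.69 against 9.10 to 9.20, ratio 0.830), NO Polverari list score in replicate 1 of the 100 ppm PSI-PI group (9.46 against 9.49 to 9.50, ratio 0.844) and NO Polverari list score in replicate 1 of the 1000 ppm PSI-PI group (9.28 against 9.35, ratio 0.911). Elsewhere stand FD3 in replicate 4 of the 0 ppm GL group (318 against 214 to 231, ratio 0.841), TKL1 in replicate 4 of the 1000 ppm PSI-PI group (81604 against 53727 to 54339, ratio 0.978) and CAT2 in replicate 1 of the 100 ppm GL group (9411 against 17574 to 18253, ratio 0.923). In addition there are GGAT1 in replicate 2 of the 0 ppm GL group (27399 against 45857 to 46158, ratio 0.984), GGAT1 in replicate 4 of the 1000 ppm PSI-PI group (77032 against 55212 to 58232, ratio 0.862) and GLK1 in replicate 1 of the 100 ppm GL group (10601 against 9728 to 9823, ratio 0.892). Last are GLK1 in replicate 1 of the 0 ppm PSI-PI group (8492 against 4487 to 4973, ratio 0.879). Of these leaves, replicate 1 of the 1000 ppm PSI-PI group and replicate 4 of the 1000 ppm PSI-PI group correlated more with another group than with their own. The reads of replicate 2 of 0 ppm GL, replicate 1 of 100 ppm PSI-PI, replicate 4 of 1000 ppm GL and replicates 1 and 4 of 1000 ppm PSI-PI lay outside the range of the other leaves of the group, as they do for 2 of any 4 leaves. No biological explanation was tested, and chance gives a share of these values.

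Depth and whole samples also varied. The values are approximate reads in replicate 1 of the 100 ppm PSI-PI group (20476284 against 24166125 to 24362438, ratio 0.949), approximate reads in replicate 1 of the 400 ppm PSI-PI group (20446193 against 23879941 to 23953833, ratio 0.979) and approximate reads in replicate 4 of the 1000 ppm PSI-PI group (24206467 against 23177848 to 23305857, ratio 0.876). Others are mean correlation with own group in replicate 1 of the 400 ppm GL group (0.981 against 0.985, ratio 0.902) and PC2 in replicate 1 of the 0 ppm PSI-PI group (-76.2 against -22.5 to -15.7, ratio 0.888). Replicate 1 of the 100 and 400 ppm PSI-PI groups, with the lowest approximate reads of the group, had 1364 and 1270 genes at 0, more than each other leaf of the group. Fewer reads may therefore have left genes undetected there, and no biological explanation was tested.

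The response to PSI-PI treatment differed between CO2 levels in 643 genes at 0 ppm and in 10 at 100 ppm, at an adjusted p under 0.05 in the interaction test of limma. By this test it differed between 0 and 400 ppm for FRO7 (-1.27), cHBP3 (-0.95), NdhM (-0.75) and SGAT (-0.86) on the log2 scale. At 1000 ppm 0 genes were called, and 1645 had an unadjusted p under 0.05. Exchanging the CO2 levels of same-numbered leaves within a light treatment gave as many genes in 15 of 100 splits at 0 ppm, 17 at 100 ppm and 100 at 1000 ppm, the real split included, and up to 9243 genes, but such splits mix the response to CO2 into the interaction and so give high numbers by themselves, while 0 genes are reached by any split, and they do not decide the result. Regrouping the residuals of the model without an interaction gave as many in 1, 1 and 100 of 100, the real grouping included, and at most 183, 1 and 4 in the others. Without replicate 1 of the 0 ppm PSI-PI group 707 genes were called, 504 of them among the 643, and 10 of the 643 (1.6%) had a mean under 10 in all 4 groups, so neither that leaf nor low values account for the number. The regrouping of residuals takes the leaves of all groups as equally variable, while the median SD of a gene was 0.283 and 0.354 at 0 ppm and 0.156 and 0.187 at 400 ppm in GL and PSI-PI. Random sign changes of the residuals of whole leaves, which keep the spread of each group, gave as many in 5, 1 and 100 of 100, the real grouping included, and at most 1557, 1 and 5 in the others. An accidental division of the leaves is therefore left open at 0 ppm, and by the sign changes does not account for the number at 100 ppm. GC content and contamination were not tested.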

How the results depend on the processing

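No count filter left all counts and shares of DEGs within 1.5 times their values, and so did a pseudocount of 0.5 or 5 and only genes of at least 10 in at least 4 samples, the last 3 of which were added after the values were seen. The other alternatives were set beforehand unless they are said to be added. The Wald test of DESeq2, its size factors in edgeR or in list scores, and the filter of edgeR by expression were also set beforehand but not run, since they need whole counts.

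Fitting only the 8 samples of a contrast gave 12 DEGs at 1000 ppm in GL, 287 DEGs at 0 ppm in PSI-PI, 28 DEGs for PSI-PI at 0 ppm, 3.1% of DEGs in more than 1 PSI-PI CO2 contrast, 5.7% of DEGs shared by both light treatments at 0 ppm and 3.8% of DEGs shared by both light treatments at 1000 ppm. This setting also gave 7 genes called at all 4 CO2 levels, and the cause was not tested.

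Dropping the minimum fold change gave 7256 DEGs at 0 ppm in GL, 7391 DEGs at 100 ppm in GL, 81 DEGs at 1000 ppm in GL, 4506 DEGs at 0 ppm in PSI-PI, 4863 DEGs at 100 ppm in PSI-PI and 361 DEGs at 1000 ppm in PSI-PI. This setting also gave 1513 DEGs for PSI-PI at 0 ppm, 2098 DEGs for PSI-PI at 100 ppm, 5326 DEGs for PSI-PI at 400 ppm, 2246 DEGs for PSI-PI at 1000 ppm, 25.7% of DEGs in more than 1 GL CO2 contrast and 13.9% of DEGs in more than 1 PSI-PI CO2 contrast. It further gave 27.9% of DEGs shared by both light treatments at 0 ppm, 39.1% of DEGs shared by both light treatments at 100 ppm, 3.3% of DEGs shared by both light treatments at 1000 ppm, 377 genes called at all 4 CO2 levels, 959 genes called at 3 of the CO2 levels and 3982 genes called at 1 of the CO2 levels. Beyond these it gave 2723 genes called at 400 ppm alone, and the cause was not tested.

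Using an unadjusted p gave 376 DEGs at 1000 ppm in GL, 604 DEGs at 1000 ppm in PSI-PI, 676 DEGs for PSI-PI at 0 ppm, 842 DEGs for PSI-PI at 100 ppm, 933 DEGs for PSI-PI at 1000 ppm and 12.4% of DEGs in more than 1 PSI-PI CO2 contrast. This setting also gave 2200 genes called at 1 of the CO2 levels, and the cause was not tested.

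The replicate block gave 3 genes in the interaction at 100 ppm in place of 10 and left the other counts and shares within 1.5 times. For DEGs the paired design with a replicate block gave 2199, 1761 and 50 at 0, 100 and 1000 ppm in GL, 1028, 1003 and 109 in PSI-PI, and 297, 447, 1338 and 579 for PSI-PI at 0, 100, 400 and 1000 ppm. Same-numbered leaves correlated across genes by a mean r of 0.123, 0.104, 0.041, -0.012, -0.013, 0.128, -0.161, -0.104, 0.105 and 0.07 in these contrasts, with the condition means taken out. Added after the values were seen, quantile normalization gave 35 genes in the interaction at 100 ppm and moved the median of all genes by -0.018 to 0.011 on the log2 scale, and no variance trend gave 4 genes in the interaction at 100 ppm, and the cause was not tested.

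Quantile normalization, added after the values were seen, changed the direction of 17 list scores, weakened 7 and strengthened 6. Its mean log2 fold changes were for the LHCII list -0.32 for PSI-PI at 100 ppm, the CBB cycle list 0.49 for PSI-PI at 0 ppm and the PSII list -0.13 for PSI-PI at 100 ppm, -0.064 for PSI-PI at 400 ppm and -0.039 for PSI-PI at 1000 ppm. By this scaling there were also for the PC list -0.036 for PSI-PI at 400 ppm, the LHCI list -0.052 for PSI-PI at 100 ppm, -0.005 for PSI-PI at 400 ppm and -0.04 for PSI-PI at 1000 ppm and the PSI list -0.30 for PSI-PI at 100 ppm and -0.45 for PSI-PI at 400 ppm. It gave for the ATP synthase list -0.006 for PSI-PI at 100 ppm and -0.041 for PSI-PI at 400 ppm, the Regulatory list 0.22 for PSI-PI at 0 ppm and 0.29 for PSI-PI at 1000 ppm and the starch synthesis list -0.32 at 0 ppm in GL, 0.17 for PSI-PI at 400 ppm and 0.12 for PSI-PI at 1000 ppm. Under it there were for the starch degradation list 0.025 at 1000 ppm in PSI-PI, the sucrose synthesis list 0.031 at 1000 ppm in GL, 0.033 at 100 ppm in PSI-PI and 0.43 for PSI-PI at 0 ppm and the sucrose degradation list 0.002 at 0 ppm in PSI-PI. Its mean log2 fold changes were for the singlet oxygen list -0.016 for PSI-PI at 1000 ppm, the H2O2 list -0.021 at 100 ppm in PSI-PI and the OPDA list -0.006 for PSI-PI at 0 ppm. By this scaling there were also for the JA list -0.009 for PSI-PI at 0 ppm and the NO Polverari list -0.10 for PSI-PI at 100 ppm, -0.10 for PSI-PI at 400 ppm and -0.05 for PSI-PI at 1000 ppm, and the cause was not tested.

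A pseudocount of 5, added after the values were seen, gave other sides or signs. Mean log2 fold changes were for the sucrose synthesis list 0.003 at 1000 ppm in GL, the singlet oxygen list -0.28 at 100 ppm in GL and the H2O2 list 0.40 for PSI-PI at 1000 ppm. To this come for the OPDA list 0.024 for PSI-PI at 400 ppm, and the cause was not tested.

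A pseudocount of 0.5, added after the values were seen, changed 1 list sign. Mean log2 fold changes were for the NO Parani list 0.011 for PSI-PI at 0 ppm, and the cause was not tested.

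Only genes of at least 10 in at least 4 samples, added after the values were seen, also changed lists. Mean log2 fold changes were for the sucrose synthesis list 0.019 at 1000 ppm in GL, the singlet oxygen list -0.34 at 100 ppm in GL and the H2O2 list 0.47 for PSI-PI at 1000 ppm. To this come for the OPDA list -0.027 for PSI-PI at 0 ppm, and the cause was not tested.

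Lists were tested against all other genes with camera of limma, and the values given here are its unadjusted p-values, two-sided, for lists that changed side of 0.05 or direction. Camera gave for the LHCII list 0.00882 for PSI-PI at 0 ppm, the PSII list 1.57e-05 for PSI-PI at 0 ppm and the Photorespiration list 2.35e-08 for PSI-PI at 0 ppm. There were also for the PC list 0.868 for PSI-PI at 400 ppm, the LHCI list 4.76e-04 for PSI-PI at 0 ppm and the PSI list 0.0176 for PSI-PI at 0 ppm and 0.0106 for PSI-PI at 400 ppm. It gave for the starch synthesis list 0.0187 at 0 ppm in GL, 6.28e-05 at 0 ppm in PSI-PI, 0.922 at 1000 ppm in PSI-PI and 0.0493 for PSI-PI at 0 ppm, the starch degradation list 0.0389 at 0 ppm in PSI-PI, 0.0466 for PSI-PI at 0 ppm and 0.00485 for PSI-PI at 1000 ppm and the sucrose synthesis list 0.425 at 100 ppm in PSI-PI. Then it gave for the sucrose degradation list 0.967 at 100 ppm in GL, 0.573 at 100 ppm in PSI-PI and 0.124 at 1000 ppm in PSI-PI, the sugar regulatory list 0.0228 at 0 ppm in PSI-PI and the singlet oxygen list 0.0478 at 100 ppm in GL, 0.00217 at 0 ppm in PSI-PI, 9.47e-07 at 1000 ppm in PSI-PI, 0.00167 for PSI-PI at 0 ppm and 0.4 for PSI-PI at 1000 ppm. Camera gave for the H2O2 list 0.122 at 0 ppm in GL, the OPDA list 6.35e-05 at 0 ppm in GL, 6.73e-05 at 0 ppm in PSI-PI, 0.00478 at 1000 ppm in PSI-PI, 0.271 for PSI-PI at 400 ppm and 2.67e-05 for PSI-PI at 1000 ppm and the JA list 6.59e-04 at 0 ppm in GL, 0.0214 at 100 ppm in GL, 8.75e-05 at 1000 ppm in GL, 3.95e-09 at 0 ppm in PSI-PI, 1.90e-06 at 1000 ppm in PSI-PI and 3.31e-06 for PSI-PI at 1000 ppm, and the cause was not tested.

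The unadjusted p-values of camera with a replicate block, the paired form, were as follows. Paired camera gave for the LHCII list 0.00168 for PSI-PI at 0 ppm and 0.0139 for PSI-PI at 100 ppm, the PSII list 2.37e-06 for PSI-PI at 0 ppm and 0.882 for PSI-PI at 100 ppm and the Photorespiration list 5.97e-09 for PSI-PI at 0 ppm. It also gave for the PC list 0.8287 for PSI-PI at 400 ppm, the LHCI list 8.17e-05 for PSI-PI at 0 ppm and 0.869 for PSI-PI at 400 ppm and the PSI list 0.00338 for PSI-PI at 0 ppm, 0.0346 for PSI-PI at 100 ppm and 0.00314 for PSI-PI at 400 ppm. Pairing gave for the starch synthesis list 0.0117 at 0 ppm in GL, 2.15e-05 at 0 ppm in PSI-PI, 0.876 at 1000 ppm in PSI-PI and 0.0341 for PSI-PI at 0 ppm, the starch degradation list 0.947 at 0 ppm in GL, 0.0255 at 0 ppm in PSI-PI, 0.0313 for PSI-PI at 0 ppm and 0.00255 for PSI-PI at 1000 ppm and the sucrose synthesis list 0.388 at 100 ppm in PSI-PI. Next it gave for the sucrose degradation list 0.993 at 100 ppm in GL, 0.591 at 100 ppm in PSI-PI and 0.126 at 1000 ppm in PSI-PI, the sugar regulatory list 0.0163 at 0 ppm in PSI-PI and the singlet oxygen list 0.0439 at 100 ppm in GL, 0.00281 at 0 ppm in PSI-PI, 1.35e-06 at 1000 ppm in PSI-PI, 0.00164 for PSI-PI at 0 ppm and 0.454 for PSI-PI at 1000 ppm. Paired camera gave for the H2O2 list 0.114 at 0 ppm in GL, the OPDA list 5.52e-05 at 0 ppm in GL, 5.44e-05 at 0 ppm in PSI-PI, 0.00457 at 1000 ppm in PSI-PI, 0.28 for PSI-PI at 400 ppm and 3.16e-05 for PSI-PI at 1000 ppm and the JA list 6.73e-04 at 0 ppm in GL, 0.0213 at 100 ppm in GL, 1.43e-04 at 1000 ppm in GL, 6.22e-09 at 0 ppm in PSI-PI, 3.22e-06 at 1000 ppm in PSI-PI and 5.69e-06 for PSI-PI at 1000 ppm, and the cause was not tested.

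Among the named genes, signs turned in DFR at 1000 ppm in PSI-PI (-0.20 with the ratio of group means), GSTF12 at 100 ppm in PSI-PI (-0.17 with the ratio of group means), MYB90 at 100 ppm in GL (-0.002 with quantile normalization), MYB90 at 1000 ppm in PSI-PI (-0.14 with pseudocount 5), MYB90 at 1000 ppm in PSI-PI (-1.52 with the ratio of group means), MYB75 at 100 ppm in PSI-PI (-0.032 with pseudocount 5), MYB75 at 100 ppm in PSI-PI (-1.21 with the ratio of group means), BHLH101 for PSI-PI at 400 ppm (-0.10 with pseudocount 5), BHLH101 for PSI-PI at 400 ppm (-0.66 with the ratio of group means), NdhS for PSI-PI at 100 ppm (-0.026 with quantile normalization), GLK2 for PSI-PI at 400 ppm (-0.067 with quantile normalization) and GLK2 for PSI-PI at 1000 ppm (-0.022 with quantile normalization), all by alternatives added after the values were seen. Of the other changes, fitting only the 8 samples made 66 of 416 results of named genes weaker and 20 stronger, the replicate block 2 and 6, and quantile normalization 30 and 4. A pseudocount of 5 made 5 weaker and 1 stronger, no variance trend 3 and 3, and only genes of at least 10 in at least 4 samples 7 stronger, while no count filter and a pseudocount of 0.5 kept the direction and the side of the threshold of all 416. The log2 ratio of the group means, added after the values were seen, moved 32 others by more than the SD between leaves and left 372 within it, with no value where a group mean is 0, and the cause was not tested.

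With each leaf left out in turn, counts and shares moved by more than 1.5 times in some fits. The ranges over the fits are from 21 to 136 DEGs at 1000 ppm in GL, from 641 to 1584 DEGs at 0 ppm in PSI-PI, from 14 to 191 DEGs at 1000 ppm in PSI-PI, from 207 to 444 DEGs for PSI-PI at 0 ppm and from 339 to 991 genes in the interaction at 0 ppm. Over the fits they also run from 2 to 27 genes in the interaction at 100 ppm, from 0 to 1 genes in the interaction at 1000 ppm, from 4.1 to 8.5% of DEGs in more than 1 PSI-PI CO2 contrast, from 5.2 to 19% of DEGs shared by both light treatments at 1000 ppm and from 28 to 61 genes called at all 4 CO2 levels, and the cause was not tested.

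The sign of these named genes turned when single leaves were left out. Log2 fold changes ran from -0.61 to 0.06 for DFR at 100 ppm in GL, from -0.01 to 0.95 for DFR at 100 ppm in PSI-PI, from -0.092 to 0.86 for DFR at 1000 ppm in PSI-PI, from -0.61 to 0.51 for GSTF12 at 100 ppm in GL and from -0.08 to 1.38 for GSTF12 at 100 ppm in PSI-PI. In the same fits they ran from -0.11 to 0.79 for UF3GT at 100 ppm in PSI-PI, from -0.72 to 0.099 for AT5MAT at 100 ppm in GL, from -0.21 to 0.28 for LDOX at 100 ppm in PSI-PI, from -0.63 to 0.074 for CHS at 100 ppm in GL and from -0.23 to 0.27 for MYB90 at 100 ppm in GL. Others ran from -1.25 to 0.54 for MYB90 at 100 ppm in PSI-PI, from -0.052 to 1.61 for MYB90 at 1000 ppm in PSI-PI, from -0.37 to 0.28 for TT8 at 100 ppm in PSI-PI, from -0.44 to 0.38 for TTG2 at 1000 ppm in PSI-PI and from -0.21 to 1.13 for MYB75 at 1000 ppm in GL. Further ones ran from -0.50 to 1.02 for MYB75 at 100 ppm in PSI-PI, from -0.28 to 0.78 for MYB114 at 1000 ppm in GL, from -0.16 to 0.72 for MYB114 at 100 ppm in PSI-PI, from -0.41 to 0.14 for MYB2 at 100 ppm in PSI-PI and from -0.053 to 0.37 for AT5G56840 at 100 ppm in GL. Log2 fold changes ran from -0.42 to 0.19 for MYB108 at 100 ppm in GL, from -0.32 to 0.055 for MYB108 at 100 ppm in PSI-PI, from -0.24 to 0.70 for MYB108 at 1000 ppm in PSI-PI, from -0.33 to 0.01 for NAM at 1000 ppm in PSI-PI and from -0.65 to 0.19 for NAC032 at 1000 ppm in GL. In the same fits they ran from -0.049 to 0.29 for MYB7 at 100 ppm in PSI-PI, from -0.58 to 0.83 for BHLH101 for PSI-PI at 400 ppm, from -1.14 to 0 for FEP2 for PSI-PI at 0 ppm, from -1.00 to 0.26 for DEFL for PSI-PI at 100 ppm and from -0.29 to 0.47 for PIL2 for PSI-PI at 0 ppm. Others ran from -0.40 to 0.075 for RPGE4 for PSI-PI at 0 ppm, from -0.44 to 0.11 for RPGE4 for PSI-PI at 1000 ppm, from -0.35 to 0.25 for SIB1 for PSI-PI at 0 ppm, from -0.054 to 0.046 for NdhS for PSI-PI at 0 ppm and from -0.12 to 0.029 for FD3 at 1000 ppm in GL. Further ones ran from -0.027 to 0.15 for FD3 for PSI-PI at 100 ppm, from -0.14 to 0.035 for FD3 for PSI-PI at 1000 ppm, from -0.30 to 0.08 for TKL2 for PSI-PI at 0 ppm, from -0.007 to 0.65 for GLDP2 for PSI-PI at 0 ppm and from -0.079 to 0.015 for GLK2 for PSI-PI at 100 ppm. Of the remaining fits of named genes, 213 were weaker, 26 stronger and 3003 the same in direction and side of the threshold, and the cause was not tested.

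List scores also turned sign when single leaves were left out. Their means ran from -0.27 to 0.13 for LHCII list for PSI-PI at 1000 ppm, from -0.041 to 0.037 for PSII list for PSI-PI at 100 ppm, from -0.054 to 0.16 for PC list for PSI-PI at 400 ppm, from -0.004 to 0.21 for LHCI list for PSI-PI at 400 ppm and from -0.17 to 0.09 for PSI list for PSI-PI at 1000 ppm. They ran also from -0.047 to 0.076 for starch synthesis list at 1000 ppm in GL, from -0.069 to 0.032 for starch synthesis list at 1000 ppm in PSI-PI, from -0.036 to 0.17 for starch degradation list at 0 ppm in GL, from -0.007 to 0.14 for starch degradation list at 1000 ppm in GL and from -0.088 to 0.049 for sucrose synthesis list at 1000 ppm in GL. More means ran from -0.034 to 0.11 for sucrose synthesis list at 1000 ppm in PSI-PI, from -0.026 to 0.17 for sucrose degradation list at 0 ppm in GL, from -0.062 to 0.032 for sucrose degradation list at 0 ppm in PSI-PI, from -0.052 to 0.04 for sucrose degradation list at 100 ppm in PSI-PI and from -0.093 to 0.11 for sucrose degradation list for PSI-PI at 0 ppm. Then means ran from -0.037 to 0.21 for singlet oxygen list at 100 ppm in PSI-PI, from -0.14 to 0.17 for singlet oxygen list for PSI-PI at 1000 ppm, from -0.17 to 0.10 for H2O2 list at 1000 ppm in PSI-PI, from -0.028 to 0.13 for H2O2 list for PSI-PI at 100 ppm and from -0.01 to 0.20 for OPDA list at 100 ppm in GL. Their means ran from -0.32 to 0.10 for OPDA list at 1000 ppm in GL, from -0.50 to 0.48 for OPDA list for PSI-PI at 0 ppm, from -0.017 to 0.16 for OPDA list for PSI-PI at 100 ppm, from -0.25 to 0.017 for OPDA list for PSI-PI at 400 ppm and from -0.30 to 0.17 for JA list at 100 ppm in PSI-PI. They ran also from -0.49 to 0.62 for JA list for PSI-PI at 0 ppm, from -0.013 to 0.035 for NO Polverari list for PSI-PI at 1000 ppm, from -0.098 to 0.12 for NO Parani list for PSI-PI at 0 ppm and from -0.31 to 0.013 for NO Parani list for PSI-PI at 400 ppm, and the cause was not tested.

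Depth limits genes with few reads. For AT5MAT, DEFL, DFR, FEP2, GL3, IRP3, MYB113, MYB114, MYB90, TT8 and UF3GT, all leaves of 1 or more groups were at 3 normalized counts or under. The size of their log2 fold change against such a group depends on the added count and is uncertain. For DFR at 0 ppm in GL it was 7.30 with 1 added and 7.89 with 0.5 added.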

Differences from the paper's values

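The values of genes below are log2 fold changes from limma on normalized counts plus 1, beside those of Tables 1 and 2 of the paper. A gap is closed when the value has the sign of the paper's and lies within the SD between leaves of it. Each gene had 10 alternatives set before the data were examined, which were only the 8 samples, the replicate block and 8 fits that each left out 1 leaf, and those that closed the gap are all named. The log2 ratio of the group means with no count added, chosen after seeing the values, closed 36 of the 43 gaps and is not repeated at each gene. It has no value, since a group mean is 0, for the other 7, which are MYB113 at 100 ppm in PSI-PI, FEP2 for PSI-PI at 0 ppm, FEP2 for PSI-PI at 400 ppm, DEFL for PSI-PI at 0 ppm, DEFL for PSI-PI at 1000 ppm, IRP3 for PSI-PI at 0 ppm and IRP3 for PSI-PI at 400 ppm.

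DFR changed by 7.30 at 0 ppm in GL against the paper's 10.52, with the gap closed without 0 ppm GL replicate 1 (8.72) and by pseudocount 0.5 (7.89), chosen after seeing the values. DFR changed by 2.46 at 1000 ppm in GL against the paper's 5.72, with the gap closed without 1000 ppm GL replicate 1 (3.60) and without 1000 ppm GL replicate 2 (3.13). DFR changed by 0.28 at 1000 ppm in PSI-PI against the paper's -0.22, with the gap closed without 400 ppm PSI-PI replicate 1 (-0.092) and without 400 ppm PSI-PI replicate 4 (-0.092).

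GSTF12 changed by 0.60 at 100 ppm in PSI-PI against the paper's -0.18, with the gap closed without 400 ppm PSI-PI replicate 4 (-0.08).

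UF3GT changed by 4.74 at 0 ppm in GL against the paper's 7.97, with the gap closed without 0 ppm GL replicate 1 (6.41), without 0 ppm GL replicate 3 (4.96) and without 400 ppm GL replicate 2 (5.25) and by pseudocount 0.5 (5.08), chosen after seeing the values. UF3GT changed by -1.08 at 100 ppm in GL against the paper's -2.74, with the gap closed by none of the 10. UF3GT changed by 4.12 at 0 ppm in PSI-PI against the paper's 6.9, with the gap closed without 0 ppm PSI-PI replicate 3 (4.96), without 0 ppm PSI-PI replicate 4 (5.22) and without 400 ppm PSI-PI replicate 2 (4.62) and by pseudocount 0.5 (4.53), chosen after seeing the values.

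AT5MAT changed by 4.63 at 0 ppm in GL against the paper's 7.71, with the gap closed without 0 ppm GL replicate 1 (5.87). AT5MAT changed by 1.13 at 1000 ppm in GL against the paper's 3.33, with the gap closed without 1000 ppm GL replicate 1 (1.74). AT5MAT changed by 2.88 at 0 ppm in PSI-PI against the paper's 5.83, with the gap closed without 0 ppm PSI-PI replicate 4 (4.04).

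LDOX changed by 4.56 at 0 ppm in GL against the paper's 7.03, with the gap closed without 0 ppm GL replicate 1 (5.83), without 0 ppm GL replicate 3 (4.75) and without 400 ppm GL replicate 2 (4.72). LDOX changed by 4.46 at 0 ppm in PSI-PI against the paper's 6.82, with the gap closed without 0 ppm PSI-PI replicate 3 (4.88), without 0 ppm PSI-PI replicate 4 (5.62) and without 400 ppm PSI-PI replicate 2 (4.78) and by pseudocount 0.5 (4.60), chosen after seeing the values.

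MYB90 changed by 4.86 at 0 ppm in GL against the paper's 8.19, with the gap closed without 0 ppm GL replicate 1 (6.20). MYB90 changed by 2.75 at 1000 ppm in GL against the paper's 6.25, with the gap closed by none of the 10. MYB90 changed by -0.71 at 100 ppm in PSI-PI against the paper's -3.14, with the gap closed without 100 ppm PSI-PI replicate 3 (-1.25). MYB90 changed by 0.36 at 1000 ppm in PSI-PI against the paper's -1.52, with the gap closed without 400 ppm PSI-PI replicate 1 (-0.052), without 400 ppm PSI-PI replicate 3 (-0.052) and without 400 ppm PSI-PI replicate 4 (-0.052) and by pseudocount 5 (-0.14), chosen after seeing the values.

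TT8 changed by 3.38 at 0 ppm in GL against the paper's 6.11, with the gap closed by none of the 10. TT8 changed by 2.01 at 1000 ppm in GL against the paper's 3.89, with the gap closed by none of the 10. TT8 changed by 2.56 at 0 ppm in PSI-PI against the paper's 5.24, with the gap closed by none of the 10. TT8 changed by 0.85 at 1000 ppm in PSI-PI against the paper's 1.47, with the gap closed without 400 ppm PSI-PI replicate 2 (1.22), without 1000 ppm PSI-PI replicate 2 (0.95) and without 1000 ppm PSI-PI replicate 4 (0.93) and by pseudocount 0.5 (1.31) and quantile normalization (0.92), chosen after seeing the values.

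GL3 changed by 2.21 at 0 ppm in GL against the paper's 4.31, with the gap closed by none of the 10. GL3 changed by 0.95 at 100 ppm in GL against the paper's 1.92, with the gap closed by none of the 10. GL3 changed by 1.42 at 1000 ppm in GL against the paper's 2.88, with the gap closed by none of the 10. GL3 changed by 1.41 at 0 ppm in PSI-PI against the paper's 3.17, with the gap closed without 0 ppm PSI-PI replicate 4 (2.18).

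MYB113 changed by -1.18 at 100 ppm in GL against the paper's -2.88, with the gap closed by none of the 10. MYB113 changed by 3.20 at 0 ppm in PSI-PI against the paper's 5.21, with the gap closed without 0 ppm PSI-PI replicate 4 (3.80) and by pseudocount 0.5 (3.79), chosen after seeing the values. MYB113 changed by -0.63 at 100 ppm in PSI-PI against the paper's -1.68, with the gap closed by none of the 10. MYB113 changed by -0.40 at 1000 ppm in PSI-PI against the paper's -1.4, with the gap closed by none of the 10.

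MYB75 changed by 0.012 at 100 ppm in PSI-PI against the paper's -1.21, with the gap closed without 100 ppm PSI-PI replicate 3 (-0.13), without 100 ppm PSI-PI replicate 4 (-0.10), without 400 ppm PSI-PI replicate 1 (-0.19), without 400 ppm PSI-PI replicate 3 (-0.50) and without 400 ppm PSI-PI replicate 4 (-0.28) and by pseudocount 5 (-0.032), chosen after seeing the values.

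MYB114 changed by -2.03 at 100 ppm in GL against the paper's -3.1, with the gap closed without 100 ppm GL replicate 1 (-2.46) and by pseudocount 0.5, chosen after seeing the values.

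BHLH101 changed by 0.092 for PSI-PI at 400 ppm against the paper's -0.67, with the gap closed without 400 ppm GL replicate 1 (-0.054), without 400 ppm GL replicate 2 (-0.58) and without 400 ppm PSI-PI replicate 4 (-0.18) and by pseudocount 5 (-0.10), chosen after seeing the values.

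FEP2 changed by -0.86 for PSI-PI at 0 ppm against the paper's -3.7, with the gap closed by none of the 10. FEP2 changed by -0.52 for PSI-PI at 100 ppm against the paper's -1.57, with the gap closed without 100 ppm GL replicate 1 (-0.79), without 100 ppm GL replicate 3 (-0.79) and without 100 ppm PSI-PI replicate 4 (-0.80). FEP2 changed by -1.55 for PSI-PI at 400 ppm against the paper's -4.33, with the gap closed by none of the 10. FEP2 fell by 3.81 for PSI-PI at 1000 ppm against the paper's 4.82, with the gap closed without 1000 ppm GL replicate 4 (4.39), without 1000 ppm PSI-PI replicate 2 (3.97) and without 1000 ppm PSI-PI replicate 4 (3.99) and by pseudocount 0.5 (4.27), chosen after seeing the values.

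DEFL changed by -1.46 for PSI-PI at 0 ppm against the paper's -4.04, with the gap closed by none of the 10. DEFL changed by -0.68 for PSI-PI at 100 ppm against the paper's -3.1, with the gap closed by none of the 10. DEFL changed by -1.96 for PSI-PI at 400 ppm against the paper's -4.54, with the gap closed by none of the 10. DEFL fell by 5.56 for PSI-PI at 1000 ppm against the paper's 8.96, with the gap closed by none of the 10.

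IRP3 changed by -1.02 for PSI-PI at 0 ppm against the paper's -4.45, with the gap closed by none of the 10. IRP3 changed by -1.57 for PSI-PI at 100 ppm against the paper's -4.05, with the gap closed without 100 ppm GL replicate 2 (-2.33). IRP3 fell by 2.75 for PSI-PI at 400 ppm against the paper's 6.09, with the gap closed by none of the 10. IRP3 fell by 6.27 for PSI-PI at 1000 ppm against the paper's 8.79, with the gap closed by none of the 10.

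The paper's text gives 810 as the DEGs in total at 400 ppm CO2, where 1330 genes were DEGs between PSI-PI-treated and GL-treated leaves and the comparison deposited by the authors holds 1326. Counted at 400 ppm alone there were 856 genes, and 826 in the authors' comparisons, a count chosen after seeing the values that comes nearer to the paper's 810 than any of the totals. Among the totals, those without replicate 1 of the GL group (1189), without replicate 3 of the PSI-PI group (1090) and with a pseudocount of 5, chosen after seeing the values (1130), were within 1.5 times of it. The other 11 alternatives set before the data were examined were not.

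Of the genes responding to singlet oxygen, 22.4% and 20.4% were up at an adjusted p under 0.05 in limma at 0 ppm in GL and PSI-PI against the paper's 50%, and 57.1% and 67.3% had a log2 fold change above 0. Of those responding to H2O2, 25.0% and 17.5% were up against the paper's 50%, and 67.5% and 57.5% were above 0. For PSI-PI at 400 ppm 16.1% of the OPDA genes were up against the paper's 40%, and 46.8% were above 0. There 57.5% of the H2O2 genes were above 0 against the paper's 30%, and 20.0% were up. The paper does not say which of these measures it used. None of the 8 fits set before the data were examined, which each left out 1 leaf, closed these gaps.

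The paper states that GLK genes did not differ, where GLK1 changed by -1.08 for PSI-PI at 0 ppm (adjusted p = 7.56e-05 from limma, lower in 4 of 4 leaves), and was not past the threshold with only the 8 samples. The paper states that FD3 did not significantly respond to CO2. It changed by 0.44 and 0.45 at 0 and 100 ppm in GL and by 0.68 at 100 ppm in PSI-PI. These changes had an adjusted p = 0.0209, 0.0189 and 0.00142 from limma, higher in 4 of 4 leaves in each. Each was under the fold change threshold, so by both thresholds FD3 was no DEG, as in the paper. In GL it was not past the threshold with only the 8 samples, without 0 ppm GL replicate 4, without 400 ppm GL replicate 3 and without 400 ppm GL replicate 4 at 0 ppm, and without 100 ppm GL replicate 1, without 400 ppm GL replicate 3 and without 400 ppm GL replicate 4 at 100 ppm. The paper has the LHCI genes lower, where the LHCI list changed by a mean of 0.13, 0.076 and 0.15 and a median of -0.028, -0.17 and -0.005 at 100, 400 and 1000 ppm. Its mean was negative at each of these under quantile normalization, chosen after seeing the values, and at 400 ppm without 400 ppm PSI-PI replicate 4 and in the direction given by camera with the replicate block. The paper has no significant change of starch synthesis genes at 400 and 1000 ppm, where the starch synthesis list rose by 0.26 and 0.24 (exact two-sided permutation p = 0.0286 at each, 0.0952 after adjustment over the 220 tests, beside 8 and 3 of 17 genes up in limma). Quantile normalization, chosen after seeing the values, left these past no threshold (0.17 and 0.12), nor the sucrose synthesis list at 0 ppm (0.43). The paper has no clear pattern for starch and sucrose genes, where the sucrose synthesis list rose by 0.47, 0.40, 0.40 and 0.45 at the CO2 levels from 0 to 1000 ppm (exact two-sided permutation p = 0.0286 at each).

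The leaves counted in this paragraph lie past the mean of the other group. The paper has as significant, in its tables or text, results that were not past an adjusted p of limma here, among them AT5MAT at 0 ppm in PSI-PI (2.88, adjusted p = 0.102, higher in 3 of 4), CHIL at 0 ppm in PSI-PI (1.14, adjusted p = 0.216, higher in 4 of 4), GL3 at 0 ppm in PSI-PI (1.41, adjusted p = 0.189, higher in 3 of 4) and TTG2 at 0 ppm in PSI-PI (1.20, adjusted p = 0.187, higher in 3 of 4). Also not past it in limma were MYB75 at 0 ppm in GL (2.33, adjusted p = 0.0814, higher in 3 of 4), FER1 for PSI-PI at 100 ppm (1.49, adjusted p = 0.0835, higher in 4 of 4), NEET for PSI-PI at 100 ppm (1.15, adjusted p = 0.0561, higher in 4 of 4) and FER4 for PSI-PI at 100 ppm (0.85, adjusted p = 0.0549, higher in 4 of 4). In limma this holds too for VTL2 for PSI-PI at 0 ppm (0.80, adjusted p = 0.05, higher in 4 of 4), FRO7 for PSI-PI at 0 ppm (0.58, adjusted p = 0.155, higher in 3 of 4), VTL1 for PSI-PI at 400 ppm (0.61, adjusted p = 0.0881, higher in 4 of 4) and BHLH101 for PSI-PI at 0 ppm (-1.40, adjusted p = 0.311, lower in 4 of 4). Further such results of limma are SIG5 for PSI-PI at 0 ppm (1.04, adjusted p = 0.066, higher in 4 of 4), PIL2 for PSI-PI at 1000 ppm (-1.07, adjusted p = 0.173, lower in 4 of 4), SIB1 for PSI-PI at 1000 ppm (-0.79, adjusted p = 0.0871, lower in 4 of 4) and RPGE3 for PSI-PI at 0 ppm (-1.13, adjusted p = 0.0908, lower in 4 of 4). The last of limma are CSD1 at 1000 ppm in GL (1.40, adjusted p = 0.0616, higher in 4 of 4) and CAT2 for PSI-PI at 0 ppm (0.90, adjusted p = 0.0983, higher in 4 of 4). Some alternatives called them at an adjusted p under 0.05 of limma. Called were AT5MAT at 0 ppm in PSI-PI without 0 ppm PSI-PI replicate 4; GL3 at 0 ppm in PSI-PI without 0 ppm PSI-PI replicate 4; MYB75 at 0 ppm in GL without 0 ppm GL replicate 1; FER1 for PSI-PI at 100 ppm with only the 8 samples, with replicate block and without 100 ppm PSI-PI replicate 2. With other settings there were NEET for PSI-PI at 100 ppm with only the 8 samples; FER4 for PSI-PI at 100 ppm with only the 8 samples, with replicate block and without 100 ppm PSI-PI replicate 2 and with values of at least 10 in at least 4 samples, chosen after seeing the values; VTL2 for PSI-PI at 0 ppm without 0 ppm GL replicate 1, without 0 ppm GL replicate 4, without 0 ppm PSI-PI replicate 1 and without 0 ppm PSI-PI replicate 3 and with pseudocount 5 and with values of at least 10 in at least 4 samples, chosen after seeing the values; FRO7 for PSI-PI at 0 ppm without 0 ppm PSI-PI replicate 1. Then there were SIG5 for PSI-PI at 0 ppm with replicate block; SIB1 for PSI-PI at 1000 ppm with quantile normalization, chosen after seeing the values; RPGE3 for PSI-PI at 0 ppm without 0 ppm PSI-PI replicate 1; CSD1 at 1000 ppm in GL with only the 8 samples and without 1000 ppm GL replicate 1 and with quantile normalization, chosen after seeing the values. Called as well were CAT2 for PSI-PI at 0 ppm without 0 ppm PSI-PI replicate 1. No alternative for single genes called CHIL at 0 ppm in PSI-PI, TTG2 at 0 ppm in PSI-PI, VTL1 for PSI-PI at 400 ppm, BHLH101 for PSI-PI at 0 ppm and PIL2 for PSI-PI at 1000 ppm. An unadjusted p under 0.05, set beforehand for counts of DEGs with a minimum fold change, called without that minimum each of these results but CHIL at 0 ppm in PSI-PI, GL3 at 0 ppm in PSI-PI, TTG2 at 0 ppm in PSI-PI and BHLH101 for PSI-PI at 0 ppm.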

Other observations

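The number of DEGs was compared with that of other splits of the same 8 leaves. The test at 400 ppm for PSI-PI, the test of a threshold in 1 contrast, and that of the ratio of group means, were chosen only after the result was seen. Among the 8 splits that part all same-numbered pairs, 1 of 8, the real split, gave as many DEGs at 0, 100 and 1000 ppm in GL (2182, 1750 and 50) and in PSI-PI (1004, 996 and 99), and for PSI-PI at 100, 400 and 1000 ppm (443, 1330 and 562). For PSI-PI at 0 ppm, 3 of 8 gave as many as the 288, and the largest other gave 608. With 8 splits the share cannot go under 0.05, so these splits alone cannot tell any of the counts apart from an accidental division of the leaves. The other 27 splits keep 1 or more pairs together, and over all 35 splits the real one alone gave as many in each of these 9 contrasts, where the largest other counts were 386, 8, 24, 828, 2 and 3 for CO2 in the order above and 3, 1 and 157 for PSI-PI. For PSI-PI at 0 ppm 5 of 35 gave as many. Same-numbered leaves correlated by a mean r of -0.161 to 0.128 in these contrasts, with the condition means taken out.

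Of the DEGs between light treatments, 1338 of 1855 were called at 1 CO2 level. The interaction test against 400 ppm called 643 genes at 0 ppm, 10 at 100 ppm and 0 at 1000 ppm, with 1645 at an unadjusted p under 0.05 there. A candidate explanation for calls at 1 level beside few genes in the interaction at 100 and 1000 ppm is that a threshold in each contrast separates genes with similar changes, and it does not account for the 643 genes at 0 ppm. Of the DEGs at 400 ppm that were not called at the other level, 90.8% changed in the same direction at 1000 ppm, 90.7% at 100 ppm and 82.8% at 0 ppm, where genes are not independent of each other.

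The authors' deposited comparisons hold 2250, 1731 and 90 genes past both thresholds at 0, 100 and 1000 ppm in GL and 1210, 903 and 217 in PSI-PI, and 311, 434, 1326 and 656 for PSI-PI at 0, 100, 400 and 1000 ppm. Between 79.5% and 91.8% of the calls of limma were shared with them. The other way, 38.7% to 92.1% of their calls were shared with limma, with the lowest shares at 1000 ppm in PSI-PI (38.7%) and in GL (47.8%). The fold changes correlated across genes with a Spearman coefficient of 0.964 to 0.983, where genes are not independent.

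Of 256 log2 fold changes in Tables 1 to 3, 43 in Tables 1 and 2 differed from the paper's. A candidate explanation is that the mean of log2 values was taken here, with 1 added to each, in place of the log2 ratio of the group means. Of the 43 values, 25 came within 0.1 of the paper's as such a ratio, and 0 as reported here, and of all 256 values 235 and 127. For the 7 values without a ratio, where a group mean is 0, this explanation could not be tested.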
